# Differential Etv2 threshold requirement for endothelial and erythropoietic development

**DOI:** 10.1016/j.celrep.2022.110881

**Published:** 2022-05-31

**Authors:** Tanvi Sinha, Kelly Lammerts van Bueren, Diane E. Dickel, Ivana Zlatanova, Reuben Thomas, Carlos O. Lizama, Shan-Mei Xu, Ann C. Zovein, Kohta Ikegami, Ivan P. Moskowitz, Katherine S. Pollard, Len A. Pennacchio, Brian L. Black

## Abstract

Endothelial and erythropoietic lineages arise from a common developmental progenitor. Etv2 is a master transcriptional regulator required for the development of both lineages. However, the mechanisms through which Etv2 initiates the gene-regulatory networks (GRNs) for endothelial and erythropoietic specification and how the two GRNs diverge downstream of Etv2 remain incompletely understood. Here, by analyzing a hypomorphic *Etv2* mutant, we demonstrate different threshold requirements for initiation of the downstream GRNs for endothelial and erythropoietic development. We show that Etv2 functions directly in a coherent feedforward transcriptional network for vascular endothelial development, and a low level of *Etv2* expression is sufficient to induce and sustain the endothelial GRN. In contrast, Etv2 induces the erythropoietic GRN indirectly via activation of Tal1, which requires a significantly higher threshold of *Etv2* to initiate and sustain erythropoietic development. These results provide important mechanistic insight into the divergence of the endothelial and erythropoietic lineages.

## In brief

Sinha et al. demonstrate that the master regulatory transcription factor Etv2 directly regulates the mouse embryonic endothelial gene-regulatory network (GRN). In contrast, Etv2 regulates the erythropoietic GRN indirectly via the bHLH transcription factor Tal1, making erythropoiesis more sensitive than vasculogenesis to reduced Etv2 gene dosage.

## INTRODUCTION

Hematopoiesis is the process by which all blood cells, including erythrocytes, myeloid cells, and lymphoid cells, are formed (Dzierzak and Speck, 2008). During mouse embryogenesis, blood development can be divided into two broadly defined waves, primitive and definitive hematopoiesis (Baron, 2013; Dzierzak and Speck, 2008). Primitive hematopoiesis begins at around embryonic day (E)7.0 in the extraembryonic yolk sac and produces red blood cells (erythropoiesis) and macrophage and megakaryocyte progenitors (Baron, 2013; Palis, 2014). The early wave of erythropoiesis is essential for embryonic survival, and loss of the primitive erythropoietic population is associated with early embryonic lethality (Baron, 2013). The early wave of primitive erythropoiesis is succeeded by definitive hematopoiesis, marked by the appearance of the hemogenic endothelium and definitive hematopoietic progenitor cells in the yolk sac and in the aorta-gonad-mesonephros (AGM) region of the embryo (Gritz and Hirschi, 2016). Indeed, from the earliest stages of primitive hematopoiesis, there is an intimate association of blood and endothelial cell development. Both cell types initially originate from “blood islands” in the yolk sac, and numerous studies have established that the development of blood and endothelial cells are coupled during both primitive and early definitive hematopoiesis (Baron, 2013).

Given the close association of blood and endothelial lineages, it is not surprising that the transcription factors controlling their development are overlapping, especially in the earliest steps of their gene-regulatory networks (GRNs) (Lee et al., 2008; Menegatti et al., 2019; Robb et al., 1995; Shivdasani et al., 1995; Visvader et al., 1998). The earliest described master regulator of hemato-endothelial development in the mouse is the Ets variant 2 (Etv2) transcription factor (Garry, 2016; Lammerts van Bueren and Black, 2012; Sumanas and Choi, 2016). Etv2 is expressed transiently in hemato-endothelial progenitors in the mesoderm of the early mouse embryo between E7.0 and E9.0 (Ferdous et al., 2009; Lee et al., 2008). Loss of function for *Etv2* results in early lethality before mid-gestation due to a complete absence of all hemato-endothelial lineages (Ferdous et al., 2009; Lee et al., 2008). Similarly, zebrafish *etv2* mutants display defects in hemato-vascular development (Pham et al., 2007; Sumanas et al., 2008; Sumanas and Lin, 2006). The importance of Etv2 in the hematopoietic and endothelial lineages is further underscored by its role in converting fibroblasts and other cell types to endothelial or hematopoietic fates, particularly in combination with Forkhead transcription factors (De Val et al., 2008; Ginsberg et al., 2012, 2015; Lee et al., 2008).

Etv2 functions at the top of the GRNs for both endothelial cell and erythropoietic development and activates multiple important regulators of both networks, including Ets1, Fli1, Tal1 (Scl), and Gata1 (Lammerts van Bueren and Black, 2012; Liu et al., 2015; Sumanas and Choi, 2016). Of these, Tal1 and Gata1 serve as key transcriptional regulators of primitive erythropoietic development in the yolk sac, and the loss of either of these factors in the mouse results in profound anemia and early embryonic demise (Fujiwara et al., 1996; Pevny et al., 1991; Robb et al., 1995; Shivdasani et al., 1995). Concomitantly, the Ets transcription factors Ets1 and Fli1 are important regulators of endothelial development (Bloor et al., 2002; De Val and Black, 2009; Meadows et al., 2011). How the hemato-endothelial transcriptional hierarchy diverges downstream of Etv2 to regulate the GRNs of the two closely related lineages has been challenging to define, due, in part, to the transient expression of Etv2 in early common progenitors and the inability to abolish Etv2 function in the earliest progenitors without affecting both lineages (Ferdous et al., 2009; Kataoka et al., 2013; Koyano-Nakagawa and Garry, 2017; Lee et al., 2008). Similarly, it has been difficult to determine whether the loss of the hematopoietic lineage in *Etv2* mutants is due to the failure of endothelial specification or due to an autonomous role for Etv2 in hematopoietic development. For instance, deletion of *Etv2* in the endothelial lineage using *Tie2*::*Cre* or in the hematopoietic lineage using *Vav1*::*Cre* failed to recapitulate any of the severe vascular or hematopoietic defects observed in *Etv2*-null mouse mutants (Kataoka et al., 2013). In contrast, inactivation of *Etv2* broadly in the early mesoderm using *Mesp1*::*Cre* recapitulated the severe hemato-endothelial defects observed in *Etv2*-null mutants, precluding a specific analysis of only the hematopoietic lineages (Kataoka et al., 2013).

Here, by deleting an upstream enhancer of *Etv2*, we generated a hypomorphic *Etv2* allele with reduced *Etv2* expression. Using various combinations of this hypomorphic allele with *Etv2*-null and wild-type alleles, we generated an allelic series with *Etv2* expression ranging from 100% to 0% of normal. Interestingly, a compound heterozygous combination with ~20% of normal *Etv2* expression resulted in embryonic lethality at E10.5 with severe anemia but with apparently normal vascular development. Mechanistically, we show that this differential dose requirement for Etv2 in erythropoietic versus endothelial development is due to distinct mechanisms of regulation of the endothelial and erythropoietic GRNs downstream of Etv2. Etv2 regulates early endothelial development via activation of a coherent, feedforward transcriptional circuit and corresponding direct binding to a significant fraction of early endothelial gene enhancers. As a result, expression of those genes is relatively resistant to hypomorphic Etv2 dose. In contrast, Etv2 regulates the erythropoietic GRN indirectly via activation of Tal1, which in turn functions in combination with Gata1 to activate early erythropoietic gene enhancers, making the early erythropoietic program inherently unstable and highly sensitive to Etv2 dose. These results have important implications for our understanding of the relationship between endothelial and erythropoietic development *in vivo*.

## RESULTS

### A proximal upstream *Etv2* enhancer regulates *Etv2* expression *in vivo*

A 3.9-kb proximal promoter and enhancer of the *Etv2* gene has been shown previously to direct early endothelial expression *in vivo* (Rasmussen et al., 2011). Consistent with these previous studies, we found that a conserved 3.3-kb region, including the proximal promoter and transcriptional start site, when fused to a β-galactosidase reporter gene was sufficient to direct expression to endothelial progenitors in mouse embryos in a manner nearly identical to the expression of the endogenous *Etv2* gene (Rasmussen et al., 2011; Figure S1). We next used VISTA (Dubchak and Ryaboy, 2006) to identify smaller evolutionarily conserved regions and used that conservation as the basis for dividing the previously described *Etv2* enhancer-promoter element into smaller fragments encompassing proximal and distal regions (Figure S1A). The proximal 804-bp region failed to direct β-galactosidase expression in a reproducible manner or in a pattern consistent with endogenous *Etv2* expression in mouse embryos at E8.5 (data not shown). In contrast, a 1.4-kb fragment encompassing an upstream region of evolutionary conservation (Figure S1A) fused to a minimal *hsp68* promoter and a *lacZ* reporter gene (*Etv2enh*::*lacZ*) efficiently directed β-galactosidase reporter expression in vascular endothelial and hematopoietic progenitor regions of E8.5 transgenic mouse embryos, recapitulating endogenous *Etv2* expression (Figures S1H and S1I).

The location of the enhancer in the proximal upstream region of the *Etv2* locus and the concordance of enhancer activity with endogenous *Etv2* expression (Figures S1H and S1I) strongly suggest that the 1.4-kb upstream enhancer is a *bona fide Etv2* enhancer and regulates *Etv2* expression in early hemato-endothelial progenitors *in vivo*. We reasoned that deletion of the *Etv2* enhancer might reveal additional insight into the regulation and function of *Etv2 in vivo*. Therefore, we used CRISPR-Cas9 genome editing to delete the upstream enhancer from the genome, creating *Etv2*^*enhΔ*^ mutant mice (Figure 1A). *Etv2*^*+/enhΔ*^ mice were intercrossed, and *Etv2* expression was assessed by quantitative reverse transcriptase (RT)-PCR (qPCR) in wild-type, *Etv2*^*+/enhΔ*^, and *Etv2*^*enhΔ/enhΔ*^ embryos at E8.5 and E9.5 (Figures 1B and 1C). *Etv2* expression in *Etv2*^*enhΔ/enhΔ*^ embryos was significantly reduced at both time points to approximately 40% of the level of expression observed in wild-type embryos (Figures 1B and 1C). Additionally, *in situ* hybridization revealed a general reduction in expression of *Etv2* transcripts throughout the *Etv2* expression domain in *Etv2*^*enhΔ/enhΔ*^ embryos (Figures 1D and 1E). These results indicate that the 1.4-kb upstream enhancer identified here is a *bona fide* enhancer of *Etv2*.

Interestingly, *Etv2*^*enhΔ/enhΔ*^ mice were born at predicted Mendelian frequency, they appeared phenotypically normal at weaning, and they were fertile as adults with no evident phenotype (18 *Etv2*^*+/+*^, 34 *Etv2*^*+/enhΔ*^, 19 *Etv2*^*enhΔ/enhΔ*^; total = 71; χ^2^ = 0.155; p = 0.9255). These results suggest that ~40% of wild-type *Etv2* expression is sufficient for normal development and postnatal life. In contrast, crossing the *Etv2*^*enhΔ*^ allele onto an *Etv2*-null (*Etv2*^*Δ*^) background (see schematic of alleles in Figure 1A) to generate compound heterozygous *Etv2*^*enhΔ/Δ*^ embryos resulted in a more profound reduction in *Etv2* expression at E8.5 and E9.5 (Figures 1B and 1C). Indeed, by E9.5, *Etv2* expression in *Etv2*^*enhΔ/Δ*^ compound heterozygotes was reduced to approximately 20% of the expression observed in wild-type embryos (Figure 1C), and significantly, no *Etv2*^*enhΔ/Δ*^ mice were recovered at weaning (25 *Etv2*^*+/+*^, 30 *Etv2*^*+/enhΔ*^, 25 *Etv2*^*+/Δ*^, 0 *Etv2*^*enhΔ/Δ*^; total = 80; χ^2^ = 27.5; p < 0.0001). These results indicate that 20% of normal *Etv2* expression, as observed in *Etv2*^*enhΔ/Δ*^ mice, is not compatible with viability.

### *Etv2*^*enhΔ/Δ*^ hypomorphic mutants have apparently normal vascular development

To gain insight into the lethality observed in hypomorphic *Etv2*^*enhΔ/Δ*^ compound heterozygous mice, we next determined the embryonic stage when defects were first apparent. No *Etv2*^*enhΔ/Δ*^ animals were recovered from *Etv2*^*+/enhΔ*^ × *Etv2*^*+/Δ*^ crosses at E13.5 (6 *Etv2*^*+/+*^, 7 *Etv2*^*+/enhΔ*^, 9 *Etv2*^*+/Δ*^, 0* *Etv2*^*enhΔ/Δ*^; χ^2^ = 8.182; p < 0.0424; *2 partially resorbed embryos were observed). Earlier, at E11.5, some *Etv2*^*enhΔ/Δ*^ embryos were recovered, although many were beginning to be resorbed by that stage (data not shown). In contrast, *Etv2*^*enhΔ/Δ*^ embryos were recovered at predicted Mendelian frequency at E10 (65 *Etv2*^*+/+*^, 76 *Etv2*^*+/enhΔ*^, 72 *Etv2*^*+/Δ*^, 66 *Etv2*^*enhΔ/Δ*^; total = 279; χ^2^ = 1.158, p = 0.7632). Additionally, at E10, *Etv2*^*enhΔ/Δ*^ embryos appeared morphologically normal, had a beating heart, and had no overt defects in the development of the cardiovascular system (Figure 2A), despite only 20% of normal *Etv2* expression (Figure 1C). Expression of the canonical endothelial marker CD31 (PECAM-1) in *Etv2*^*enhΔ/Δ*^ embryos was indistinguishable from expression in wild-type embryos at E8.5 and E10.5 (Figures 2B-2D). Likewise, *Etv2*^*enhΔ/Δ*^ embryos showed a well-remodeled vascular network in the embryo and yolk sac, similar to those of wild-type embryos (Figures 2C and 2D). No significant down-regulation in the expression *Pecam1* or *Cdh5* transcripts in *Etv2*^*enhΔ/Δ*^ embryos was observed by qPCR at either E9.5 or E10.5 (Figures 2E and 2F). The normal expression of endothelial markers and the lack of evident cardiovascular defects in *Etv2*^*enhΔ/Δ*^ hypomorphic embryos was in marked contrast to *Etv2*^*Δ/Δ*^ complete-null embryos, which have a complete loss of *Etv2* expression, never express detectable levels of CD31, and exhibit severe defects in cardiac and vascular development prior to E9.0 (Figure 2A; Ferdous et al., 2009; Lee et al., 2008).

We also examined the expression of markers of arterial and venous development in *Etv2*^*enhΔ/Δ*^ mutant embryos. Co-immunostaining of sagittal sections of E10.5 embryos for expression of CD31 and the early arterial marker Sox17 showed that the arterial endothelium of the dorsal aorta was apparently normally specified in *Etv2*^*enhΔ/Δ*^ embryos, at least with respect to expression of Sox17 (Figure 2G). Likewise, no significant differences in the expression levels of either the arterial marker gene *Efnb2* or the venous marker gene *Nr2f2* were observed between wild-type and *Etv2*^*enhΔ/Δ*^ embryos at E10.5 (Figure 2H). Co-immunostaining for the lymphatic endothelial marker Prox1 and the endothelial marker Erg1 at E10.5 showed overlapping expression, indicating that lymphatic endothelial cells were specified in *Etv2*^*enhΔ/Δ*^ embryos (Figures S2C and S2D). Taken together, these results demonstrate that early vascular development, including arterial, venous, and lymphatic specification, occur normally in *Etv2*^*enhΔ/Δ*^ hypomorphic mutants and suggest that 20% of *Etv2* expression is sufficient for early vascular development.

### *Etv2*^*enhΔ/Δ*^ compound heterozygotes display embryonic lethality at mid-gestation with evident anemia

Although early endothelial specification and vascular development appeared normal in *Etv2*^*enhΔ/Δ*^ mutants, as noted above, the reduction of *Etv2* expression to ~20% of the normal level resulted in embryonic lethality by E11.5. Indeed, *Etv2*^*enhΔ/Δ*^ compound heterozygous embryos appeared pale and anemic with a significant lack of evident blood cells in the yolk sac and embryo at E10 (Figure 2A). Similarly, *Etv2*^*enhΔ/Δ*^ mutant placentas were also pale and appeared anemic at E10.5, although they were morphologically normal (Figure S2E), and we considered the possibility that defects in the development of the placental vasculature might contribute to the observed lethality in *Etv2*^*enhΔ/Δ*^ mutant embryos. However, the vasculature in both wild-type and *Etv2*^*enhΔ/Δ*^ placentas appeared to develop normally, as evidenced by CD31 immunostaining of E10.5 placenta sections (Figure S2F), supporting the notion that the observed lethality in *Etv2*^*enhΔ/Δ*^ hypomorphic mutants was specific to blood development.

To confirm the visually apparent anemic phenotype in *Etv2*^*enhΔ/Δ*^ embryos, we measured the percentage of yolk sac cells expressing the erythrocyte marker Ter119 by flow cytometry at E8.5, E9.5, and E10.5 (Figures 3A and S3A). There was no significant difference in the number of Ter119+ cells in the yolk sac *Etv2*^*enhΔ/Δ*^ embryos compared with embryos of other genotypes at E8.5 (Figure 3A, left). However, at E9.5 and E10.5, *Etv2*^*enhΔ/Δ*^ yolk sacs had a significant decrease in the percentage of Ter119+ cells compared with control yolk sacs (Figure 3A, middle and right). To define the anemic phenotype in *Etv2*^*enhΔ/Δ*^ embryos in additional detail, we next examined molecular markers of early erythropoietic development in *Etv2*^*enhΔ/Δ*^ and control embryos at E9.5 by qPCR. Importantly, there was a significant decrease in the expression of several markers of erythropoiesis, including the embryonic hemoglobin markers *Hbb-bh1* and *Hbb-γ* in the embryo and yolk sac of *Etv2*^*enhΔ/Δ*^ hypomorphic mutants compared with wild-type and *Etv2*^*enhΔ/enhΔ*^ embryos and yolk sac (Figures 3B and 3C). Likewise, at E9.5, *Etv2*^*enhΔ/Δ*^ yolk sacs had significantly reduced expression of the erythropoietic transcription factor gene *Gfi1b* and also showed a trend (p < 0.1) toward reduced expression of the early erythropoietic genes *Gata1* and *Gypa* (Figures 3D and 3E).

To examine whether the hemogenic endothelium in the yolk sac was correctly specified at E9.5, we quantified hemogenic endothelial cells by performing flow cytometry for CD31+ and CD117+ cells (Fang et al., 2016; Hirschi, 2012). We observed an increase in the percentage of CD31-CD117 double-positive hemogenic endothelial cells in the yolk sacs of *Etv2*^*enhΔ/Δ*^ mutants compared with wild-type yolk sacs (Figure S2B). Likewise, whole-mount immunostaining of E10.5 yolk sacs for Lyve1, a recently identified marker of hemogenic endothelium specifically within the yolk sac (Lee et al., 2016), showed that the hemogenic endothelium was specified and properly patterned in the yolk sac of *Etv2*^*enhΔ/Δ*^ mutants (Figure S2A).

We further examined the E10.5 yolk sac for the presence of hematopoietic progenitor cells by performing FACS analysis with the hematopoietic marker CD45. Interestingly, we observed a slight increase in CD45+ cells in *Etv2*^*enhΔ/Δ*^ mutants (Figure S3B). To determine if downstream hematopoietic lineages were also affected, we looked for the presence of CD45+/CD11b+ myeloid progenitor cells, and CD45+/CD11b−/CD93+ lymphoid progenitor cells (McGrath et al., 2015). While both myeloid and lymphoid cells comprise only a small proportion of the hematopoietic niche at this stage, FACS analysis for these markers revealed a slight increase in the percentage of myeloid cells but not lymphoid cells in *Etv2*^*enhΔ/Δ*^ mutant yolk sacs (Figure S3B). These results suggest that hemogenic endothelial cells, as well as hematopoietic progenitors, are specified in *Etv2*^*enhΔ/Δ*^ mutants, but in the absence of normal erythropoietic development, hematopoietic progenitors either fail to progress from their progenitor state or perhaps contribute aberrantly to myeloid or other lineages.

To determine whether definitive hematopoiesis in the embryo was perturbed in *Etv2*^*enhΔ/Δ*^ mutants, we examined the AGM region for the presence of hemogenic endothelium at E10.5 (Figure S3C). As noted above, arterial specification, marked by Sox17 expression, occurred normally in this region of *Etv2*^*enhΔ/Δ*^ mutants (Figures 2G and S3C). However, Runx1 expression was substantially reduced in the AGM region of *Etv2*^*enhΔ/Δ*^ mutants compared with wild-type embryos (Figure S3C). Consistent with this observation, Runx1+ hematopoietic stem cell clusters were readily apparent in wild-type embryos but were less prevalent in *Etv2*^*enhΔ/Δ*^ mutants (Figure S3C, white arrows).

Taken together, these results demonstrate impaired primitive and definitive erythropoietic development in *Etv2*^*enhΔ/Δ*^ mutants. Moreover, these results establish that whereas ~20% of *Etv2* expression is sufficient to support vascular endothelial development, this level of *Etv2* expression is inadequate for proper blood development, and that the resultant anemic phenotype is likely the cause of the mid-gestational lethality in *Etv2*^*enhΔ/Δ*^ embryos.

### Down-regulation of the erythropoietic gene expression program in *Etv2*^*enhΔ/Δ*^ mutants

To further define the erythropoietic defects in *Etv2*^*enhΔ/Δ*^ embryos and to gain insight into the differential requirement for Etv2 in blood and vascular development, we sought to define changes in gene expression in *Etv2* mutants on a genome-wide scale. Therefore, we performed RNA-sequencing (RNA-seq) of yolk sac RNA from E8.5 embryos across all *Etv2* genotypes (*Etv2*^*+/+*^, *Etv2*^*+/enhΔ*^, *Etv2*^*+/Δ*^, *Etv2*^*enhΔ/enhΔ*^, *Etv2*^*enhΔ/Δ*^, and *Etv2*^*Δ/Δ*^) in our allelic series, which represents a gradient of *Etv2* expression ranging from 100% to 0% of normal expression, as shown in Figures 1B and 1C. 

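Yolk sacs of 31 embryos at embryonic day 8.5 were sequenced: 6 *Etv2*+/+, 4 *Etv2* +/enhΔ, 6 *Etv2*+/Δ, 5 *Etv2* enhΔ/enhΔ, 5 *Etv2* enhΔ/Δ, and 5 *Etv2*Δ/Δ. The Δ allele lacks exons 4 and 5 of *Etv2*, and the enhΔ allele lacks the upstream enhancer. The paper gives 3–5 replicates per condition and names 5 genotypes in its model, whereas the sample labels give 4 to 6 libraries for each of 6 genotypes; all 31 libraries were used. The authors deposited log2(CPM + 1) values for 18477 genes, scaled with the normalization factors of edgeR, together with the results of their likelihood ratio test. Each value corresponded to a whole number of reads (100% of the values, within 0.01 reads), so the reads counted in genes were recovered from the values. They numbered 5718619 to 14700743 per library in *Etv2*+/+ (median 10140311), 12581077 to 18183482 in *Etv2* +/enhΔ (median 15052778), and 4040098 to 21815594 in *Etv2*+/Δ (median 15329450). In the other genotypes they numbered 7371546 to 18229715 in *Etv2* enhΔ/enhΔ (median 14509096), 7437045 to 16924853 in *Etv2* enhΔ/Δ (median 13165431), and 2671612 to 22396340 in *Etv2*Δ/Δ (median 12226426). The deposited values were fitted with limma with genotype and labelled sex as terms and no filter on low values, and p values were adjusted over all genes tested. Fold changes are therefore differences in log2(CPM + 1), which understate the change of a gene with few reads. The authors' model also held 2 processing batches; a batch term was not used here.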

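*Etv2* itself, at 31418635 to 31421308 on the minus strand of chromosome 7 in mm9, had few reads in these yolk sacs, and most came from embryos with a Δ allele. Mean values (± SD) were 0.170 ± 0.210 CPM in *Etv2*+/+ (10 reads over 6 libraries), 0.0693 ± 0.0654 CPM in *Etv2* +/enhΔ (4 reads), and 0.0907 ± 0.169 CPM in *Etv2* enhΔ/enhΔ (8 reads). They were 1.54 ± 1.05 CPM in *Etv2*+/Δ (120 reads), 1.46 ± 1.13 CPM in *Etv2* enhΔ/Δ (92 reads), and 1.51 ± 0.90 CPM in *Etv2*Δ/Δ (84 reads). The 16 libraries with a Δ allele exceeded the 15 without it by 1.08 (log2; 296 reads against 22; permutation p = 1e-05, the smallest that 100000 permutations can give). The paper's quantitative PCR of *Etv2* at E8.5, which falls along the allelic series, was made on embryos (Figure 1B) and these reads come from yolk sacs; which exons the reads came from was not analysed here. The *Etv2* dose of each genotype is taken from the paper and not from these reads. Reads of *Ftl2-ps*, a processed pseudogene of ferritin light chain on chromosome 4, divided the libraries across the genotypes. They reached 36.5 to 50.2 CPM in 8 libraries (*Etv2*+/+ replicates 2 to 6 and *Etv2* +/enhΔ replicates 2 to 4) and 0 to 0.515 CPM in the other 23, so that 5 of the 6 *Etv2*+/+ libraries stood on one side; whether this division follows the processing batches was not analysed here. Of 11 libraries labelled male, 4 (*Etv2*Δ/Δ replicates 1 and 2, *Etv2*+/Δ replicates 2 and 3) had 434 to 645 CPM of *Xist* and at most 0.258 CPM summed over Y-linked genes; the labels were used as given.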

We examined RNA expression in the E8.5 yolk sac, since the erythropoietic defect was not evident in *Etv2*^*enhΔ/Δ*^ mutant embryos at that stage (Figure 3A), and we reasoned that assaying the transcriptome at E8.5 would identify early, primary molecular changes responsible for defective blood development in *Etv2*^*enhΔ/Δ*^ mutants.

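Blood and endothelial genes were among those whose expression differed by genotype. *Tal1*, a transcription factor needed for blood formation, was associated with genotype at adjusted p = 2.92e-18 (limma, F test over 6 genotypes). Among endothelial genes, the values were adjusted p = 5.48e-18 for *Fli1*, an Ets transcription factor, and adjusted p = 7.73e-16 for *Cdh5*, which encodes VE-cadherin. In all, 2228 of 18477 genes were associated with genotype at an adjusted p under 0.05, and 1654 to 2573 when each library in turn was left out. The authors' deposited table holds 3234 genes at an FDR under 0.05, of which 2179 were also called here; 49 genes were called here only. Of the 1055 genes called by the authors only, 813 had an unadjusted p under 0.05 here, and their median expression was lower than that of the shared genes (log2 3.25 against 5.35).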

Differential gene expression analysis revealed that ~3,000 genes were changed (FDR < 0.05). Roughly one-half of the genes with significantly changed expression were down-regulated in either the null (*Etv2*^*Δ/Δ*^) mutants, the compound heterozygous (*Etv2*^*enhΔ/Δ*^) mutants, or both groups (Table S1). 

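Erythroid genes fell in both mutants, and many endothelial genes fell in the null alone. *Klf1*, which encodes a transcription factor of red cell genes, was lower in *Etv2* enhΔ/Δ (log2 fold change −2.26, SE 0.23, adjusted p = 3.10e-07) and *Etv2*Δ/Δ (−5.44, SE 0.23, adjusted p = 6.15e-18), as was *Tfrc*, the transferrin receptor (−1.60, SE 0.18, adjusted p = 1.47e-06, and −3.26, SE 0.19, adjusted p = 1.00e-14). *Calcrl*, the adrenomedullin receptor of endothelium, fell in *Etv2*Δ/Δ (−5.97, SE 0.19, adjusted p = 3.69e-21) but did not pass the test in *Etv2* enhΔ/Δ (−0.05, SE 0.19, adjusted p = 0.967), and neither did *Plxnd1*, a semaphorin receptor of vessels (0.21, SE 0.30, adjusted p = 0.877; *Etv2*Δ/Δ −4.63, SE 0.31, adjusted p = 4.18e-13). Of the 2228 genes associated with genotype, 1075 (48.2%) were lower and 674 were higher in *Etv2*Δ/Δ or *Etv2* enhΔ/Δ than in *Etv2*+/+, 1 moved in opposite directions, and 480 were called in neither. By call over all 18477 genes, whether or not associated with genotype, 170 were lower in both mutants, 1250 in *Etv2*Δ/Δ only, and 13 in *Etv2* enhΔ/Δ only. On the same basis, 42 were higher in both. Independent calls would share 14.1 lower and 3.47 higher genes. In 20 simulations of unchanged groups against the same controls, top-ranked lists of these lengths shared on average 29.9 lower (highest 40) and 5.55 higher genes (highest 11). The simulated groups were drawn around the means of those same control libraries. They therefore leave out the sampling error of the control means and cannot give the overlap that shared controls cause. Because both comparisons use the same *Etv2*+/+ libraries, these were also divided 20 times, 3 libraries for each mutant; the mutants then shared 65 to 113 lower genes (median 95), where independence gives 3.99 to 7.10, and 6 to 21 higher genes (median 10.5). With a term for the *Ftl2-ps* state, 62 of the lower and 7 of the higher genes of *Etv2* enhΔ/Δ kept their call, and 547 and 261 did in *Etv2*Δ/Δ. The median fold change in *Etv2* enhΔ/Δ was −1.09 before and −1.13 after for the lower genes, and 0.77 and 0.74 for the higher. In *Etv2*Δ/Δ it was −0.81 and −0.81, and 0.80 and 0.78. The median SE of *Etv2* enhΔ/Δ rose from 0.197 to 0.287, and single genes and lists moved by more. State and genotype part only in replicate 1 of *Etv2*+/+ and of *Etv2* +/enhΔ, which had few *Ftl2-ps* reads like all libraries of the other genotypes. Fits with the term therefore lean on these libraries.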

Principal-component analysis (PCA) clearly showed that whereas the heterozygous mutant yolk sacs clustered closely with wild-type yolk sacs, each of the mutant groups (*Etv2*^*enhΔ/Δ*^ and *Etv2*^*Δ/Δ*^) clustered separately (Figure S4A). Additionally, more genes were significantly down-regulated than were up-regulated in both mutant groups (Figures S4B and S4C), consistent with a role for Etv2 primarily as a transcriptional activator. 

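Null and compound heterozygous yolk sacs lay apart from wild type and from each other on the first principal component of 18477 genes, which held 17.9% of the variance (8.70% on the second). Its mean (± SD) was −16.8 ± 4.35 in *Etv2*+/+, 6.97 ± 3.03 in *Etv2* enhΔ/Δ, and 59.0 ± 7.54 in *Etv2*Δ/Δ (exact p = 0.00216 for each mutant against *Etv2*+/+, adjusted over 12 tests 0.00866; exact p = 0.00794 for *Etv2*Δ/Δ against *Etv2* enhΔ/Δ, adjusted 0.0238). The other genotypes lay with wild type: −17.3 ± 3.37 in *Etv2* +/enhΔ (exact p = 0.824), −14.1 ± 3.15 in *Etv2*+/Δ (exact p = 0.260), and −15.1 ± 6.07 in *Etv2* enhΔ/enhΔ (exact p = 0.600). On the second component *Etv2* enhΔ/Δ lay at −16.5 ± 2.71 against −1.84 ± 6.14 in *Etv2*+/+ (exact p = 0.00216, adjusted 0.00866), and the spread of *Etv2*Δ/Δ came from replicate 5 at 84.5, with the other 4 libraries at −19.1 to −0.06. Red cell genes nonetheless shifted in *Etv2* enhΔ/enhΔ as a group. All libraries of this genotype had few *Ftl2-ps* reads, unlike most of *Etv2*+/+, and its lists were not tested with the *Ftl2-ps* term. The 17 genes of the red cell membrane had a median log2 fold change of −0.74 (adjusted p = 0.00583 with an estimated correlation), the 9 genes of heme synthesis −0.52 (adjusted p = 0.0116 with an estimated correlation), and the 13 erythroid transcription factors −0.56 (adjusted p = 0.0176 with an estimated correlation). No member of these lists passed over all genes in limma or in voom; adjusted over each list alone, 11, 5, and 4 members were lower (12, 6, and 7 at an unadjusted p under 0.05). Megakaryocyte and platelet genes fell there too as a list (0 of 15 passed over all genes or over the list alone; median −0.50, adjusted p = 0.0454 with an estimated correlation), and mitochondrial reads made up 16.5 ± 4.46% of these libraries (exact p = 0.0866 against *Etv2*+/+). In *Etv2*+/Δ, whose libraries all had few *Ftl2-ps* reads too, the red cell membrane list also fell (3 of 17 over the list alone; median −0.47, adjusted p = 0.0499 with an estimated correlation). Over all genes 0 of its members passed in limma or in voom, and 6 were lower at an unadjusted p under 0.05.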

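Losses outnumbered gains in the compound heterozygote, with blood genes in the lead, and the numbers were closer in the null. The falls of *Etv2* enhΔ/Δ were led by *Ermap*, an erythroid membrane protein (log2 fold change −3.16, SE 0.43, adjusted p = 2.76e-05), *Hemgn*, a regulator of red cell differentiation (−3.15, SE 0.41, adjusted p = 1.19e-05), and *Trim10*, needed for terminal red cell differentiation (−2.69, SE 0.28, adjusted p = 3.93e-07). Its rises were led by matrix genes: *Col3a1*, a fibrillar collagen (2.01, SE 0.31, adjusted p = 1.50e-04), and *Postn*, a matrix protein of mesenchyme (1.79, SE 0.33, adjusted p = 0.00124). In all, 183 genes were lower and 62 higher in *Etv2* enhΔ/Δ (74.7% lower; unadjusted 1082 and 1078; voom 168 and 53), and 1420 lower and 1035 higher in *Etv2*Δ/Δ (57.8% lower; unadjusted 2518 and 2204; voom 1364 and 1046). Of these, 98 and 20 changed at least 2-fold in *Etv2* enhΔ/Δ and 559 and 352 in *Etv2*Δ/Δ. The largest rises of *Etv2*Δ/Δ were those of *Cldn1*, a tight junction protein (2.80, SE 0.41, adjusted p = 8.46e-06), and *Slc22a3*, an organic cation transporter (2.62, SE 0.47, adjusted p = 1.88e-04). The 62 higher genes of *Etv2* enhΔ/Δ became 40, 34, 27, and 39 when *Etv2* enhΔ/Δ replicate 1, 2, 4, or 5 was left out, and 40 and 28 without *Etv2*+/+ replicate 1 or 2; they became 117 when *Etv2*Δ/Δ replicate 5 was left out of every comparison, 124 with only the 2 groups compared, and 135 with the first residual component as a term. Mitochondrial reads made up 8.58 ± 1.13% of the reads of *Etv2* enhΔ/Δ and 12.2 ± 2.83% of those of *Etv2*+/+ (exact p = 0.0281), and with this share as a term 27 genes were higher in *Etv2* enhΔ/Δ. With only the 2 groups compared the counts of *Etv2*Δ/Δ were 807 and 587. With the *Ftl2-ps* state as a term the counts were 69 lower and 12 higher in *Etv2* enhΔ/Δ and 588 and 298 in *Etv2*Δ/Δ. With quantile normalization 71.8% of the changed genes of *Etv2* enhΔ/Δ and 53.4% of those of *Etv2*Δ/Δ were lower.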

Analysis of the gene expression data by HOPACH (hierarchical ordered partitioning and collapsing hybrid) clustering (van der Laan and Pollard, 2003) revealed that the differentially expressed genes clustered into five broad groups (Figure 4A).

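Extracellular matrix genes, which rose in *Etv2* enhΔ/Δ, did not pass the test between the mutants as a list. *Col3a1* did not pass the test between *Etv2*Δ/Δ and *Etv2* enhΔ/Δ (log2 fold change −0.46, SE 0.32, adjusted p = 0.522), and neither did *Postn* (0.21, SE 0.34, adjusted p = 0.836) or *Col5a2*, another fibrillar collagen (0.17, SE 0.24, adjusted p = 0.805). Of the 26 genes of the matrix list, 1 was lower and 1 higher in *Etv2*Δ/Δ than in *Etv2* enhΔ/Δ, over all genes and over the list alone (median −0.03; adjusted p = 0.964 with an estimated correlation), with *Etv2*Δ/Δ replicate 5 at a median of −1.07 from the other *Etv2*Δ/Δ libraries over these genes. Of the genes of Table S1 the first 1998 were held here, with 1294 genes of cluster 1, 416 of cluster 2, and 211 of cluster 4. Between *Etv2*Δ/Δ and *Etv2* enhΔ/Δ, 256 genes of cluster 1 were lower and 4 higher (median −0.30), 42 of cluster 2 were higher and 0 lower (0.37), and 4 of the held part of cluster 4 were lower and 17 higher (0.06). The study formed these clusters on the same samples, so the counts are not independent evidence.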

Among the five clusters of differentially regulated genes (Figure 4A), genes in clusters 1, 2, and 4 were minimally changed between *Etv2*^*enhΔ/Δ*^ and *Etv2*^*Δ/Δ*^, and the gene ontology (GO) terms associated with those clusters did not suggest a likely role in either vascular or erythropoietic development (Figures 4A and S4D-S4F). 

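Several heart genes rose in null yolk sacs. *Hand2*, a transcription factor of heart and mesoderm, was higher in *Etv2*Δ/Δ (log2 fold change 1.38, SE 0.21, adjusted p = 1.67e-05), as were *Hand1*, its relative in extraembryonic mesoderm (0.88, SE 0.17, adjusted p = 3.85e-04), and *Vcan*, a proteoglycan of the cardiac jelly (1.24, SE 0.16, adjusted p = 1.23e-06). *Mef2c*, a factor of both heart and endothelium, was lower (−1.41, SE 0.25, adjusted p = 1.38e-04). In *Etv2* enhΔ/Δ none of these passed the test (*Hand2* 0.66, SE 0.21, adjusted p = 0.122; *Vcan* 0.43, SE 0.16, adjusted p = 0.231). Of 20 heart muscle genes, 9 were higher and 1 lower in *Etv2*Δ/Δ (11 and 1 over the list alone), with a median of 1.06 that became 0.31 with the *Ftl2-ps* state as a term. As a group they did not pass (adjusted p = 0.154 with an estimated correlation); in *Etv2* enhΔ/Δ no member passed (limma; 2 at an unadjusted p under 0.05 and 0 in voom; median 0.26, adjusted p = 0.547 with an estimated correlation; with the *Ftl2-ps* term median −0.25, adjusted p = 0.656 with an estimated correlation).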

Interestingly, GO terms associated with cluster 4, representing genes primarily up-regulated in *Etv2*^*enhΔ/Δ*^ and *Etv2*^*Δ/Δ*^ mutants, suggest roles in heart development (Figure S4F), consistent with earlier studies suggesting a role for Etv2 in suppressing cardiac development (Liu et al., 2012; Rasmussen et al., 2011). In contrast, cluster 3 and cluster 5 encompassed many genes with profoundly reduced expression in either *Etv2*^*Δ/Δ*^-null or *Etv2*^*enhΔ/Δ*^ hypomorphic mutants or both, and GO terms associated with those clusters suggested important roles for those groups of genes in vascular and hematopoietic development (Figure 4).

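Cluster 3 genes were lost almost completely in the null and in part in the compound heterozygote. All 77 genes of cluster 3 were lower in *Etv2*Δ/Δ (median log2 fold change −3.95), and 38 were lower in *Etv2* enhΔ/Δ, with 39 not passing the test (median −1.45). Among them, *Stab2*, a scavenger receptor of endothelium, fell in *Etv2*Δ/Δ (−5.23, SE 0.34, adjusted p = 1.75e-13). In cluster 5, 318 of 338 genes were lower in *Etv2*Δ/Δ (median −1.66), and in *Etv2* enhΔ/Δ 62 were lower, 2 were higher, and 274 did not pass (median −0.36). *Cpox*, a heme synthesis enzyme of cluster 5, was lower in *Etv2*Δ/Δ (−1.77, SE 0.18, adjusted p = 7.95e-09), and so was *Flt1*, a VEGF receptor of the same cluster (−1.86, SE 0.22, adjusted p = 2.58e-07). The clusters were chosen by the study on these samples, and the counts are not independent evidence for the loss.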

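Between the 2 mutants, 75 of 77 genes of cluster 3 and 225 of 338 genes of cluster 5 were lower in *Etv2*Δ/Δ than in *Etv2* enhΔ/Δ (medians −3.57 and −1.32, log2). As a percentage of wild type, cluster 3 genes averaged 72.2 ± 7.70% in *Etv2* enhΔ/Δ (mean ± SD of 5 libraries, exact p = 0.00649) and 6.32 ± 0.19% in *Etv2*Δ/Δ (exact p = 0.00216; exact p = 0.00794 between the mutants). Cluster 5 genes averaged 85.6 ± 5.36% in *Etv2* enhΔ/Δ (exact p = 0.0108) and 30.6 ± 1.39% in *Etv2*Δ/Δ (exact p = 0.00216; exact p = 0.00794 between the mutants). *Tfrc*, an erythroid gene of cluster 3, was lower in *Etv2*Δ/Δ than in *Etv2* enhΔ/Δ (log2 fold change −1.66, SE 0.19, adjusted p = 1.63e-07), as was *Stab2*, an endothelial gene (−5.84, SE 0.34, adjusted p = 2.09e-14). In the other genotypes, cluster 3 averaged 102.0 ± 10.8% in *Etv2* +/enhΔ (exact p = 0.795), 92.6 ± 12.0% in *Etv2*+/Δ (exact p = 0.353), and 82.6 ± 19.5% in *Etv2* enhΔ/enhΔ (exact p = 0.119). Percentages are ratios of mean CPM + 1 and so understate the losses of weakly expressed genes.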

Cluster 3 included genes with significantly and profoundly reduced expression in both *Etv2*^*Δ/Δ*^-null and *Etv2*^*enhΔ/Δ*^ hypomorphic mutants, while cluster 5 included genes that were reduced in expression primarily in *Etv2*^*Δ/Δ*^-null mutants (Figure 4A). 

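Gene lists fixed before the deposited values were examined placed both erythroid and endothelial genes in clusters 3 and 5. Values of many genes named here had already been seen in Tables S1 and S2, so the choice of members may not have been blind. Gene ontology enrichment was not analysed here. Cluster 3 held 11 of 17 red cell membrane genes, 6 of 13 erythroid transcription factors (*Tal1*, *Gata1*, *Gfi1b*, *Klf1*, *Nfe2*, and *Ikzf1*), and 4 of 9 globins (*Hbb-y*, *Hbb-bh1*, *Hbb-bh0*, and *Hba-x*). It also held 18 of 38 endothelial receptors and junction proteins and 3 of 18 endothelial transcription factors (*Fli1*, *Erg*, and *Elk3*). Cluster 5 held 13 of the 38 endothelial receptors, among them *Kdr*, *Flt1*, *Flt4*, and *Tie1*, and 5 endothelial transcription factors (*Ets1*, *Sox18*, *Hhex*, *Mef2c*, and *Bcl6b*). From blood lists it held 4 heme synthesis genes, 5 red cell membrane genes, 4 globins, and 4 erythroid transcription factors.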

GO analyses revealed that the differentially expressed genes in cluster 3 are primarily associated with blood development, whereas the differentially expressed genes in cluster 5 are associated with vascular development. Indeed, the most significantly associated GO terms for genes in cluster 3 and cluster 5 were non-overlapping. The most significant GO terms for cluster 3 genes were erythrocyte differentiation, myeloid cell development, erythrocyte homeostasis, erythrocyte development, and myeloid cell differentiation (Figure 4B). The most significant GO terms for cluster 5 genes were blood vessel development, vasculature development, cardiovascular development, blood vessel morphogenesis, and angiogenesis (Figure 4C). 

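Endothelial and blood progenitor genes separated the null from the compound heterozygote. *Lyve1*, a hyaluronan receptor of yolk sac endothelium, was lower in *Etv2*Δ/Δ than in *Etv2* enhΔ/Δ (log2 fold change −7.21, SE 0.20, adjusted p = 6.07e-23), as were *Mrc1*, a scavenger receptor of endothelium and macrophages (−6.00, SE 0.29, adjusted p = 1.04e-16), and *Gpr182*, an endothelial receptor (−5.43, SE 0.20, adjusted p = 7.80e-20). In all, 620 genes were lower and 286 higher in *Etv2*Δ/Δ than in *Etv2* enhΔ/Δ (unadjusted 1809 and 1340; voom 645 and 383), and the 286 became 174 or 170 without *Etv2* enhΔ/Δ replicate 1 or 2. With only the 2 groups compared the counts were 377 and 136, and with the first residual component as a term 439 were higher. Of 15 genes of hemogenic endothelium and blood progenitors, 7 were lower (9 over the list alone; median −1.10, adjusted p = 0.000101 with an estimated correlation), and of 15 megakaryocyte genes, 7 were lower (8 over the list alone; median −1.29, adjusted p = 0.00107 with an estimated correlation). Against wild type, both lists fell in *Etv2*Δ/Δ (8 of 15 lower and 1 higher, 9 and 1 over the list alone, median −1.06, adjusted p = 0.000793 with an estimated correlation; and 7 of 15, 13 over the list alone, median −1.12, adjusted p = 0.00115 with an estimated correlation). Neither list passed in *Etv2* enhΔ/Δ (hemogenic endothelium median 0.04 though the test pointed down, adjusted p = 0.855 with an estimated correlation; megakaryocytes median −0.33, adjusted p = 0.231 with an estimated correlation), with 1 member of each lower (1 and 2 over the list alone). *Cd34*, a surface marker of progenitors and endothelium, was lost in *Etv2*Δ/Δ (−3.86, SE 0.26, adjusted p = 4.84e-13) and did not pass in *Etv2* enhΔ/Δ (0.08, SE 0.25, adjusted p = 0.965). *Itgb3*, the platelet fibrinogen receptor, was lower in *Etv2*Δ/Δ (−4.50, SE 0.30, adjusted p = 4.88e-13) and did not pass in *Etv2* enhΔ/Δ (−0.89, SE 0.30, adjusted p = 0.161).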

Taken together, these RNA-seq data demonstrate distinct gene expression phenotypes in *Etv2*^*enhΔ/Δ*^ hypomorphic and *Etv2*^*Δ/Δ*^-null mutants that are consistent with the subsequent anemia phenotype in the hypomorphs and the complete loss of vascular and blood development in the nulls. In addition, these data provide support for the notion that erythropoietic genes are more sensitive to the reduced *Etv2* expression in hypomorphic *Etv2*^*enhΔ/Δ*^ mutants than are endothelial genes, which appear to be expressed at near wild-type level with only 20% of normal *Etv2* expression.

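Red cell genes fell in the compound heterozygote while endothelial surface genes rose as a group. Of 17 genes of the red cell membrane and its skeleton, 16 were lower in *Etv2* enhΔ/Δ, over all genes and over the list alone (median log2 fold change −1.93, adjusted p = 1.45e-05 with an estimated correlation). They included *Xk*, a Kell-associated membrane protein (−1.93, SE 0.21, adjusted p = 1.07e-06), *Kel*, the Kell antigen (−2.36, SE 0.35, adjusted p = 6.86e-05), *Ank1*, ankyrin (−1.91, SE 0.28, adjusted p = 7.70e-05), and *Epb42*, protein 4.2 (−1.93, SE 0.29, adjusted p = 1.12e-04). Of 38 endothelial receptors, junction proteins, and surface proteins, 0 were lower and 1 was higher (limma; 1 and 13 at an unadjusted p under 0.05, 0 and 2 in voom, and 0 and 3 over the list alone; median 0.47, adjusted p = 0.0126 with an estimated correlation). In *Etv2*Δ/Δ the same 38 genes fell, 32 lower and 1 higher (33 and 1 over the list alone; median −2.79, adjusted p = 3.67e-07 with an estimated correlation), along with the red cell membrane genes (16 of 17, also over the list alone; median −3.78, adjusted p = 1.84e-05 with an estimated correlation). With the *Ftl2-ps* state as a term, both lists passed in *Etv2* enhΔ/Δ (red cell membrane adjusted p = 0.000100 with an estimated correlation; endothelial receptors median 0.51, adjusted p = 0.0180 with an estimated correlation). That term separates state from genotype only through replicate 1 of *Etv2*+/+ and of *Etv2* +/enhΔ. In the same libraries extracellular matrix genes (median 0.90, adjusted p = 0.00583 with an estimated correlation) and extraembryonic mesoderm genes (median 0.30, adjusted p = 0.0368 with an estimated correlation; with the *Ftl2-ps* term median 0.19, adjusted p = 0.134 with an estimated correlation) rose as lists, and the mitochondrial share was 8.58% against 12.2% in *Etv2*+/+ (exact p = 0.0281).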

### Erythroid, but not endothelial, genes are highly sensitive to *Etv2* expression level

To gain additional insight into the erythropoietic and endothelial transcriptional programs regulated by Etv2, we plotted the normalized expression for each differentially expressed gene in cluster 3 (erythropoietic cluster) and cluster 5 (endothelial cluster) for each different *Etv2* genotype in our allelic series (Figures 5A and 5B and Table S2). These analyses showed that the complete loss of *Etv2* expression in *Etv2*^*Δ/Δ*^ mutants resulted in significant reduction in the expression of most genes in cluster 3 and cluster 5 (Figures 5A and 5B). In contrast, reduction of Etv2 expression by 80% in *Etv2*^*enhΔ/Δ*^ hypomorphic mutants appeared to result in two distinct sub-clusters for cluster 3 genes, with one sub-cluster exhibiting wild-type or greater levels of expression and a second sub-cluster showing dramatically reduced expression, similar to the expression of those genes observed in *Etv2*^*Δ/Δ*^-null mutants (Figure 5A). 

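In the null, every gene of cluster 3 stood under 20% of wild type (77 of 77; median 6.45%), from *Hbb-y*, an embryonic globin, at 0.469% to *Eng*, the endothelial TGF-β coreceptor, at 14.1%. Of 338 genes of cluster 5, 330 stood under 50% of wild type and 8 at 50% to 80% (median 30.5%). Erythroid and endothelial genes were lost together: *Slc4a1*, the red cell anion exchanger (log2 fold change −7.08, SE 0.48, adjusted p = 4.86e-13), *Ikzf1*, a blood transcription factor (−5.94, SE 0.26, adjusted p = 1.05e-17), *Erg*, an endothelial Ets factor (−3.14, SE 0.28, adjusted p = 3.24e-10), and *Pecam1*, the adhesion molecule CD31 (−3.09, SE 0.26, adjusted p = 6.44e-11). Both clusters were formed on these libraries and are not independent evidence.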

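Cluster 3 genes parted into a lost and a kept group in the compound heterozygote. In *Etv2* enhΔ/Δ, 42 of the 77 genes stood under 50% of wild type, 2 at 50% to 80%, and 33 over 80%, of which 30 exceeded 100% (median 37.4%). The lowest was the red cell gene *Ermap*, at 11.5%, and the highest the endothelial gene *Eng*, at 185%. Red cell genes lay in the lower group, where *Slc25a37*, the mitochondrial iron importer, fell (log2 fold change −1.94, SE 0.28, adjusted p = 5.32e-05). Endothelial genes lay in the upper group, where *Erg* (0.57, SE 0.27, adjusted p = 0.406) and *Stab2* (0.61, SE 0.33, adjusted p = 0.487) did not pass the test.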

Cluster 5 genes exhibited a wide, uniform spread of expression levels in *Etv2*^*enhΔ/Δ*^ hypomorphic mutants, ranging from high to low expression and resembling the pattern of gene expression level observed in allelic combinations that result in ~50% of wild-type *Etv2* expression (Figure 5B).

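Cluster 5 genes spread widely in the compound heterozygote. In *Etv2* enhΔ/Δ, 72 of the 338 genes stood under 50% of wild type, 103 at 50% to 80%, and 163 over 80%. The 10th, 25th, 50th, 75th, and 90th percentiles of the genes were 34.6%, 52.2%, 76.9%, 114%, and 141%, and the highest gene was *Adamts4*, a matrix protease, at 242%. The lower part held *Uros*, a heme synthesis enzyme (log2 fold change −1.25, SE 0.20, adjusted p = 2.31e-04; −1.26, adjusted p = 0.0525 with the *Ftl2-ps* state as a term), and the upper part *Flt1* (0.25, SE 0.22, adjusted p = 0.746). In *Etv2*+/Δ the median gene stood at 97.1% (10th and 90th percentiles 68.3% and 133%), and in *Etv2* enhΔ/enhΔ at 90.6% (63.2% and 122%). As a mean over the cluster, *Etv2* +/enhΔ, *Etv2*+/Δ, and *Etv2* enhΔ/enhΔ stood at 103 ± 2.85% (exact p = 0.391), 100 ± 4.04% (exact p = 0.946), and 91.9 ± 6.97% (exact p = 0.0866) of wild type.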

To further characterize genes most affected by reduced *Etv2* expression, we next ranked the genes in each cluster on the basis of their expression level in *Etv2*^*enhΔ/Δ*^ mutants, divided each cluster into tertiles, and plotted each gene’s ranked expression across the different *Etv2* genotypes (Figures 5A′ and 5B′). These analyses revealed that genes in the first tertile, particularly from the first tertile of cluster 3, are highly sensitive to the dosage of Etv2 such that they show substantially reduced expression (>80% loss of expression) in *Etv2*^*enhΔ/Δ*^ mutants, similar to the expression levels observed for those same genes in Etv2-null mutants (Figures 5A′ and 5B′, first tertile). In contrast, genes in the third tertile were essentially insensitive to Etv2 dosage such that those genes were expressed at wild-type levels across all *Etv2* genotypes, except *Etv2*^*Δ/Δ*^ mutants, where complete loss of *Etv2* resulted in profound reduction in expression (Figures 5A′ and 5B′, third tertile). 

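Genes of the first tertile of cluster 3, many of them red cell genes, kept more expression in the compound heterozygote than in the null. The 25 genes averaged 20.9 ± 8.85% of wild type in *Etv2* enhΔ/Δ (range of libraries 14.9% to 36.5%) and 4.74 ± 1.49% in *Etv2*Δ/Δ (exact p = 0.00794 between the mutants). The mean loss in *Etv2* enhΔ/Δ was 79.1%, and 9 of 25 genes (36.0%) stood under 20%; with plain CPM the loss was 81.3% and 14 genes (56.0%) did, and without *Etv2* enhΔ/Δ replicate 3 the share was 68.0%. Among them, *Rhag*, the Rh-associated glycoprotein, fell (log2 fold change −2.80, SE 0.46, adjusted p = 3.25e-04; −2.71, adjusted p = 0.0736 with the *Ftl2-ps* state as a term), as did *Steap3*, a ferrireductase (−2.13, SE 0.37, adjusted p = 6.17e-04). The first tertile of cluster 5, 113 genes, averaged 42.4 ± 5.68% in *Etv2* enhΔ/Δ and 25.7 ± 1.57% in *Etv2*Δ/Δ (exact p = 0.00794 between the mutants). Between *Etv2*Δ/Δ and *Etv2* enhΔ/Δ, 23 of the 25 genes and 30 of the 113 were lower in the null. Since the tertiles were ranked on the same *Etv2* enhΔ/Δ libraries, they were ranked again on 3 of them and measured in the other 2, in 10 divisions. The first tertiles averaged 22.5% (16.8% to 29.6%) and 45.0% (41.4% to 50.5%), with the same *Etv2*+/+ libraries as the divisor in both steps. In *Etv2*+/Δ and *Etv2* enhΔ/enhΔ the first tertile of cluster 3 averaged 71.1 ± 20.9% (exact p = 0.0390) and 64.7 ± 24.9% (exact p = 0.0455).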

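Genes of the last tertiles, many of them endothelial, averaged above wild type in the compound heterozygote and were reduced in the null. *Gpr182* fell in *Etv2*Δ/Δ (log2 fold change −5.14, SE 0.20, adjusted p = 2.08e-19) and did not pass in *Etv2* enhΔ/Δ (0.29, SE 0.19, adjusted p = 0.611), and *Pecam1* did not pass in *Etv2* enhΔ/Δ either (0.48, SE 0.25, adjusted p = 0.463). The 26 genes of cluster 3 averaged 141 ± 9.76% in *Etv2* enhΔ/Δ (exact p = 0.00433) and 8.15 ± 0.68% in *Etv2*Δ/Δ, and the 112 genes of cluster 5 averaged 135 ± 8.02% (exact p = 0.00216) and 31.7 ± 1.30%. The tertiles were chosen for high values in these *Etv2* enhΔ/Δ libraries, so these p values are not independent evidence of a rise. Measured in *Etv2* enhΔ/Δ libraries that had not been used for the ranking, they averaged 140% (131% to 147%) and 128% (123% to 133%). Gene by gene, all 26 did not pass in *Etv2* enhΔ/Δ and 2 of 112 were higher, while 26 and 102 were lower in *Etv2*Δ/Δ. In *Etv2*+/Δ they averaged 119 ± 6.69% (exact p = 0.0173) and 117 ± 8.21% (exact p = 0.0152), in *Etv2* enhΔ/enhΔ 109 ± 18.3% (exact p = 0.387) and 102 ± 7.77% (exact p = 0.710), and in *Etv2* +/enhΔ 110 ± 10.6% (exact p = 0.248) and 111 ± 6.22% (exact p = 0.0952).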

GO analyses of the tertiles revealed that the Etv2 dose-sensitive genes in the first tertiles of clusters 3 and 5 are largely involved in erythropoietic development, whereas the Etv2 dose-insensitive genes in the third tertiles are primarily associated with endothelial and vascular development (Figures 5A″ and 5B″). Together, these analyses indicate that the erythropoietic and endothelial gene programs are differentially sensitive to *Etv2* expression level. 

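The first tertiles held many red cell genes and the last many endothelial genes; their placement was counted and not tested. The first tertile of cluster 3 held 6 red cell membrane genes, 4 erythroid transcription factors (*Gata1*, *Gfi1b*, *Klf1*, and *Nfe2*), 4 globins, and 0 genes of the endothelial lists. Its second tertile held 5 red cell membrane genes, *Tal1*, and *Ikzf1*. Its last tertile held 15 endothelial receptors and junction proteins and the transcription factors *Fli1* and *Erg*. In cluster 5, the first tertile held 4 heme synthesis genes, 4 red cell membrane genes, 3 erythroid transcription factors, and 2 globins, and the last tertile 12 endothelial receptors, 4 endothelial transcription factors, and 4 arterial genes. Membership was read from lists fixed ahead of the deposited values, though not of Tables S1 and S2, and ontology terms were not tested.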

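Erythroid and endothelial scores moved apart in the compound heterozygote. They come from RNA of whole yolk sacs, so they do not separate expression per cell from the share of each cell type. Averaged over 48 erythroid and 56 endothelial genes of fixed lists, the erythroid score of *Etv2* enhΔ/Δ was −1.48 ± 0.29 (log2 relative to *Etv2*+/+, mean ± SD of 5 libraries) and the endothelial score 0.31 ± 0.06, a difference of −1.79 ± 0.27 (exact p = 0.00216, the smallest that 462 regroupings can give). In *Etv2*Δ/Δ both fell, to −3.29 ± 0.10 and −2.34 ± 0.11 (difference −0.95 ± 0.18; exact p = 0.00216 each). Smaller shifts of the erythroid score appeared in *Etv2* enhΔ/enhΔ, −0.59 ± 0.35 (exact p = 0.00866), with an endothelial score of −0.05 ± 0.15 (exact p = 0.442). In *Etv2*+/Δ the erythroid score was −0.40 ± 0.28 (exact p = 0.0260) and the endothelial score 0.13 ± 0.10 (exact p = 0.0260), and in *Etv2* +/enhΔ they were −0.12 ± 0.20 (exact p = 0.395) and 0.09 ± 0.16 (exact p = 0.238). Leaving out each library in turn gave a difference of −1.90 to −1.72 in *Etv2* enhΔ/Δ.

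**Figure D1:**
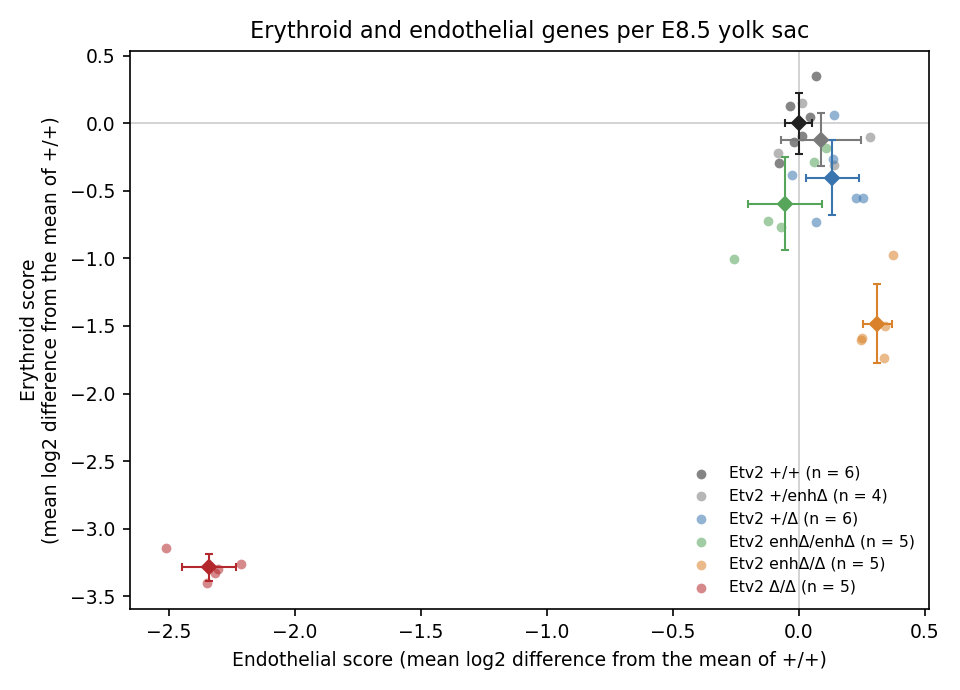
Erythroid score against endothelial score of each yolk sac library, as the mean log2 difference from *Etv2*+/+; diamonds with lines give the mean ± SD of a genotype.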

The endothelial program is resistant to loss of *Etv2* expression—20% of wild-type expression is sufficient to support normal expression of most genes in the endothelial program. In contrast, 20% of normal *Etv2* expression is not sufficient to support expression of genes in the erythropoietic program.

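Endothelial transcription factors fell in the null and did not pass the test in the compound heterozygote. *Sox18*, a factor of endothelial differentiation, did not pass the test in *Etv2* enhΔ/Δ (log2 fold change 0.57, SE 0.27, adjusted p = 0.411) and fell in *Etv2*Δ/Δ (−2.64, SE 0.28, adjusted p = 1.70e-08), and *Elk3*, an Ets factor of vessels, behaved alike (0.15, SE 0.29, adjusted p = 0.921; *Etv2*Δ/Δ −3.61, SE 0.30, adjusted p = 7.32e-11). Of 18 such genes, 0 were lower or higher in *Etv2* enhΔ/Δ, over all genes or over the list alone (limma; 0 lower and 4 higher at an unadjusted p under 0.05, 0 in voom; median 0.10, adjusted p = 0.381 with an estimated correlation), and 9 were lower in *Etv2*Δ/Δ (10 over the list alone; median −0.98, adjusted p = 4.31e-05 with an estimated correlation). Of 15 arterial genes, 0 passed in *Etv2* enhΔ/Δ (limma; 0 and 3 at an unadjusted p under 0.05, 0 in voom; median 0.20, adjusted p = 0.352 with an estimated correlation); in *Etv2*Δ/Δ 5 were lower and 1 higher (8 and 1 over the list alone; median −0.74, adjusted p = 0.0238 with an estimated correlation), with *Notch1*, the arterial Notch receptor, at −2.87, SE 0.29, adjusted p = 4.72e-09. Under the *Ftl2-ps* term the arterial list of *Etv2*Δ/Δ did not pass, with a median of −0.73 (adjusted p = 0.0909 with an estimated correlation). Of 8 venous and lymphatic genes, 1 was higher in *Etv2* enhΔ/Δ (4 over the list alone; median 0.55, adjusted p = 0.0785 with an estimated correlation), and 3 were lower and 1 higher in *Etv2*Δ/Δ, with the same counts over the list alone (median −0.05, adjusted p = 0.141 with an estimated correlation). Matrix genes rose: of 26, 10 were higher in *Etv2* enhΔ/Δ (18 over the list alone; median 0.90, adjusted p = 0.00583 with an estimated correlation), among them *Col5a2* (1.46, SE 0.23, adjusted p = 1.64e-04; 1.25, adjusted p = 0.0935 with the *Ftl2-ps* state as a term), in libraries whose mitochondrial share was lower than that of *Etv2*+/+.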

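Genes of heme, iron, and red cell transcription fell in the compound heterozygote. *Alas2*, the first enzyme of erythroid heme synthesis, was lower in *Etv2* enhΔ/Δ (log2 fold change −1.91, SE 0.27, adjusted p = 2.82e-05), as were *Fech*, its last enzyme (−1.14, SE 0.16, adjusted p = 3.46e-05), and *Abcb10*, a mitochondrial transporter of erythroid cells (−1.13, SE 0.14, adjusted p = 3.18e-06). Of 9 heme synthesis genes, 6 were lower (8 over the list alone; median −1.14, adjusted p = 0.000101 with an estimated correlation), and of 13 erythroid transcription factors, 6 were (9 over the list alone; median −0.93, adjusted p = 0.000101 with an estimated correlation), among them *Ikzf1* (−1.85, SE 0.26, adjusted p = 2.76e-05). Of 11 genes of iron uptake and delivery, 5 were lower and 1 higher, with the same counts over the list alone (median −0.23, adjusted p = 0.0121 with an estimated correlation; with the *Ftl2-ps* term median −0.64, adjusted p = 0.0169 with an estimated correlation). The higher member is *Ftl1*, whose reads divide with the *Ftl2-ps* state. Of 9 globins, 2 were lower, *Hbb-bh1* (−2.33, SE 0.37, adjusted p = 1.92e-04) and *Hba-x* (−2.32, SE 0.43, adjusted p = 0.00155), the embryonic β- and α-like globins, and 5 over the list alone (median −1.09, adjusted p = 0.0116 with an estimated correlation). The *Ftl2-ps* term left the globin list at a median of −1.13 but past the threshold no longer (adjusted p = 0.0760 with an estimated correlation), with *Hbb-bh1* at −2.27 (adjusted p = 0.0543) and *Hba-x* at −2.38 (adjusted p = 0.0966). In *Etv2*Δ/Δ these lists fell as well: globins 8 of 9 (9 over the list alone; median −1.51, adjusted p = 0.00280 with an estimated correlation), heme synthesis 8 of 9 (8; median −1.35, adjusted p = 0.00115 with an estimated correlation), and erythroid transcription factors 13 of 13 (median −3.07, adjusted p = 1.95e-05 with an estimated correlation). Iron genes were lower there against *Etv2*+/+ in 6 of 11 and higher in 1, over all genes and over the list alone (median −0.54, adjusted p = 0.0101 with an estimated correlation). Between the mutants, globins (4 of 9, also over the list alone; median −0.80, adjusted p = 0.0164 with an estimated correlation) and erythroid transcription factors (9 of 13, 11 over the list alone; median −1.93, adjusted p = 7.50e-05 with an estimated correlation) were lower in *Etv2*Δ/Δ, and heme synthesis did not pass (1 of 9, 3 over the list alone; median −0.47, adjusted p = 0.235 with an estimated correlation). Over 168 tests of a list in a comparison, 62 passed with the preset correlation of 0.01, and 35 of them with an estimated correlation.

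**Figure D2:**
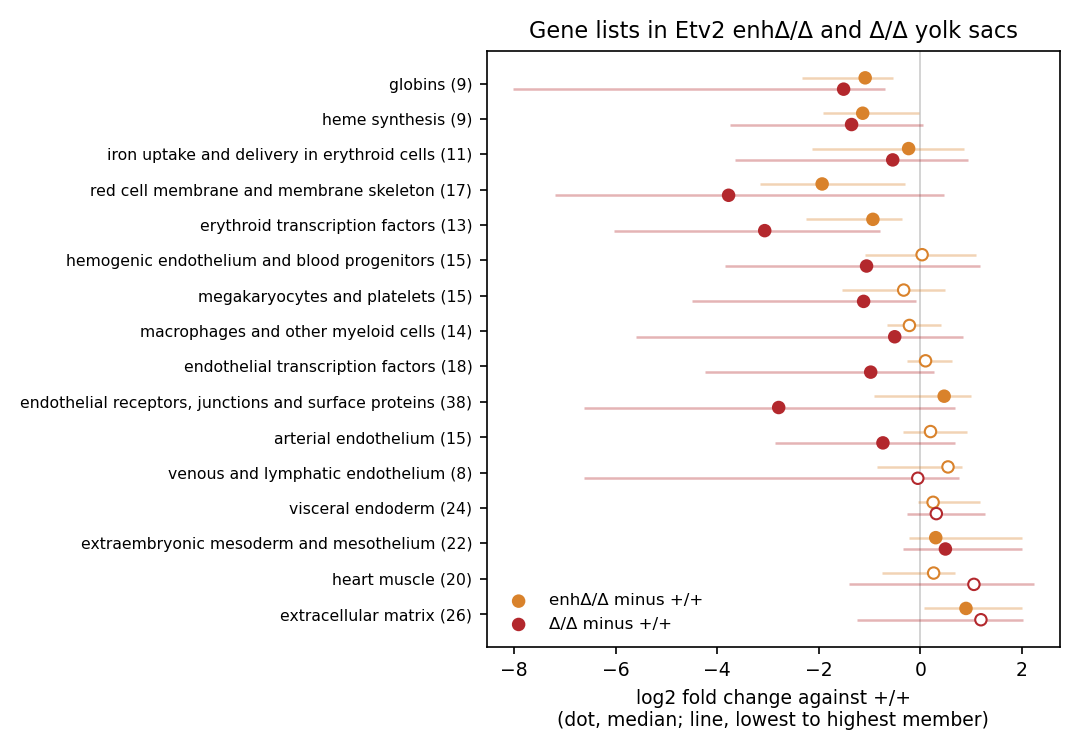
Median log2 fold change from *Etv2*+/+ of the members of 16 gene lists in *Etv2* enhΔ/Δ and *Etv2*Δ/Δ, with lines from the lowest to the highest member. Filled dots have an adjusted p under 0.05 with an estimated correlation.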

### Etv2 directly regulates the endothelial GRN and indirectly regulates the erythropoietic GRN

Our RNA-seq data strongly support the idea that Etv2-dependent genes fall into two broad categories: Etv2 dose sensitive and Etv2 dose insensitive. Etv2 dose-sensitive genes exhibit significantly reduced expression in *Etv2*^*enhΔ/Δ*^ hypomorphic mutants to a degree similar to the reduction observed *Etv2*^*Δ/Δ*^ mutants. This pattern was evident when we plotted the mean expression values of all genes in this category across all *Etv2* genotypes (Figure 6A and Table S2). In contrast, Etv2 dose-insensitive genes exhibited reduced expression only in *Etv2*^*Δ/Δ*^ complete-null mutants, whereas they showed wild-type expression level in *Etv2*^*enhΔ/Δ*^ hypomorphs (Figure 6B and Table S2). 

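The dose-sensitive genes of Table S2 fell in both mutants, and further in the null. The 204 genes held, against 205 in the paper, averaged 45.2 ± 3.92% of wild type in *Etv2* enhΔ/Δ and 38.1 ± 3.68% in *Etv2*Δ/Δ (exact p = 0.00216 each; difference −7.07 points, exact p = 0.0317). With the floor subtracted (plain CPM) the mean in *Etv2* enhΔ/Δ was 28.8%. The median gene stood at 44.1% in *Etv2* enhΔ/Δ and 30.9% in *Etv2*Δ/Δ. Under 20% stood 8 and 73 of the 204 genes, and over 100% stood 0 and 10. They included 15 of 17 red cell membrane genes, 6 of 9 heme synthesis genes, 6 of 13 erythroid transcription factors, and 5 globins. *Epor*, the erythropoietin receptor, fell in *Etv2* enhΔ/Δ (log2 fold change −1.73, SE 0.26, adjusted p = 9.89e-05) and *Etv2*Δ/Δ (−3.85, SE 0.27, adjusted p = 9.87e-13), and *Xk* fell in *Etv2*Δ/Δ (−2.12, SE 0.22, adjusted p = 1.19e-08). Gene by gene, 97 were lower in *Etv2* enhΔ/Δ (median −1.14), 158 were lower and 3 higher in *Etv2*Δ/Δ (median −1.73), and 60 were lower and 5 higher in *Etv2*Δ/Δ than in *Etv2* enhΔ/Δ. The other genotypes stood higher: 85.3 ± 8.09% in *Etv2*+/Δ (exact p = 0.0195), 98.7 ± 9.51% in *Etv2* +/enhΔ (exact p = 0.848), and 83.8 ± 9.26% in *Etv2* enhΔ/enhΔ (exact p = 0.0260). The list was selected on these samples by its loss in both mutants, so the likeness of the mutants is not independent evidence.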

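Dose-insensitive genes, which include 31 of 38 endothelial receptors and 8 of 18 endothelial transcription factors, fell in the null and, on average, not in the compound heterozygote. The 434 genes averaged 101 ± 4.55% of wild type in *Etv2* enhΔ/Δ (exact p = 0.732) and 39.1 ± 1.60% in *Etv2*Δ/Δ (exact p = 0.00216; difference −61.9 points, exact p = 0.00794). Their mean in *Etv2* enhΔ/Δ was 113% with the floor subtracted (plain CPM) (exact p = 0.0498), and the median gene gave 91.8% (exact p = 0.0476). In *Etv2* +/enhΔ, *Etv2*+/Δ, and *Etv2* enhΔ/enhΔ they averaged 104 ± 3.30% (exact p = 0.267), 106 ± 3.85% (exact p = 0.0801), and 98.7 ± 5.46% (exact p = 0.690). *Lyve1*, the gene with the deepest loss in *Etv2*Δ/Δ, stood at 1.16% of wild type there (log2 fold change −6.63, SE 0.20, adjusted p = 5.44e-22) and did not pass in *Etv2* enhΔ/Δ (0.58, SE 0.19, adjusted p = 0.168). Gene by gene, 30 were lower and 2 higher in *Etv2* enhΔ/Δ (median −0.06), and 356 were lower in *Etv2*Δ/Δ (median −1.36). Here too the selection was made on these samples, and the counts are not independent evidence.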

Examples of dose-sensitive genes included key factors involved in erythropoietic development, such as *Tal1, Gata1, Gfi1b*, and the erythropoietic membrane protein *Gypa* ( Figure 6A′). Conversely, critical genes involved in endothelial development, including Ets transcription factors *Fli1* and *Ets1* and canonical markers of endothelial fate such as *Kdr* and *Cdh5*, were encompassed in the Etv2 dose-insensitive category ( Figure 6B′ ).

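*Tal1*, *Gata1*, and *Gfi1b* fell in *Etv2* enhΔ/Δ and were nearly absent from *Etv2*Δ/Δ. *Tal1* (chromosome 4, 114729031 to 114744360) had 85.6 ± 25.5 CPM in *Etv2*+/+, 26.1 ± 11.6 CPM in *Etv2* enhΔ/Δ, and 0.332 ± 0.192 CPM in *Etv2*Δ/Δ (log2 fold changes −1.76, SE 0.24, adjusted p = 2.76e-05, and −6.04, SE 0.25, adjusted p = 2.01e-18), and in *Etv2* enhΔ/Δ stood at 31.3% of wild type. *Gata1* (chromosome X, 7536386 to 7555197), the master regulator of red cells, had 20.6 ± 3.58, 4.25 ± 1.45, and 0.0966 ± 0.172 CPM (−2.10, SE 0.25, adjusted p = 3.18e-06, and −4.34, SE 0.26, adjusted p = 2.41e-14; 24.4% in *Etv2* enhΔ/Δ). *Gfi1b* (chromosome 2, 28464970 to 28477502), a repressor in red cells and megakaryocytes, had 16.2 ± 6.07 and 3.23 ± 1.93 CPM (−2.02, SE 0.36, adjusted p = 8.33e-04; 24.6% in *Etv2* enhΔ/Δ; −2.20, adjusted p = 0.0528 with the *Ftl2-ps* state as a term). It had 0 reads in *Etv2*Δ/Δ, where 3 reads over the group would give a log2 ratio of −8.45 to *Etv2*+/+, so that its fall is a lower bound. As log2 ratios of mean CPM (± jackknife SE) the loss in *Etv2*Δ/Δ was −8.01 ± 0.43 for *Tal1* and −7.73 ± 1.94 for *Gata1*. All 3 were lower in *Etv2*Δ/Δ than in *Etv2* enhΔ/Δ: *Tal1* (−4.28, SE 0.25, adjusted p = 2.84e-14), *Gata1* (−2.25, SE 0.26, adjusted p = 2.24e-07), and *Gfi1b* (−1.93, SE 0.37, adjusted p = 8.34e-04).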

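All 4 genes fell in *Etv2*Δ/Δ and none fell in *Etv2* enhΔ/Δ. *Fli1* (chromosome 9, 32229793 to 32348974) had 37.3 ± 6.04 CPM in *Etv2*+/+, 43.6 ± 8.37 CPM in *Etv2* enhΔ/Δ, and 1.14 ± 0.677 CPM in *Etv2*Δ/Δ (log2 fold changes 0.19, SE 0.19, adjusted p = 0.775, and −4.25, SE 0.19, adjusted p = 2.15e-17). *Ets1* (chromosome 9, 32443806 to 32565405), an Ets factor of endothelium and lymphoid cells, had 56.5 ± 12.5, 62.1 ± 6.82, and 24.0 ± 6.21 CPM (0.20, SE 0.15, adjusted p = 0.651, and −1.11, SE 0.15, adjusted p = 1.87e-06). *Kdr* (chromosome 5, 76328852 to 76374483), the main VEGF receptor, had 98.6 ± 19.0, 145 ± 9.08, and 20.8 ± 4.65 CPM, passing as higher in *Etv2* enhΔ/Δ (0.62, SE 0.15, adjusted p = 0.0265) and lower in *Etv2*Δ/Δ (−2.10, SE 0.16, adjusted p = 4.60e-12). Its rise in *Etv2* enhΔ/Δ lost the test without any of *Etv2* enhΔ/Δ replicates 1, 2, 4, and 5 or *Etv2*+/+ replicates 1 and 2 (without *Etv2*+/+ replicate 2 log2 fold change 0.52, adjusted p = 0.133), and with the *Ftl2-ps* state as a term (0.68, adjusted p = 0.270). *Cdh5* (chromosome 8, 106625525 to 106668402) had 85.0 ± 13.9, 127 ± 8.13, and 1.92 ± 1.75 CPM (0.59, SE 0.28, adjusted p = 0.393, and −5.12, SE 0.28, adjusted p = 3.94e-15). In *Etv2* enhΔ/Δ they stood at 116%, 110%, 146%, and 148% of wild type. Between *Etv2*Δ/Δ and *Etv2* enhΔ/Δ, *Fli1* (−4.44, SE 0.20, adjusted p = 1.32e-17), *Ets1* (−1.32, SE 0.15, adjusted p = 1.73e-07), *Kdr* (−2.72, SE 0.16, adjusted p = 1.80e-14), and *Cdh5* (−5.71, SE 0.29, adjusted p = 3.67e-16) were lower in the null.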

Given Etv2’s role as a non-redundant master regulator of embryonic endothelial and hematopoietic development (Koyano-Nakagawa and Garry, 2017; Lammerts van Bueren and Black, 2012; Sumanas and Choi, 2016), we were surprised to identify such an obvious differential requirement for Etv2 in these two related developmental programs. We reasoned that the molecular basis underlying the dose sensitivity of erythropoietic genes compared with endothelial genes might be reflected in direct versus indirect regulation by Etv2. As a first test of this idea, we intersected all differentially expressed genes from our RNA-seq analysis with a previously published Etv2 ChIP-seq dataset from an analysis performed on *in vitro* differentiated hemato-endothelial progenitors (Liu et al., 2015; Figure 6C and Table S3). Based on the overlap with ChIP-seq peaks, 823 of 3,169 differentially expressed genes across the six *Etv2* genotypes appear to be direct targets of Etv2 (Figure 6C). Interestingly, 42.2% of dose-insensitive genes are direct targets of Etv2, compared with only 15.6% of dose-sensitive genes (Figure 6D). Indeed, the odds ratio of a dose-insensitive gene being a direct Etv2 target is 4.3 times greater than the odds of a dose-sensitive gene being a direct target. These results strongly support the notion that a substantial fraction of genes involved in endothelial development are direct targets of Etv2, whereas only a small percentage of erythropoietic genes appear to be direct targets of Etv2. Instead, erythropoietic genes that are dependent on Etv2 are predominantly indirect targets and also appear to be far more sensitive to perturbations in the level of Etv2 expression.

### Etv2 regulates erythropoietic genes indirectly via Tal1 and Gata1

The observation that the genes encoding the essential hematopoietic transcription factors Tal1 and Gata1 were dose-sensitive targets of Etv2 (Figure 6A′) suggested that Etv2 might indirectly regulate the erythropoietic program through Tal1 and Gata1 as downstream effectors. As an initial test of this idea, we intersected our Etv2 dose-sensitive gene set with previously published Tal1 and Gata1 ChIP-seq datasets (Goode et al., 2016; Kassouf et al., 2010; Yu et al., 2009). We found that 33% (69/205) of all dose-sensitive Etv2 target genes were directly bound by both Tal1 and Gata1 (Figure S5A), suggesting co-regulation by these two factors downstream of Etv2. In contrast, only 18% (79/434) of dose-insensitive genes were directly co-regulated by Gata1 and Tal1 (Figure S5A′). Moreover, network interaction analysis with Tal1 and Gata1 as central factors identified that 42 of the 69 co-regulated, dose-sensitive genes are part of the network involved in erythropoietic development (Figure S5B).

Next, we examined the loci of several markers of erythropoietic development, including the *Tal1* and *Gata1* genes themselves, for Tal1- and Gata1-binding sites previously identified in ChIP-seq experiments (Goode et al., 2016; Figures S6A and S6B). Interestingly, both *Tal1* and *Gata1* are auto- and co-regulated by each other; i.e., Tal1 regulates its own gene and the *Gata1* gene, and likewise, Gata1 binds its own gene and the *Tal1* gene (Figures S6A and S6B). Similarly, the genes encoding the transcription factor *Gfi1b* and the erythropoietin receptor gene *Epor*, two genes essential for erythropoiesis (Kieran et al., 1996; Lin et al., 1996; Vassen et al., 2014), are also bound directly by Tal1 and Gata1 (Figures S6C and S6D). Interestingly, only *Tal1*, and not *Gata1*, is a direct target of Etv2 (Liu et al., 2015; Figure 6C).

Taken together with our RNA-seq and phenotypic data, these ChIP-seq data suggest that Tal1 and Gata1 function in a hierarchical fashion downstream of Etv2, wherein Etv2 directly activates Tal1, which in turn activates itself and Gata1 to drive erythropoietic development (Figure 7D).

Given the central role of Tal1 in early erythropoiesis as a downstream effector of Etv2, we also examined the spatial expression pattern of *Tal1* during development at E8.5 and E10.5 in *Etv2*^*enhΔ/Δ*^ compound heterozygotes (Figure S7). Importantly, we found that *Tal1* expression was essentially reduced in a uniform manner in the yolk sac and embryo at E8.5 and E10.5 in *Etv2*^*enhΔ/Δ*^ hypomorphic mutants, suggesting that the defective erythropoiesis in *Etv2*^*enhΔ/Δ*^ mutants occurs due to a general sensitivity of *Tal1* expression to Etv2 dose rather than due to loss in a specific embryonic compartment.

### A *Gfi1b* enhancer is an indirect and highly dosage-sensitive Etv2 target

As an explicit test of the idea that Etv2 regulates erythropoietic gene expression indirectly in a dose-dependent manner, we sought to examine an enhancer of an indirect, dose-sensitive target of Etv2 to determine how it would respond to the level of Etv2 expression in *Etv2* hypomorphic and-null mutants compared with a known direct Etv2 target enhancer. A previously described enhancer of *Gfi1b*, sufficient to direct expression to hematopoietic lineages, contains multiple Tal1- and Gata1-binding sites but lacks detectable Etv2 binding by ChIP (Figures 7A and S6C; Moignard et al., 2013). We cloned this enhancer fragment into a *hsp68-lacZ* transgenic reporter plasmid (Figure 7A′) and generated *Gfi1b*::*lacZ* transgenic mice. X-gal staining of transgenic embryos revealed reporter activity largely in the blood-forming islands of the embryonic yolk sac at E8.0 (Figure 7B, *Etv2*^*+/+*^). When the *Gfi1b*::*lacZ* enhancer transgene was crossed onto *Etv2*^*+/+*^, *Etv2*^*+/Δ*^, *Etv2*^*enhΔ/Δ*^, and *Etv2*^*Δ/Δ*^ backgrounds, we observed strong β-galactosidase activity in blood-forming regions at E8.0 only on *Etv2*^*+/+*^ and *Etv2*^*+/Δ*^ backgrounds (Figure 7B). Importantly, β-galactosidase activity from the *Gfi1b*::*lacZ* enhancer transgene was nearly absent in the presence of 20% of normal Etv2 expression on the *Etv2*^*enhΔ/Δ*^ background and was entirely lost in *Etv2*^*Δ/Δ*^-null embryos (Figure 7B). Conversely, when we crossed a *CDH5*::*lacZ* enhancer transgene, which is known to be a direct Etv2 target (De Val et al., 2008), onto the same *Etv2* mutant backgrounds, we observed loss of β-galactosidase activity at E8.5 only in the absence of *Etv2* expression in *Etv2*-null embryos (Figure 7C). In the presence of 20% of *Etv2* expression in *Etv2*^*enhΔ/Δ*^ hypomorphic embryos, the *CDH5*::*lacZ* enhancer transgene exhibited strong activity, similar to the level observed in *Etv2*^*+/+*^ and *Etv2*^*+/Δ*^ embryos (Figure 7C). Together, the results shown in Figures 6 and 7 demonstrate that erythropoietic enhancers are highly sensitive to Etv2 dose compared with endothelial enhancers.

## DISCUSSION

GRNs that specify cell and tissue fates are initiated by master regulatory factors that activate downstream transcriptional cascades, most often involving feedforward and positive-feedback loops, which serve to reinforce the network and determine cellular identity (Peter and Davidson, 2017). Activating, coherent feedforward circuits are commonly used kernels in developmental GRNs. They are defined as transcriptional circuits in which an upstream regulator, often a master regulatory factor, activates downstream target genes in the network, including other transcription factors, which in turn activate the same downstream genes in the network (Peter and Davidson, 2017). Positive-feedback circuits involve transcription factors activating their own expression and serve to reinforce and stabilize GRNs (Peter and Davidson, 2017).

Etv2 is a prime example of a master regulatory factor, functioning in a feedforward fashion at the top of the hemato-endothelial GRN (Garry, 2016; Lammerts van Bueren and Black, 2012; Sumanas and Choi, 2016). Previous work has shown that an initial pulse of *Etv2* expression at ~E7.5 in hemato-endothelial progenitors in the early mouse mesoderm initiates both the endothelial and the hematopoietic programs, and then *Etv2* expression rapidly turns off and by E9.5 is largely extinguished (Ferdous et al., 2009; Lee et al., 2008). Under normal circumstances this early pulse of Etv2 is sufficient to induce the coherent feedforward GRNs for both endothelial and erythropoietic development, which are reliant on downstream transcription factors such as Fli1 and Ets1 in the case of endothelial development and Tal1 and Gata1 in the case of erythropoietic development (Figure 7D). However, our data presented here suggest that the details for how Etv2 induces these two GRNs are different.

In the case of the endothelial program, Etv2 functions directly in the feedforward endothelial GRN, regulating several early intermediate transcription factors, including *Fli1* and *Ets1*, and also directly regulating many downstream differentiation genes required for endothelial function, such as VEGF receptors *Kdr* and *Flt1*, and canonical cell surface marker genes, such as *Cdh5* (Figures 6B′ and 7D). Because the downstream effectors of Etv2 in the endothelial GRN, Fli1 and Ets1, are not dose sensitive ( Figure 6B′), and because Etv2 functions directly in the endothelial GRN feedforward circuit, reduction of *Etv2* to 20% of normal expression does not disrupt the endothelial program, and vascular development proceeds normally in *Etv2*^*enhΔ/Δ*^ hypomorphic mutants. In contrast, the erythropoietic feedforward GRN is activated by Etv2 only via Tal1, and it is Tal1, rather than Etv2, that serves as the primary feedforward regulator of the erythropoietic GRN (Figure 7D). Indeed, among the early erythropoietic transcription factor genes downstream of Etv2, only Tal1 appears to be a direct target and, importantly, is also a dose-sensitive Etv2 target ( Figure 6A′). Thus, our model suggests that Tal1 functions downstream of Etv2 as a second master regulator for erythropoietic development. Consistent with this notion, Tal1 is sufficient to rescue hematopoietic development *in vitro* in Etv2-null murine embryonic stem cells (Wareing et al., 2012). However, the Etv2 dose sensitivity of *Tal1* renders it susceptible to a threshold effect such that reduction of *Etv2* expression below a certain level fails to sufficiently activate the Tal1-dependent feedforward and positive-feedback circuits that are essential for erythropoietic development (Figure 7D), and erythropoietic development fails in *Etv2*^*enhΔ/Δ*^ hypomorphic mutants. In support of this idea, an elegant study of hematopoietic differentiation *in vitro* demonstrated that a substantially higher threshold of *Etv2* is required to initiate *Tal1* expression and in turn transactivate the downstream hemogenic differentiation program (Zhao and Choi, 2017).

The feedforward function of Tal1 in the erythropoietic GRN depends, at least in part, on the activation of the transcription factor Gata1, and together, Tal1 and Gata1 function as key co-regulators of the downstream GRN (Wadman et al., 1997; Wu et al., 2014; Figure 7D). Consistent with this notion, a significant fraction of dose-dependent, indirect Etv2 targets in the erythropoietic GRN have direct binding sites for Tal1 and Gata1 in their enhancers (Figure S5A). Moreover, network interaction analysis shows a direct connection between numerous key erythropoietic genes with either Tal1 or Gata1 or both, supporting the roles for these two transcription factors as the central nodes in the erythropoietic network downstream of Etv2 (Figures S5B and 7D).

Homozygous deletion of the 1.4-kb upstream enhancer described here resulted in an ~60% reduction in *Etv2* expression *in vivo* (Figures 1B and 1C), indicating clearly that this element functions as a *bona fide Etv2* enhancer. On the other hand, the fact that homozygous deletion of the enhancer did not completely abolish *Etv2* expression indicates that other redundant or shadow enhancers governing early *Etv2* expression must also exist (Osterwalder et al., 2018). The observation that *Etv2*^*enhΔ/enhΔ*^ homozygous enhancer deletion mice were viable and apparently normal is noteworthy because it indicates that deletion of the enhancer does not result in the complete loss of *Etv2* expression from any required, specific temporal or spatial pattern. Rather, these observations support the notion that deletion of the enhancer primarily affected the level of *Etv2* expression, creating a hypomorphic allele, as discussed here. In addition, the observation that deletion of the *Etv2* enhancer from the mouse genome resulted in embryonic lethality only when combined in *trans* with an *Etv2*-null allele suggests that the enhancer is not required for the expression of genes other than *Etv2*. If the enhancer were required for the expression of other neighboring or distal genes, then homozygous deletion of the enhancer would be expected to have a more profound effect on those genes than the *trans*-heterozygous allelic combination present in *Etv2*^*enhΔ/Δ*^ mice, where only one copy of the enhancer is deleted.

Interestingly, the same proximal upstream enhancer described here was previously deleted from the mouse genome as part of a larger deletion that also removed the *Etv2* proximal promoter from the genome (Koyano-Nakagawa et al., 2015). Unsurprisingly, that larger, 3.9-kb *Etv2* deletion resulted in a complete loss of *Etv2* expression and early embryonic demise, mimicking the Etv2-null phenotype (Koyano-Nakagawa et al., 2015), presumably due to deletion of the *Etv2* promoter and transcriptional start site. In contrast, in the work here, only the enhancer was deleted, leaving the promoter and transcriptional start site intact and revealing the likely existence of additional *Etv2* enhancers. This type of enhancer redundancy is common in genes encoding master regulators and is proposed to provide robustness during development (Kvon et al., 2021; Osterwalder et al., 2018). Ultimately, it will be interesting to determine how multiple enhancers function coordinately to control the level and pattern of *Etv2* expression *in vivo*.

### Limitations of the study

In this study, we show that the early endothelial and erythropoietic gene regulatory networks in the developing embryo are highly sensitive to the dosage of the master hemato-endothelial *tran*-scription factor, Etv2. Although the hemogenic endothelium and hematopoietic precursors in the yolk sac of *Etv2*^*enhΔ/Δ*^ mutants appear to be properly specified, whether these progenitors retain their ability to differentiate into all hematopoietic lineages remains to be determined. Interestingly, the hemogenic endothelium in the AGM region of *Etv2*^*enhΔ/Δ*^ mutant embryos shows a decrease in the expression of Runx1 and a profound reduction in the presence of hematopoietic clusters at E10.5. However, since most *Etv2*^*enhΔ/Δ*^ embryos are significantly anemic and close to demise by this stage, it remains to be determined whether the embryonic hematopoietic phenotype in these mutants is a direct result of the decrease in Etv2 expression or secondary to the anemia phenotype, which is evident by this stage. Finally, how Etv2 dosage directly affects *Tal1* expression through its action on specific *Tal1* enhancers remains to be determined.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to Brian Black, PhD ().

#### Materials availability

Mouse lines generated in this study will be made available upon request.

#### Data and code availability

The RNA-seq dataset generated in this study has been deposited in the GEO with accession number GSE174546 and will be publicly available as of the date of publication. This paper analyzes existing, publicly available data. The accession numbers for these datasets are listed in the key resources table. Raw data used to generate the microscopy images will be made available by the lead contact upon request.

This paper does not report original code.

Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Transgenic and knockout mouse models

*Etv2*::*lacZ*, *Etv2enh*::*lacZ*, and *Gf1b*::*lacZ* transgenic mice were generated by pronuclear microinjection using standard methods, as previously described (De Val et al., 2004). To generate transgene constructs, fragments from mouse genomic DNA (genomic coordinates in Key resources table) were amplified by PCR and cloned into p-AUG-β-gal (for *Etv2*::*lacZ*) or *hsp68-lacZ* (for *Etv2enh*::*lacZ*, and *Gf1b*::*lacZ*) transgenic vectors (De Val et al., 2008). Transgenes were released by digestion with appropriate restriction enzymes, purified using the Qiagen gel extraction kit (cat# 28,704) and diluted to 2ng/μL prior to injection. Transgenic founders were either collected for transient transgenic analyses or used to establish stable transgenic lines. *CDH5*::*lacZ* transgenic mice direct β-galactosidase expression under the control of a 3564-bp promoter and enhancer fragment of the human *CDH5* gene and were previously described as *VE-CADHERIN*::*lacZ* transgenic mice (De Val et al., 2008). *Etv2*^*Δ/+*^ mice were generated by crossing *Etv2*^*flox/flox*^ males (Lee et al., 2011) to *Mef2c-AHF-Cre* females, resulting in Cre-dependent deletion of floxed exons 4-5, which encode the DNA binding domain, in all cells of F1 offspring, due to Cre expression in the female germline (Ehlers et al., 2014; schematic in Figure 1A). Intercrosses between *Etv2*^*Δ/+*^ mice resulted in *Etv2*^*Δ/Δ*^ embryos, which phenocopied previously characterized *Etv2*^*−/−*^ embryos (Ferdous et al., 2009; Thompson et al., 1993).

*Etv2*^*+/enhΔ*^ mice were generated by CRISPR-mediated genome editing as described previously (Anderson et al., 2017). Briefly, pairs of single guide RNAs (sgRNAs) targeting genomic sequence 5′ and −3′ of the 1.4-kb *Etv2* enhancer described here were designed using CHOPCHOP45 (Labun et al., 2019) with upstream sgRNA: 5′-agtatttgattacgaagtcc-3′ and downstream sgRNA: 5′-gtacacaccgcaagtccaca-3′. Knockout mice were engineered using a mix containing Cas9 mRNA (100 ng/μL) and two sgRNAs (25 ng/μL each) in injection buffer (10 mM Tris, 0.1 mM EDTA, pH 7.5). This mix was injected into the cytoplasm of fertilized FVB mouse zygotes. Generation 0 (F0) founder mice were genotyped using PCR with High Fidelity Platinum Taq Polymerase (Thermo Fisher Scientific) to identify those founders with the desired non-homologous end-joining (NHEJ)-generated deletion breakpoints. Sanger sequencing was used to identify and confirm deletion breakpoints in F0 and F1 mice. Two founder lines for the *Etv2*^*enhΔ*^ allele were established by independently crossing with wild type mice, and the *Etv2*^*enhΔ/Δ*^ compound heterozygous phenotype was observed to be substantially identical in both lines.

All mouse lines were maintained on a mixed background and all animal experiments performed at UCSF were reviewed and approved by the UCSF Institutional Animal Care and Use Committee. All animal work performed at Lawrence Berkeley National Laboratory (LBNL) was reviewed and approved by the LBNL Animal Welfare and Research Committee. Female and male mice between 6 and 40 weeks of age and of appropriate genotypes were intercrossed to obtain control and mutant embryos of both sexes. Embryos were collected at developmental stages ranging from E7.0 to E13.5, as indicated in the figures and figure legends. Genotyping was performed on DNA isolated from yolk sacs or from tail biopsies by PCR (primer sequences in Table S4).

### METHOD DETAILS

#### Embryo collection, X-gal staining, *in situ* hybridization, and immunostaining

The day of the plug was designated as E0.5 and embryos of different stages from E7.0 to E13.5 were collected and processed appropriately for different experiments. X-gal staining, Salmon-gal (S-gal) staining, *in situ* hybridization, and section immunostaining were carried out according to standard protocols (Anderson et al., 2004; Materna et al., 2019; Sinha et al., 2015; Wilkinson and Nieto, 1993). Primary and secondary antibodies are listed in the Key resources table and were used at a dilution of 1:100 and 1:500, respectively. The *in situ* hybridization probe for *Etv2* was amplified from mouse cDNA using primers 5′-ttatggatccCTTTCCAGGCGGAGCCCG-3′ and 5′-atgtgaattcCACCTCTTTGGGGTCGC-3′ and was then cloned in BamHI/EcoRI in pBluescript II SK+. T7 and T3 RNA polymerases were used to synthesize anti-sense probe and sense probes, respectively. RNAscope *in situ* hybridization was performed as previously described (de Soysa et al., 2019). The RNAScope probe for *Tal1* was purchased from Advanced Cell Diagnostics (ACD Bio 428221). Whole-mount immunofluorescence was performed as previously described (Sinha et al., 2015).

#### Image acquisition, analysis, and adjustment

Bright field and whole mount embryo images were captured on a Leica MZ165 FC stereoscope equipped with a DFC450 camera using the LAS software. Confocal imaging for visualizing vascular development and hematopoietic clusters in embryo sections was performed on an upright Leica SPE confocal scanning microscope and images were captured using the LAS software. Images were subsequently analyzed using ImageJ (Fiji) software. Confocal imaging of placental vasculature and of whole mount *Tal1 in situ* hybridized embryos was performed on an upright Zeiss LSM-780 confocal point scanning microscope and on an inverted Zeiss LSM-700 confocal point scanning microscope, respectively. Images were captured using the Zen Black software. All images were subsequently analyzed using ImageJ (Fiji) software. All images were compiled and linearly adjusted for brightness, contrast, and color balance using Adobe Photoshop.

#### Quantitative real-time, reverse transcriptase PCR (qPCR)

Somite-matched embryos and yolk sacs were dissected in diethyl pyrocarbonate (DEPC)-treated 1 × phosphate-buffered saline, and a small piece of the yolk sac was collected for genotyping. Embryos and yolk sacs were collected individually and lysed in Trizol-LS (Thermo Fisher Scientific). Total RNA was isolated according to manufacturer’s instructions and resuspended in nuclease free water. An equal amount of RNA for each sample was used for cDNA synthesis using the Quantitect Reverse Transcription kit (Qiagen). cDNA samples were then subjected to quantitative RT-PCR (qPCR) using the Maxima SYBR green system and a 7900HT Fast Real Time PCR System or a Quant Studio 5 Real Time PCR System (Applied Biosystems) with the primers listed in Table S4. Data were normalized to *Actb* (β-actin) expression by the 2^−ΔΔCt^ method (Schachterle et al., 2012).

#### Flow cytometric analyses and cell sorting

Whole embryos or yolk sacs were dissociated into a single cell suspension by passing through a 22-gauge needle in Hank’s Balanced Salt Solution with 5% fetal bovine serum and 1% penicillin/streptomycin and were subsequently incubated with a Collagenase II (Worthington)/DNAseI (Roche) solution (1 mg/mL) at 37°C for 30 min. Single cell suspensions were then stained with a 1:100 dilution of Rat anti-mouse Ter119-PerCP or with a mix of rat anti-mouse CD45-PercP, rat anti-mouse CD11b-Pacific Blue, and rat anti-mouse CD93 at a 1:20 dilution (see Key resources table) for 45 min at 4°C with agitation and were then subjected to either flow cytometric analyses on a BD FACS Verse or BD FACS Aria III flow cytometer (BD Biosciences). Flow cytometric data were analyzed using the FlowJo software (v10.0.7 – Tree Star; BD Biosciences).

#### RNA-sequencing and analyses

To prepare libraries for RNA-sequencing, matings were set up among *Etv2*^*+/enhΔ*^ and *Etv2*^*+/Δ*^ mice to obtain embryos for the following genotypes (*Etv2*^*+/+*^; *Etv2*^*+/enhΔ*^; *Etv2*^*+/Δ*^; *Etv2*^*enhΔ/enhΔ*^; *Etv2*^*enhΔ/Δ*^; *Etv2*^*Δ/Δ*^). Embryos were collected at E8.5, yolk sacs were immediately frozen in liquid nitrogen and stored at −80°C, and embryos were used for genotyping. Somite-matched embryos from each genotype were used for subsequent RNA extraction and cDNA library preparation and sequencing. RNA was extracted using the RNAeasy Plus Micro Kit from Qiagen (cat# 74034) and was analyzed for purity and quantity using the Agilent 2100 Bioanalyzer instrument. 10 ng of RNAfrom each sample was used to prepare cDNA libraries using the Trio RNA-seq kit from Tecan Biosciences (0507-96). cDNA libraries were pooled in 20 μL at a final concentration of 10 nM for each library, and then the pooled libraries were sequenced on the Illumina Hi-seq 4000 sequencer at the UCSF Center for Advanced Technologies. Data were returned as FastQ files. Trimming of known adapters and low-quality regions was performed using fastq-mcf (Aronesty, 2013). Sequence quality control was assessed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and RSeQC (Wang et al., 2012). Alignment of the provided samples to the reference genome (mouse mm9) was performed using STAR 2.5.2a (Dobin et al., 2013). Reads were assigned to genes using the featureCounts (Liao et al., 2014), part of the Subread suite (http://subread.sourceforge.net/, and gene-level counts were arrived at using Ensembl gene annotation in GTF format.

p values for differential expression were calculated using edgeR, and genes with detectable expression were normalized using the calcNormFactors function in edgeR (Robinson et al., 2010; Robinson and Oshlack, 2010). Mean gene expression was modeled as a function of batch of processing (two batches), sex (male or female) and genotype (five different genotypes). Genes with expression associated with genotype were determined by the likelihood ratio test implemented in EdgeR. The built-in R function *p.adjust* was used to calculate the false discovery rate (FDR) for each p value using the Benjamini-Hochberg method (Benjamini and Hochberg, 1995). The expression of the genes that were associated with genotype with an FDR <0.05 was first clustered using the HOPACH package and then visualized using the pheatmap package (https://cran.r-project.org/package=pheatmap; van der Laan and Pollard, 2003). Genes from each of the HOPACH clusters were extracted and gene ontology (GO) analyses were performed using Metascape (Zhou et al., 2019).

Normalized counts per million (CPM) values for genes in clusters 3 and 5 were calculated from the log10 CPM values for each gene across all the samples. The CPM values were then normalized for all samples across each genotype and expressed as a ratio of gene expression in the wild type samples to calculate the relative CPM value for each gene.

#### ChIP-seq analyses and odds ratio calculation

Bed files for ChIP-seq datasets were downloaded from the GEO omnibus or from the associated paper.

For a previously published Etv2 ChIP-seq dataset (Liu et al., 2015), the consensus Etv2 bound peaks were determined using the union of replicate concordant peaks for each of the antibodies using the bedops program. The union was computed using the *bedops–merge* option while the replicate concordant peaks were computed using the *bedops –element-of* option. Each of the consensus peaks was linked to genes with the GREAT program (great.stanford.edu) using the default parameter settings associating genes with genomic locations. All (~18,000) genes used in the bulk RNA-seq experiment were associated with the input data to determine whether they were endothelial (dose-insensitive) or blood (dose-sensitive) genes (from the GREAT analyses). The change in the log odds (or odds ratio) of a dose-insensitive gene linked to at least one of the Etv2-bound enhancers versus the odds of a dose-sensitive gene linked to at least one of the Etv2-bound enhancers was estimated using the glm function in R with family = “binomial” setting.

Gata1 and Tal1-Chip-seq datasets from hematopoietic progenitors (Goode et al., 2016; GEO GSE69101), Gata1 ChIP-seq from mouse erythroleukemia cells (Yu et al., 2009; GEO GSE16594), and Tal1 Chip-seq from E12.5 fetal erythrocytes (Kassouf et al., 2010) were downloaded as bed files. The nearest genes associated with each peak were extracted using the GREAT tool (McLean et al., 2010). The gene lists were then intersected with the appropriate differentially expressed gene lists from our RNA-seq analyses and Venn diagrams were plotted using the Eulerr application (https://cran.r-project.org/package=eulerr). The 3-way Venn diagram was plotted using http://bioinformatics.psb.ugent.be/webtools/Venn/. Cytoscape (Shannon et al., 2003) was used to visualize the protein interaction network for the 69 dose-sensitive genes from the 3-way Venn diagram. The STRING database (Szklarczyk et al., 2019) was used as a source for these interactions where the edges represent association based on common function or co-expression with a medium confidence threshold of 0.4. Browser tracks for ChiP-seq datasets were visualized using the Integrative Genomics Viewer (Robinson et al., 2011).

### QUANTIFICATION AND STATISTICAL ANALYSIS

3-5 biological replicates per condition were used for all experiments subjected to quantitative analysis (FACS analyses, qRT-PCR analyses, RNA-seq analyses, and immunostaining). Statistical analyses were performed, and graphs were generated by using the GraphPad Prism (v7.03) software package. Data were analyzed by one-way ANOVA followed by Bonferroni’s multiple comparison test or by unpaired two-tailed, student’s t-test. Graphed results in Figures 1,2, 3, S2, and S3 are presented as mean ± standard deviation. Graphed results in Figures 4 and 5 are presented as mean value ± 095% confidence interval (CI). The n values for each condition and experiment presented in the graphs are depicted by an individual point. Details for statistical tests for each experiment can be found in the figure legends.

## Supplementary Material

1

2

3

4

5

## Figures and Tables

**Figure 1.**
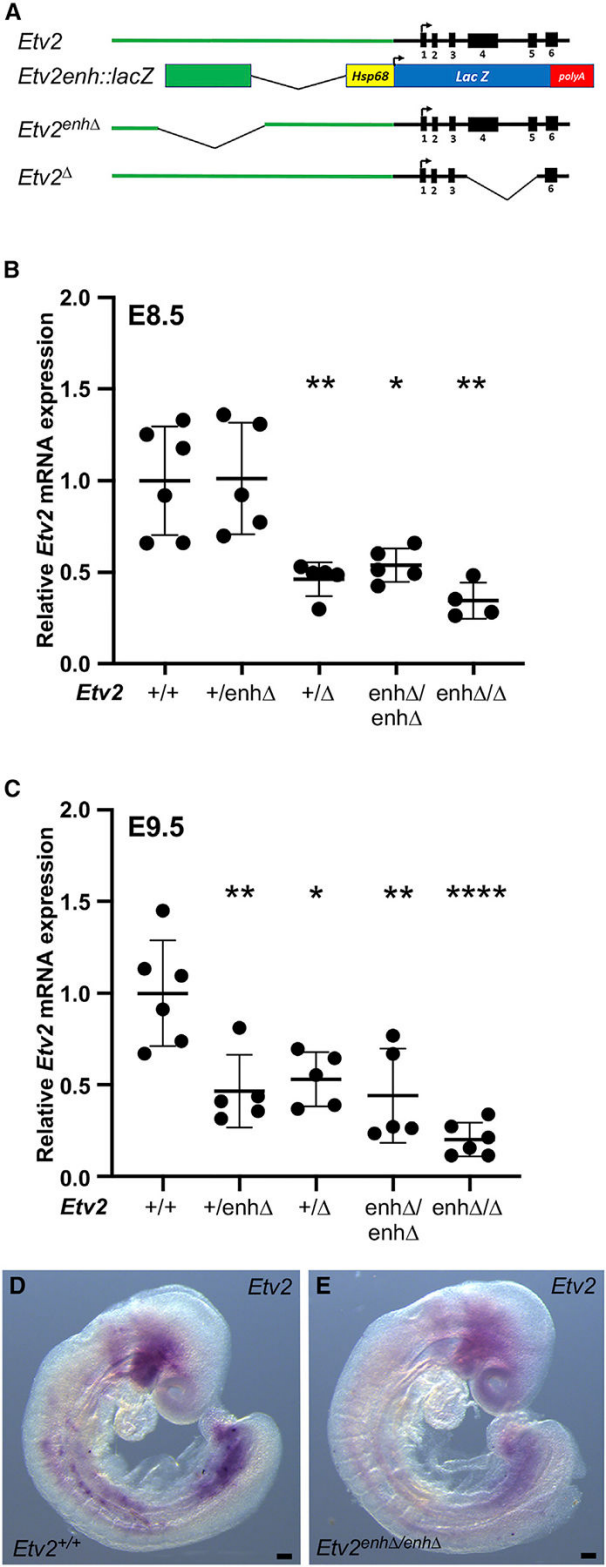
A 1.4-kb upstream enhancer is required for normal levels of *Etv2* expression (A) Schematic representations, in descending order, of the *Etv2* gene locus, *Etv2* enhancer transgene, *Etv2* enhancer mutant (*Etv2*^*enhΔ*^), and *Etv2*-null (Etv2^Δ^) alleles. (B and C) qPCR quantification of endogenous *Etv2* mRNA expression at E8.5 (B)and E9.5 (C) showing *Etv2* expression in wild-type (+/+), *Etv2*^*+/enhΔ*^, *Etv2*^*+/Δ*^, *Etv2*^*enhΔ/enhΔ*^, and *Etv2*^*enhΔ/Δ*^ embryos. Significantly reduced expression compared with wild-type embryos is indicated (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by one-way ANOVA, followed by Bonferroni’s multiple comparison test). The number of biological samples analyzed for each genotype at each stage is indicated by individual data points on the graphs. Data are presented as mean ± SD. (D) *Etv2 in situ* hybridization in E9.0 embryos (n = 3 embryos/genotype) shows a generalized reduction in *Etv2* expression in *Etv2*^*enhΔ/enhΔ*^ embryos. Scale bars, 100 μm.

**Figure 2.**
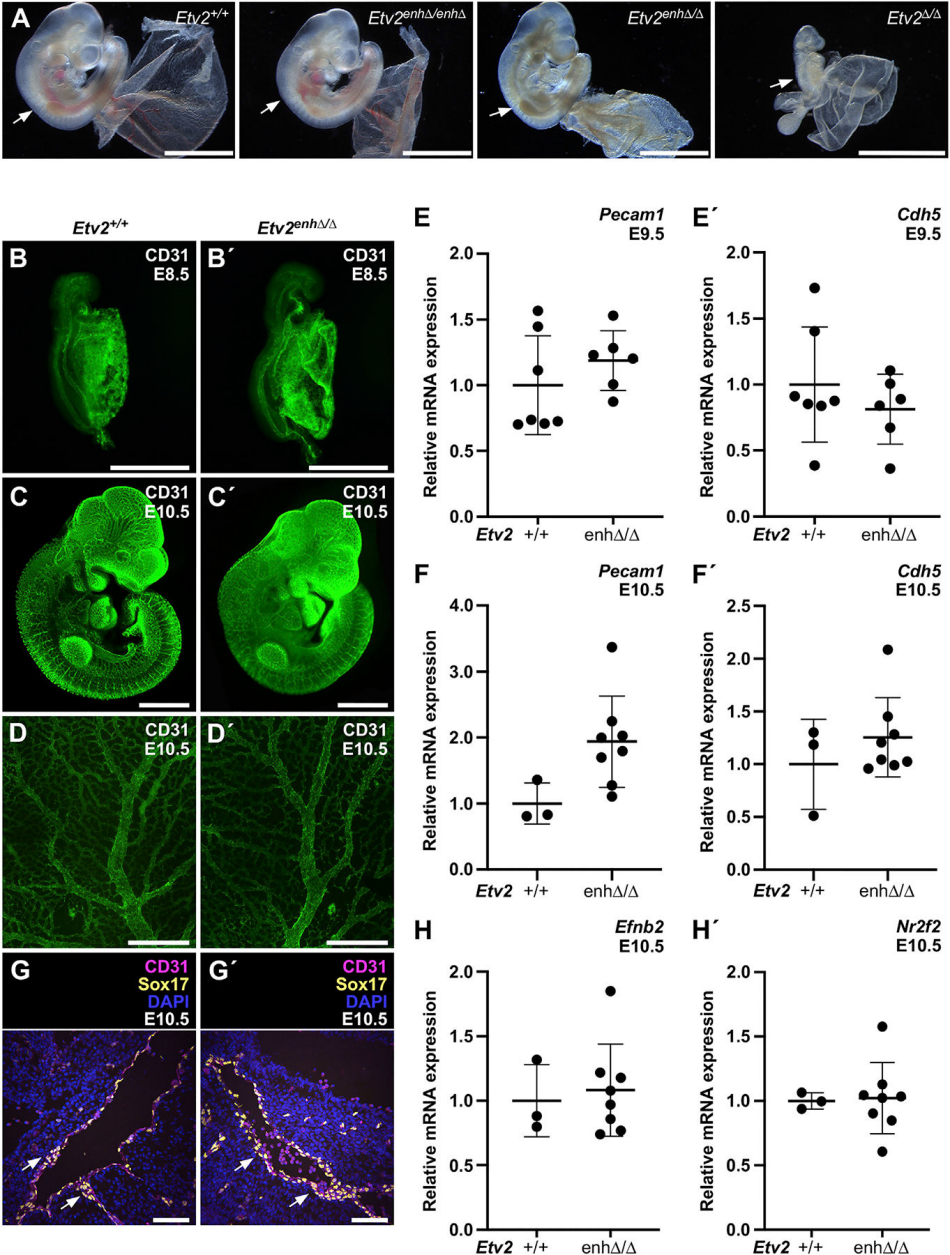
*Etv2*^*enhΔ/Δ*^ compound heterozygotes exhibit apparently normal vascular endothelial development (A) Whole-mount images of *Etv2*^*+/+*^, *Etv2*^*enhΔ/enhΔ*^, *Etv2*^*enhΔ/Δ*^, and *Etv2*^*Δ/Δ*^ embryos and yolk sacs at E10. White arrows point to apparent blood; note anemia in *Etv2*^*enhΔ/Δ*^ and *Etv2*^*Δ/Δ*^ embryos. (B–D) Whole-mount CD31 immunostaining in *Etv2*^*+/+*^ (B–D) and *Etv2*^*enhΔ/Δ*^ (B′–D′) embryos at E8.5 (B and B′), embryos at E10.5 (C and C′), and yolk sacs at E10.5 (D and D′). Note similar level and pattern of CD31 expression between the two genotypes. (E–F) qPCR analyses for *Pecam1* and *Cdh5* in E9.5 (E and E′) and E10.5 (F and F′) show no significant difference in mRNA expression between *Etv2*^*+/+*^ (E and F) and *Etv2*^*enhΔ/Δ*^ (E′ and F′) embryos by unpaired t test. (G) Section immunostaining of the aorta-gonad-mesonephros region of E10.5 embryos shows similar Sox17 expression and pattern in the aorta of *Etv2*^*+/+*^ (G) and *Etv2*^*enhΔ/Δ*^ (G′) embryos (white arrows). (H) qPCR analyses for the arterial marker *EfnB2* (H) and the venous marker *Nr2f2* (H′) in *Etv2*^*+/+*^ and *Etv2*^*enhΔ/Δ*^ embryos. The number of biological samples used for qPCR analysis for each genotype is indicated by individual data points on the graphs. Data are presented as mean ± SD. Scale bars, A, 2 mm; B–D, 1 mm; G, 100 μm. For A–D and G, n = 3 embryos or yolk sacs/genotype.

**Figure 3.**
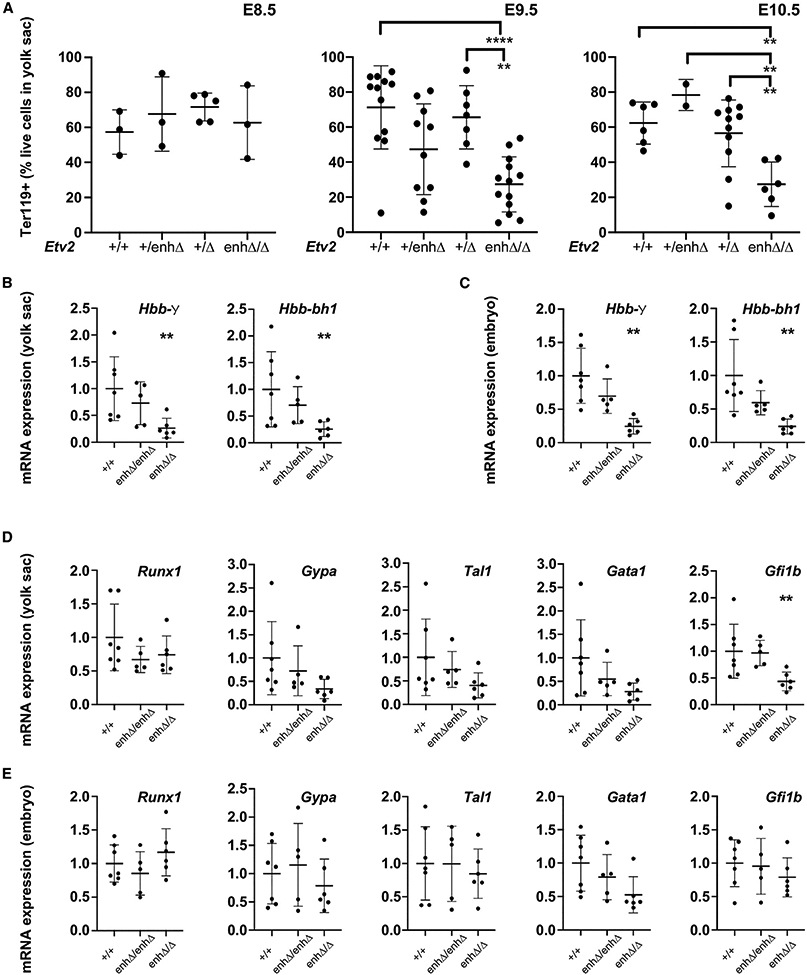
*Etv2*^*enhΔ/Δ*^ compound heterozygotes are anemic due to defects in erythropoietic development (A) FACS analysis expression of the erythropoietic marker Ter119 in cells isolated at E8.5 (left), E9.5 (middle), and E10.5 (right) from *Etv2*^*+/+*^, *Etv2*^*+/enhΔ*^, *Etv2*^*+/Δ*^, and *Etv2*^*enhΔ/Δ*^ yolk sacs. (B–E) qPCR analyses of erythropoietic markers *Hbb*-γ and *Hbb-bh1* in E9.5 yolk sacs (B) and embryos (C) and of hematopoietic markers *Runx1*, *Gypa, Tal1, Gata1*, and *Gfi1b* in *Etv2*^*+/+*^, *Etv2*^enhΔ/enhΔ^, and *Etv2*^*enhΔ/Δ*^ E9.5 yolk sacs (D) and E9.5 embryos (E). **p < 0.01, ****p <0.0001. Data are presented as mean ± SD and were analyzed by one-way ANOVA, followed by Bonferroni’s multiple comparison test. The number of biological samples analyzed for each genotype at each stage is indicated by individual data points on the graphs.

**Figure 4.**
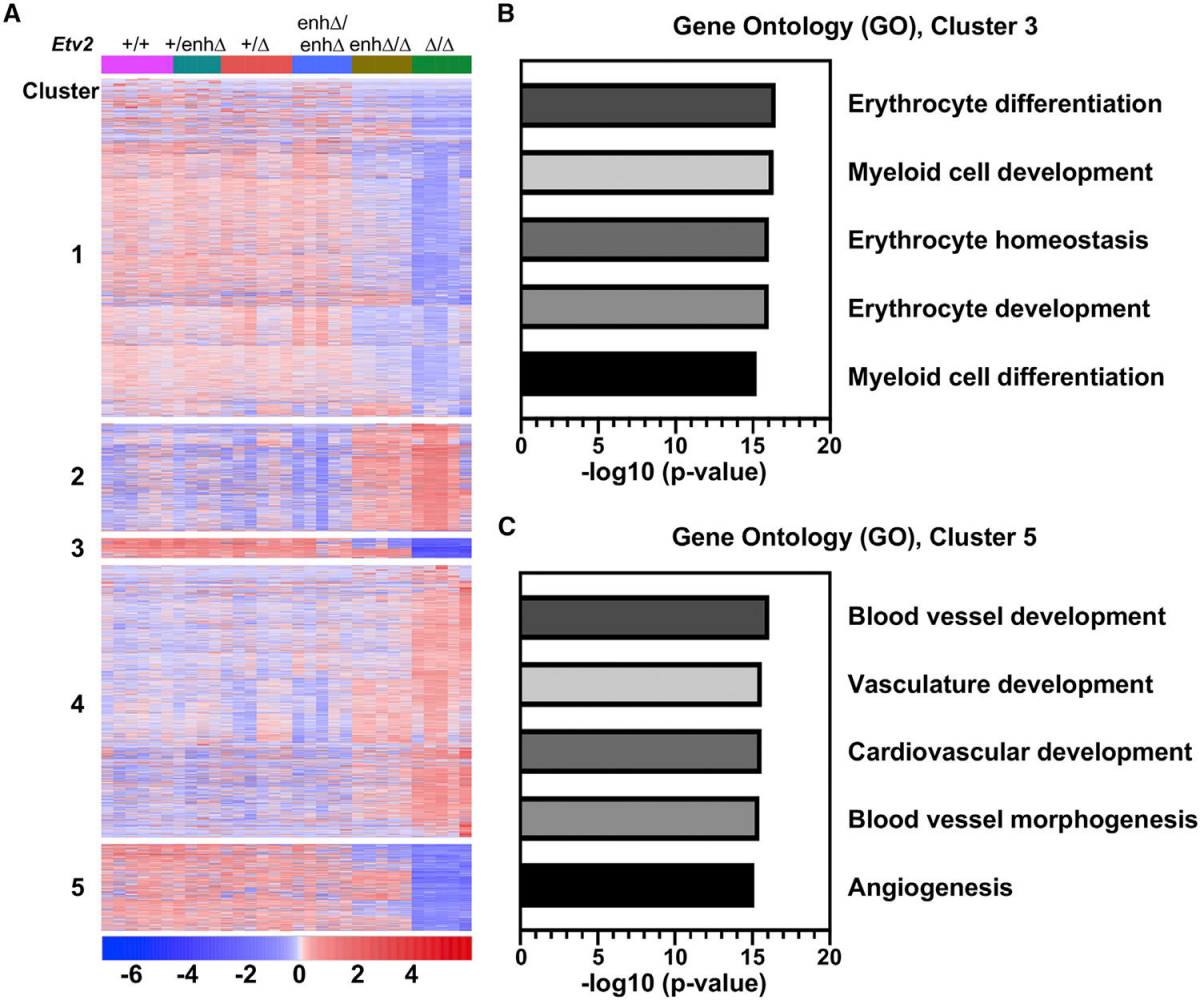
Down-regulation of the erythropoietic gene expression program in *Etv2*^*enhΔ/Δ*^ mutants (A) Heatmap representation of significantly differentially expressed genes from E8.5 yolk sacs across different genotypes, indicated at the top, of the *Etv2* allelic series. Differentially expressed genes clustered into five groups based on their expression patterns across each of the six genotypes such that clusters 1, 3, and 5 primarily consist of down-regulated genes in *Etv2*^*enhΔ/Δ*^ and *Etv2*^*Δ/Δ*^ yolk sacs, whereas clusters 2 and 4 mostly consist of genes up-regulated in *Etv2*^*enhΔ/Δ*^ and *Etv2*^*Δ/Δ*^ yolk sacs. The number and sex of biological samples used for RNA-seq analyses is indicated by colored shapes in the PCA plot in Figure S4A. (B and C) Top-scoring gene ontology (GO) analyses ranked in order of p value for differentially expressed genes in cluster 3 (B) and cluster 5 (C).

**Figure 5.**
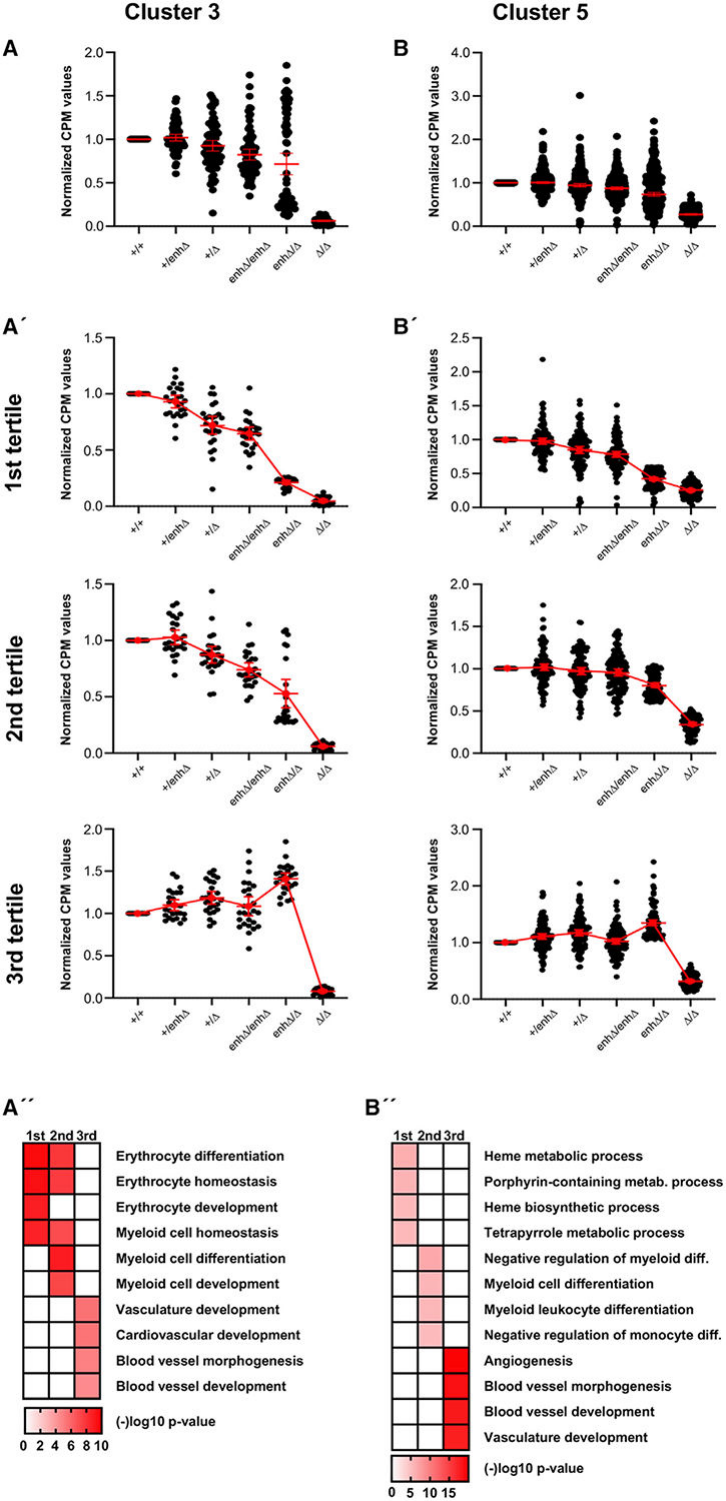
Erythropoietic genes are highly sensitive to a threshold of *Etv2* expression (A and B) Normalized expression for each differentially expressed gene in cluster 3 (A) and cluster 5 (B) plotted across all six *Etv2* genotypes (+/+, +/enhΔ, +/Δ, enhΔ/enhΔ, enhΔ/Δ, and Δ/Δ), where each dot represents a unique gene. (A′ and B′) Stratification of differentially expressed genes by tertile based on descending, ranked expression in each cluster across all six *Etv2* genotypes. (A″ and B″) Top-scoring GO terms for differentially expressed genes in each tertile ranked in order of p value and represented as a heatmap for cluster 3 (A″) and cluster 5 (B″). Lower (more significant) p values are shown in darker red; scale for −log10 p value is shown at the bottom of each heatmap. Tertiles are indicated at the top of each heatmap. Data are presented as mean ± 95% CI.

**Figure 6.**
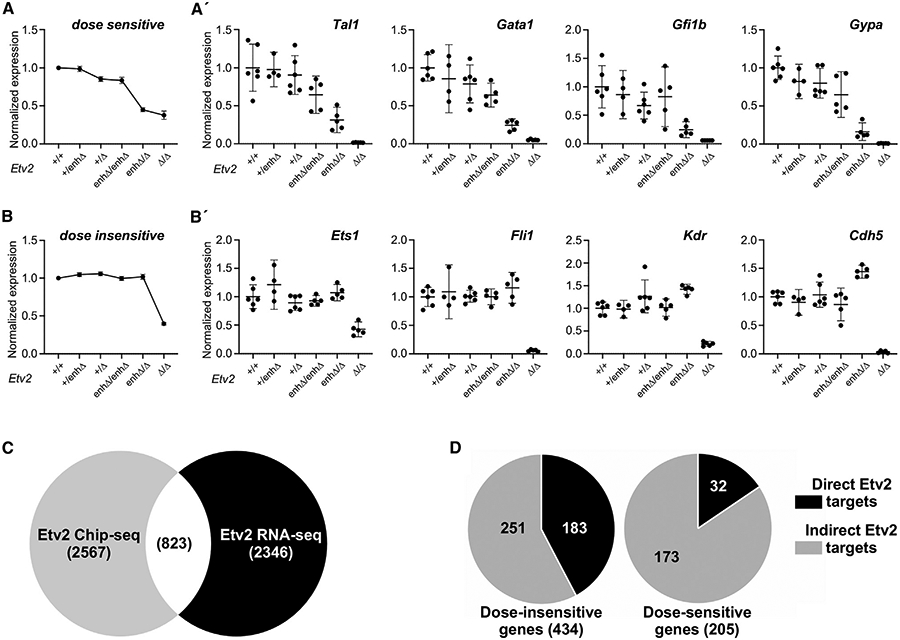
Dose-sensitive erythropoietic genes are indirect targets of Etv2 (A and B) Plots of normalized mean expression of *Etv2* dose-sensitive (A) and dose-insensitive (B) differentially expressed genes in E8.5 yolk sacs across all six *Etv2* genotypes. Plots in (A′) show normalized expression across all *Etv2* genotypes for selected dose-sensitive genes, including key erythropoietic genes *Tal1, Gata1, Gfi1b*, and *Gypa*. Plots in (B′) show normalized expression across all *Etv2* genotypes for selected dose-insensitive endothelial genes *Ets1, Fli1, Kdr*, and *Cdh5*. The number of biological samples for each genotype is indicated by individual data points in each graph. Data are presented as mean ± 95% CI. (C) Venn diagram of the intersection of Etv2 ChIP-seq (Liu et al., 2015) and RNA-seq datasets shows that 823 of 3,169 differentially expressed genes are direct targets of Etv2. (D) Intersection of Etv2 dose-sensitive and dose-insensitive genes with analysis of direct Etv2 targets reveals that 42.2% of all Etv2 dose-insensitive genes (183/ 434) are direct targets of Etv2, whereas only 15.6% of Etv2 dose-sensitive genes (32/205) are direct Etv2 targets.

**Figure 7.**
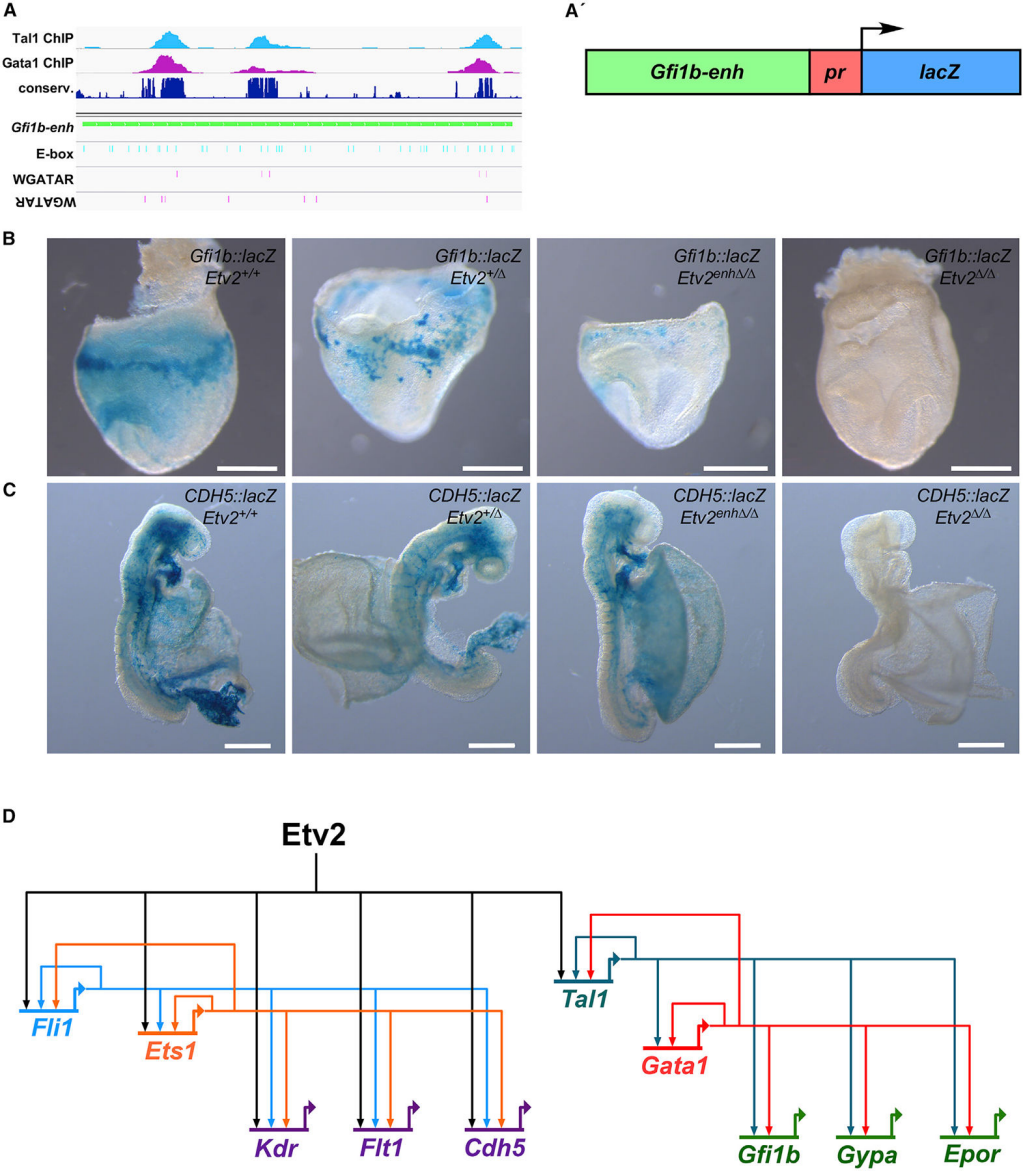
A 3′-enhancer of *Gfi1b* is an indirectly regulated and highly dose-sensitive Etv2 target (A) Browser track views showing Tal1 (light blue peaks) and Gata1 (purple peaks) occupancy at a 3′ enhancer of *Gfi1b* (green bar). Dark blue peaks show conservation across 60 vertebrate species. Note increased conservation at regions also bound by Tal1 and Gata1. Blue and purple vertical lines indicate the presence of E-boxes and GATA-binding motifs (WGATAR) in the *Gfi1b* enhancer locus. (A′) Schematic depiction of the *Gfi1b* transgene used to create *Gfi1b*::*lacZ* transgenic lines. (B) X-gal staining of E8.0 *Gfi1b*::*lacZ* transgenic embryos on *Etv2*^*+/+*^, *Etv2*^*+/Δ*^, *Etv2*^*enhΔ/Δ*^, and *Etv2*^*Δ/Δ*^ backgrounds. Note the nearly absent reporter activity in the *Gfi1b*::*lacZ*;*Etv2*^*enhΔ/Δ*^ embryo. (C) X-gal staining of E8.5 *CDH5*::*lacZ* transgenic embryos on *Etv2*^*+/+*^, *Etv2*^*+/Δ*^, *Etv2*^*enhΔ/Δ*^, and *Etv2*^*Δ/Δ*^ backgrounds. Note the robust reporter activity in the *CDH5*::*lacZ*;*Etv2*^*enhΔ/Δ*^ embryo, similar to activity observed on *Etv2*^*+/+*^, *Etv2*^*+/Δ*^, and *Etv2*^*enhΔ/Δ*^ backgrounds. Scale bars, 500 μm. For (B) and (C), a minimum of three embryos/genotype were analyzed; representative images are shown. (D) Model gene-regulatory network (GRN) for an Etv2-initiated coherent feedforward loop for early yolk sac endothelial and erythropoietic development. In this model, Etv2 directly activates endothelial genes to initiate endothelial development (left). In contrast, Etv2 indirectly activates the erythropoietic GRN (right) via activation of a single transcription factor, *Tal1*. Tal1 then serves as the direct regulator of the erythropoietic feedforward circuit via autoregulation and positive-feedback activation of *Gata1*.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Rat anti-mouse CD31	BD Biosciences	RRID: AB_396660
Goat anti-human SOX17	R and D systems	RRID: AB_355060
Rabbit anti-mouse Runx1	Abcam	RRID: AB_2049267
Rabbit anti-mouse Erg	Abcam	RRID: AB_2630401
Goat anti-human PROX1	R and D systems	RRID: AB_2170716
Donkey anti-Rat 488	Thermo Fisher	RRID: AB_141709
Donkey anti-Goat 594	Thermo Fisher	RRID: AB_2534105
Rat anti-mouse TER119-PerCP	Biolegend	RRID: AB_893635
Rat anti-mouse CD93-PE	BD Biosciences	RRID: AB_397003
Rat anti-mouse CD45-PerCP	BD Biosciences	RRID: AB_396609
Rat anti-mouse CD11b-Pacific Blue	Thermo Fisher	RRID: AB_10372795
Rat anti-mouse CD117-FITC	BD Biosciences	RRID: AB_394805
Rat anti-mouse CD31-APC	BD Biosciences	RRID: AB_398497
Deposited data		
RNA seq data	This study	GEO: GSE174546
Etv2 ChIP seq data	Liu et al. (2015) PMID: 25802403	GEO: GSE59402
Gata1 ChIP seq data (MEL cell line)	Yu et al. (2009) PMID: 19941827	GEO: GSE16594
Tal1 ChIP seq (E12.5 Fetal liver erythroid cells)	Kassouf et al. (2010) PMID: 20566737	GEO: GSE18720
Gata1 and Tal1 ChIP seq data (Hematopoietic progenitors)	Goode et al. (2016) PMID: 26923725	GEO: GSE69101
Experimental models: Organisms/strains		
*Etv2Flox/Flox*	Lee et al. (2011) PMID: 21425416	MGI (ID): 5009246
*Mef2c-AHF-Cre*	Verzi et al. (2005) PMID: 16188249 Ehlers et al. (2014) PMID: 25242327	MGI (ID): 3639735
*Cdh5*::*lacZ*	De Val and Black (2009) PMID: 19070576	N/A
*Etv2 EnhΔ*	This manuscript	chr7:31,423,347-31,425,058 (mm9)
*Etv2*::*lacZ*	This manuscript	chr7:31,421,209-31,424,519 (mm9)
*Etv2enh*::*lacZ*	This manuscript	chr7:31,423,559-31,425,018 (mm9)
*Gfi1benh*:: *hsp68-lacZ*	This manuscript	chr2:28,452,623-28,458,241 (mm9)
Oligonucleotides		
Refer to Supplemental Table S2	Integrated DNA Technologies	N/A
Software and algorithms		
ImageJ	Schindelin et al. (2012) PMID: 22743772	https://imagej.nih.gov/ij/
Prism(v7.0)	Graphpad	https://www.graphpad.com/scientific-software/prism/
Venn diagram generator	N/A	http://bioinformatics.psb.ugent.be/webtools/Venn/
Integrative Genomics Viewer	Robinson et al. (2011) PMID: 21221095	https://software.broadinstitute.org/software/igv
ECR browser	Ovcharenko et al. (2004) PMID: 15215395	https://ecrbrowser.dcode.org/
EdgeR	Robinson et al. (2010) PMID: 19910308	https://bioconductor.org/packages/release/bioc/html/edgeR.html
HOPACH	van der Laan and Pollard (2003)	https://www.bioconductor.org/packages/release/bioc/html/hopach.html
pheatmap	Kolde (2019)	https://CRAN.R-project.org/package=pheatmap
GREAT	McLean et al. (2010) PMID: 20436461	http://great.stanford.edu/
Flow Jo (v10.0.7)	N/A	https://www.flowjo.com/
FastQC	Wang et al. (2012) PMID: 22743226	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/)
STAR 2.5.2a	Dobin et al. (2013) PMID: 23104886	N/A
Subread suite	Liao et al. (2014) PMID: 24227677	http://subread.sourceforge.net/
Metascape	Zhou et al. (2019) PMID: 30944313	https://metascape.org/

## Highlights

- *Etv2* hypomorphic mutant mouse embryos have profound anemia and normal vasculature
- Higher *Etv2* expression is required for erythropoiesis than for vasculogenesis
- Etv2 directly regulates the embryonic endothelial gene-regulatory network (GRN)
- Etv2 indirectly regulates the embryonic erythropoietic GRN via Tal1

# Supplementary material for: Differential Etv2 threshold requirement for endothelial and erythropoietic development
**Source:** Cell Rep. Author manuscript; Available in PMC 2022 Jun 16.
**Supplement:** 1

Supplemental information

**Differential Etv2 threshold requirement for
endothelial and erythropoietic development**

Tanvi Sinha, Kelly Lammerts van Bueren, Diane E. Dickel, Ivana Zlatanova, Reuben Thomas, Carlos O. Lizama, Shan-Mei Xu, Ann C. Zovein, Kohta Ikegami, Ivan P. Moskowitz, Katherine S. Pollard, Len A. Pennacchio, and Brian L. Black

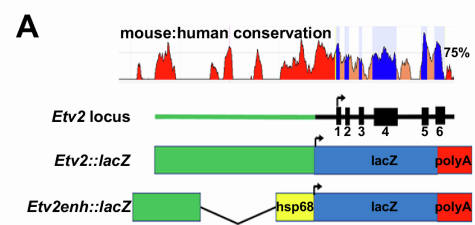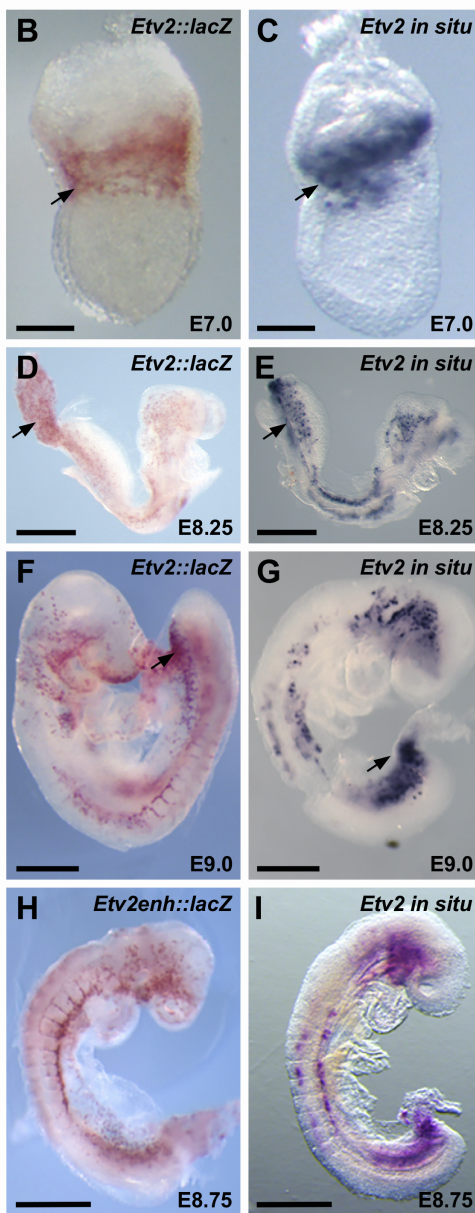

Figure S1. An upstream *Etv2::lacZ* enhancer transgene recapitulates endogenous *Etv2* expression.

Related to Figure 1. (A) Top panel shows ECR browser tracks depicting mouse-human sequence conservation at the *Etv2* locus. The lower panels depict a schematic representation of the *Etv2* gene locus, a full length 3.3-kb *Etv2* enhancer (*Etv2::lacZ*), and an upstream 1.4-kb *Etv2* enhancer (*Etv2enh::lacZ*) transgene. (B,D,F) Salmon-gal (S-gal) staining of F0 transgenic embryos showing that the full length 3.3-kb *Etv2* enhancer (*Etv2::lacZ*) directs reporter expression in the developing hemato-vascular system (6 S-gal positive /10 transgene positive). S-gal staining was observed in the blood forming regions at E7.0 (arrow in B), in the angioblasts and the allantois (arrow in D) at E8.25 (D), and in the developing endothelial cells and inter-somitic vessels at E9.0 (F). This pattern recapitulates endogenous *Etv2* expression as observed by *in situ* hybridization for *Etv2* at E7.0 (C), E8.25 (E), and E9.0 (G). Arrowheads show selected regions of corresponding expression of *lacZ* reporter and endogenous *Etv2*. (H) S-gal staining of an *Etv2enh::lacZ* F0 transgenic embryo showing that a smaller upstream 1.4-kb *Etv2* enhancer fragment also directs reporter expression in the developing vascular system in a pattern that essentially recapitulates endogenous *Etv2* expression (I) (3 S-gal positive/5 transgene positive). (n=3 embryos/stage for *in situ* hybridization analysis). Scale bars: B,C, 200 μ m; D-I, 500 μ m.

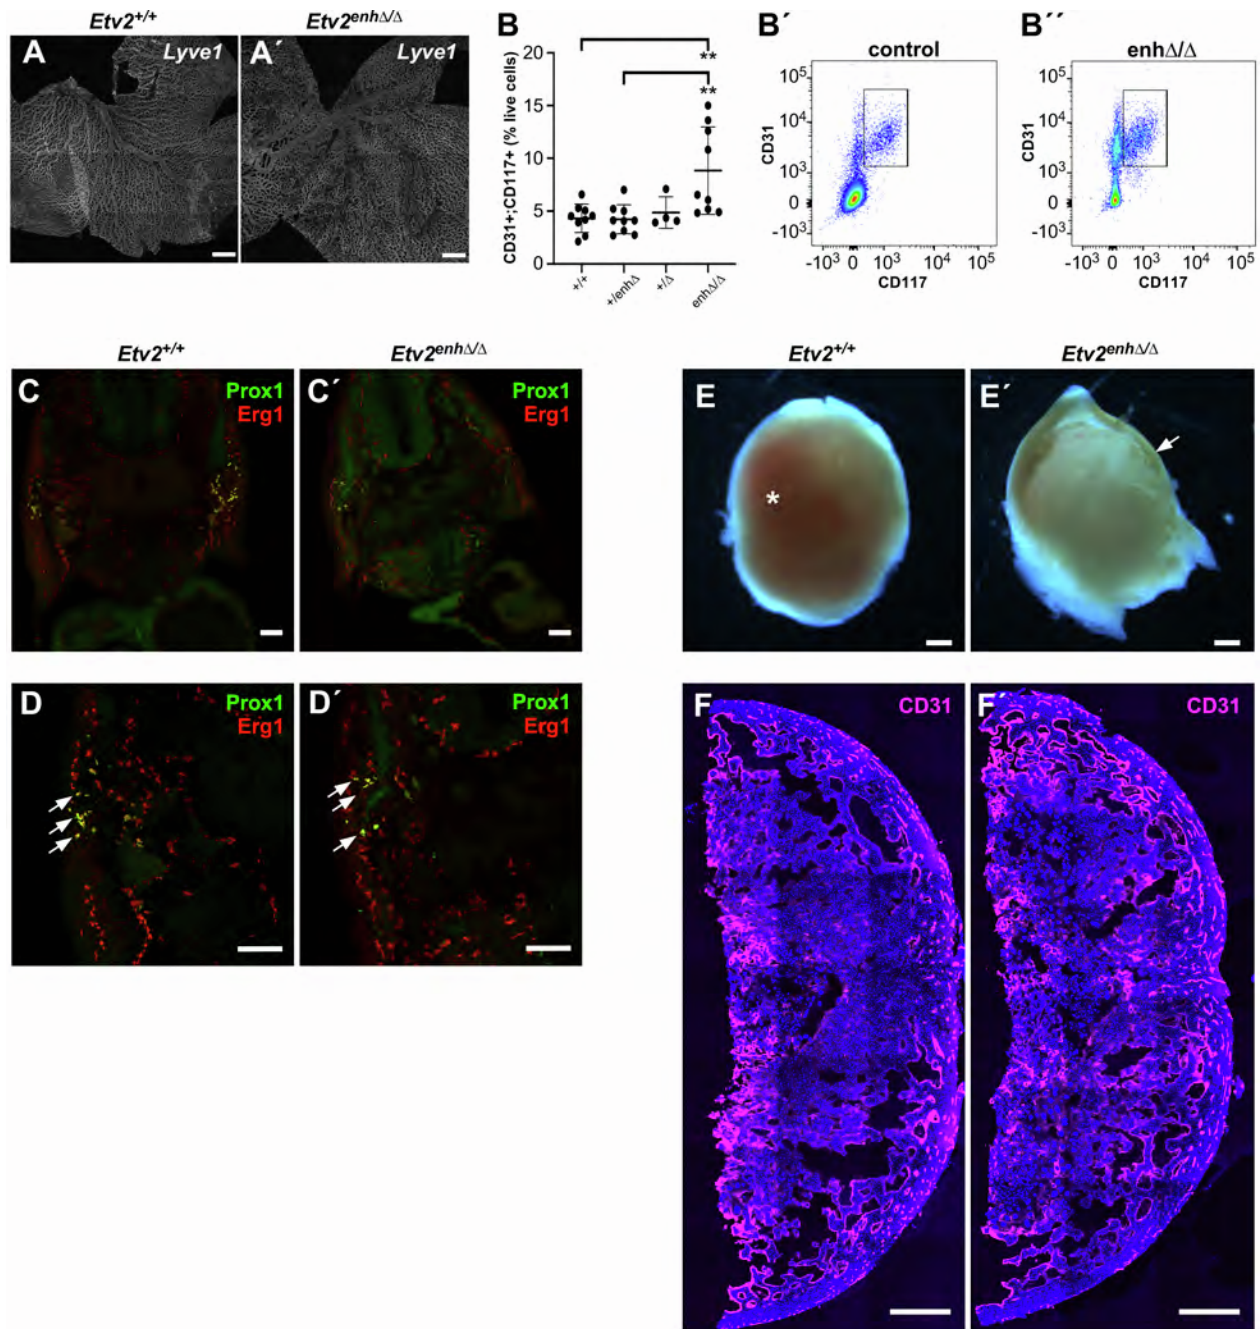

Figure S2. *Etv2^{enhΔ/Δ}* compound heterozygotes exhibit apparently normal lymphatic and placental endothelial development. Related to Figure 2. (A) Images of whole mount E10.5 yolk sacs stained with the yolk sac hemogenic endothelial marker, Lyve1 (gray), showing similar levels and pattern of Lyve1 expression in *Etv2^{+/+}* (A) and *Etv2^{enhΔ/Δ}* (A') yolk sacs. (B) Quantification and representative FACS plots of CD31+/CD117+ hemogenic endothelial cells in E9.5 control (B') and *Etv2^{enhΔ/Δ}* (B'') yolk sacs. The number of biological samples for each genotype is indicated by individual datapoints in each graph. Data are presented as mean ± SD and were analyzed by 1-way ANOVA, followed by Bonferroni's multiple comparison test. (C,D) Co-immunostaining of E10.5 embryo sections with Prox1 (green) and Erg1 (red) show the presence of lymphatic endothelial cells in both *Etv2^{+/+}* (C,D) and *Etv2^{enhΔ/Δ}* (C',D') embryos. Higher magnification images of C and C' are shown in D and D', respectively. White arrows indicate the presence of lymphatic endothelial cells. (E) Whole mount images of E10.5 placentas of *Etv2^{+/+}* (E) and *Etv2^{enhΔ/Δ}* (E') embryos. White arrow in (E') indicates the apparent lack of blood in the *Etv2^{enhΔ/Δ}* placenta. (F) Stitched images of placenta sections of *Etv2^{+/+}* (F) and *Etv2^{enhΔ/Δ}* (F') embryos stained with endothelial marker, CD31 (magenta), and nuclear marker, DAPI (blue), show normal vascular development in *Etv2^{enhΔ/Δ}* placentas, similar to wild type embryos. Scale bars: A-A', 500μm; C-D, 100μm; E-F, 500μm. For A,C-F, n = 3 biological replicates/genotype.

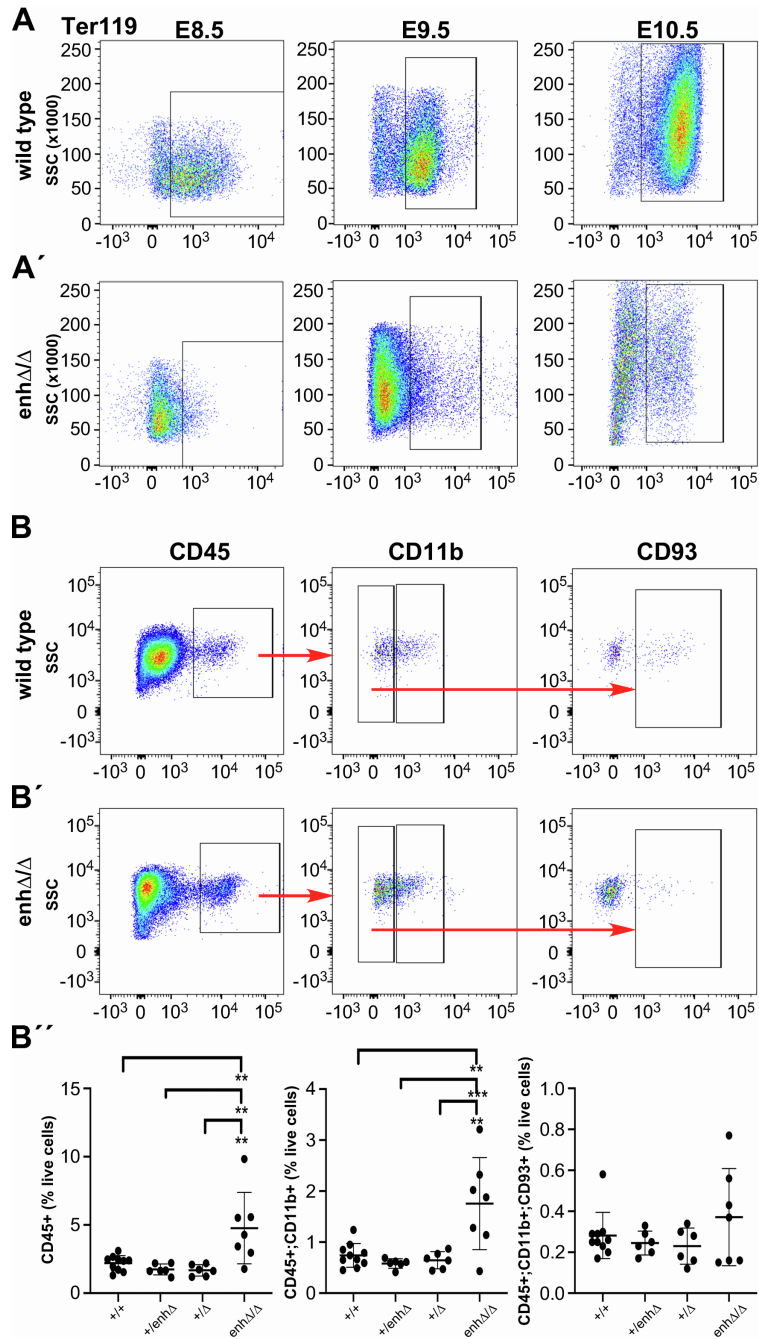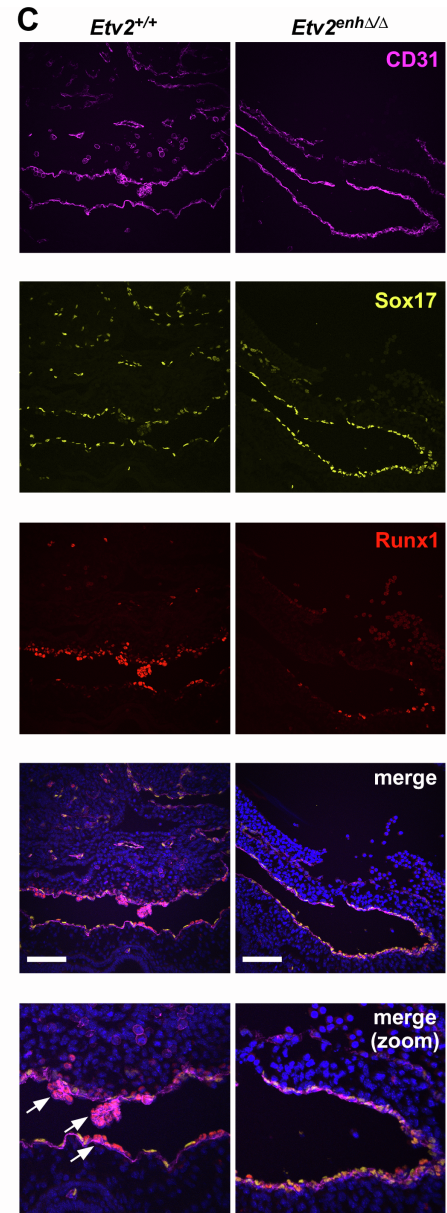

Figure S3. *Etv2^{enhΔ/Δ}* compound heterozygotes show defects in hematopoietic development. Related to Figure 3. (A) FACS plots showing Ter119⁺ erythropoietic cells in wild type (A) and *Etv2^{enhΔ/Δ}* (A') yolk sacs at E8.5, E9.5, and E10.5. (B) FACS plots showing CD45⁺ hematopoietic cells, CD45⁺/CD11b⁺ myeloid cells, and CD45⁺/CD11b⁻/CD93⁺ lymphoid cells in wild type (B) and *Etv2^{enhΔ/Δ}* (B') yolk sacs at E10.5. Arrows in (B) and (B') indicate gating strategies employed for quantification of myeloid and lymphoid cells. (B'') Quantification of FACS data showing percentage of hematopoietic, myeloid, and lymphoid cells present in *Etv2^{+/+}* (+/+), *Etv2^{+/enhΔ}* (+/enhΔ), *Etv2^{+/Δ}* (+/Δ), and *Etv2^{enhΔ/Δ}* (enhΔ/Δ) yolk sacs. The number of biological samples for each genotype is indicated by individual datapoints in each graph. Data are presented as mean ± SD and were analyzed by 1-way ANOVA, followed by Bonferroni's multiple comparison test. (C) Co-immunostaining of the aorta-gonad-mesonephros region in E10.5 embryo sections with CD31 (magenta), Sox17 (yellow), and Runx1 (red), showing the presence of hematopoietic clusters in wild type (*Etv2^{+/+}*) but not in *Etv2^{enhΔ/Δ}* embryos (arrows) (n=3 biological replicates/genotype). Blue, DAPI. Scale bars, 100μm.

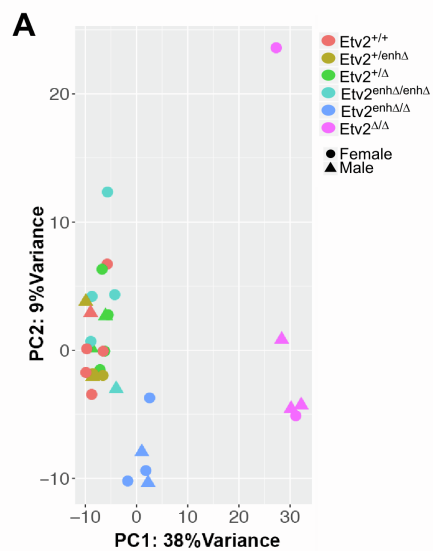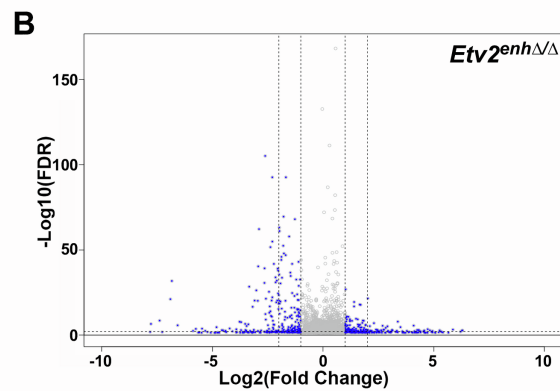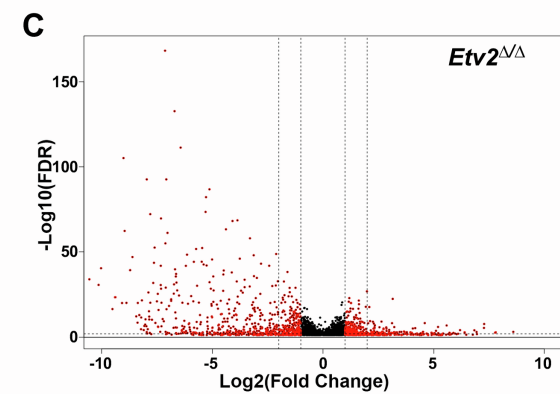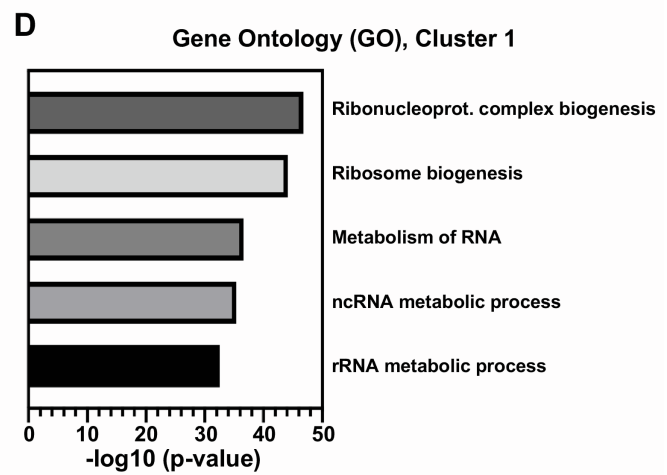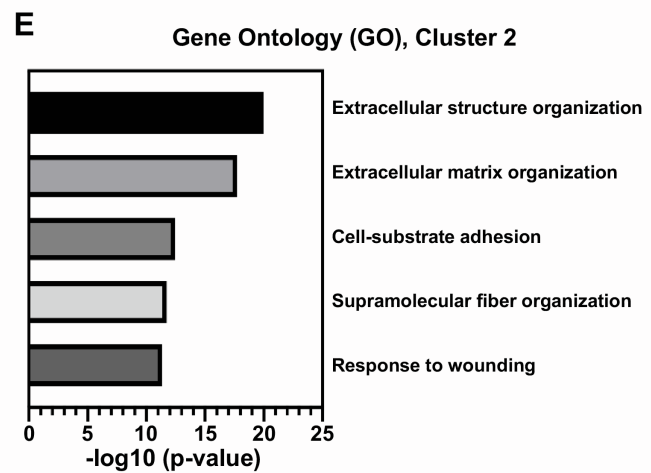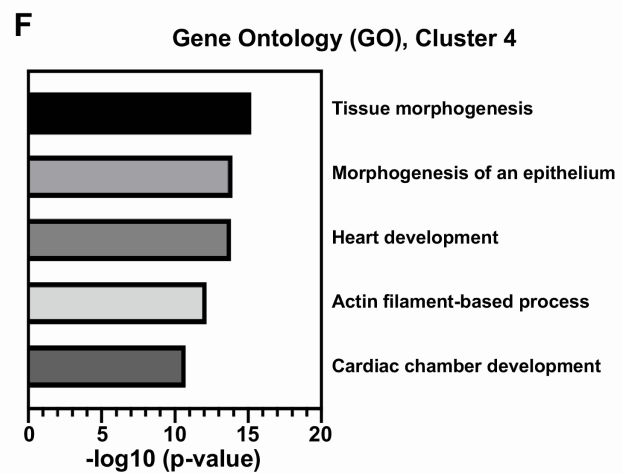

Figure S4. Changes in gene expression in *Etv2^{enhΔ/Δ}* and *Etv2^{Δ/Δ}* yolk sacs revealed by RNA sequencing and gene ontology analysis of differentially expressed genes in clusters 1, 2, and 4.

Related to Figure 4. (A) Principal component analysis shows that embryonic yolk sacs from *Etv2^{+/-enhΔ}*, *Etv2^{+/-Δ}*, and *Etv2^{enhΔ/enhΔ}* have similar gene expression profiles as wild type yolk sacs, evident by co-clustering. In contrast, *Etv2^{enhΔ/Δ}* and *Etv2^{Δ/Δ}* yolk sacs are significantly different from the wild type and heterozygous yolk sacs as well from each other along both principal component axes. No sex-based differences were observed in gene expression across all *Etv2* genotypes. The number and sex of biological samples used for RNA-seq analyses is indicated by colored shapes. (B,C) Volcano plots for differentially expressed genes in *Etv2^{enhΔ/Δ}* (B) and *Etv2^{Δ/Δ}* (C) yolk sacs depicting expression changes by at least 2-fold ($-1 < \log FC > 1$) and $FDR < 0.05$ in black and red dots respectively. These volcano plots also indicate that *Etv2^{Δ/Δ}* yolk sacs show more profound changes in gene expression when compared to gene expression changes observed in *Etv2^{enhΔ/Δ}* yolk sacs. Each dot on the volcano plot represents an individual gene. (D) GO analysis for differentially expressed genes in Cluster 1 of the HOPACH cluster showed that these genes were largely involved in general translational processes. Note these genes did not show profound changes in expression across the various *Etv2* genotypes. (E) Differentially expressed genes in Cluster 2, which were slightly upregulated in both *Etv2^{enhΔ/Δ}* and *Etv2^{Δ/Δ}* yolk sacs, are mainly associated with extracellular matrix organization and adhesion. (F) Differentially expressed genes in Cluster 4 were mainly up-regulated only in *Etv2^{Δ/Δ}* yolk sacs and were largely involved in tissue morphogenesis and heart development.

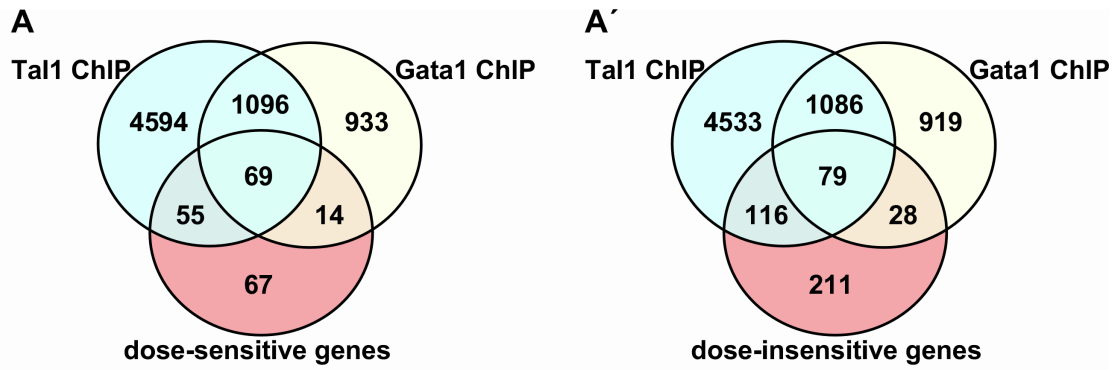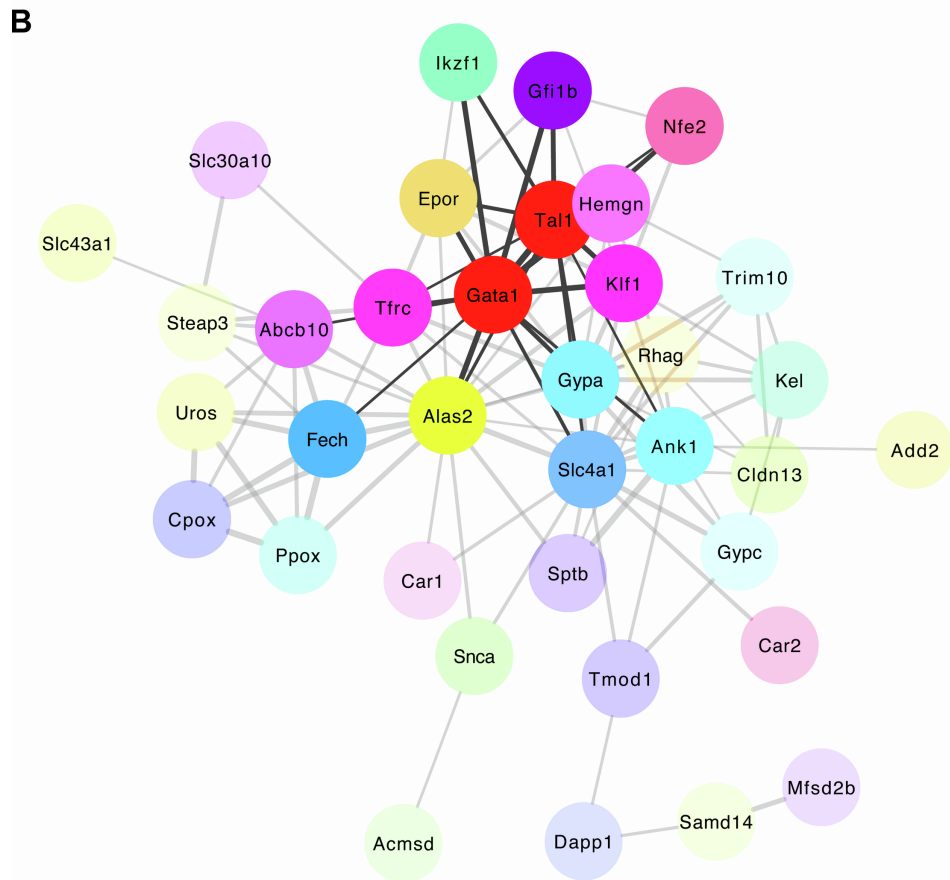

Figure S5. Etv2 dose-sensitive genes are directly co-regulated by Tal1 and Gata1. Related to Figure 6. Venn diagrams of the intersection of Etv2 dose-sensitive differentially expressed genes (DEGs) (A) and dose-insensitive DEGs (A') with Tal1 and Gata1 ChIP-seq datasets showing that 33% (69/205) of all Etv2 dose-sensitive genes are directly bound by both Tal1 and Gata1 whereas only 18% (79/444) of dose-insensitive genes are bound by Tal1 and Gata1. (B) Cytoscape network interaction visualization for dose-sensitive genes bound by Tal1 and Gata1. 42 of the 69 co-bound genes are part of a direct and indirect erythropoietic network. Gata1 and Tal1 (red circles) are the central nodes in the network with solid-colored circles and dark lines representing direct first-degree interactions with either Gata1 or Tal1.

A

HP_Tal1
HP_Gata1
phastCons
RefSeq

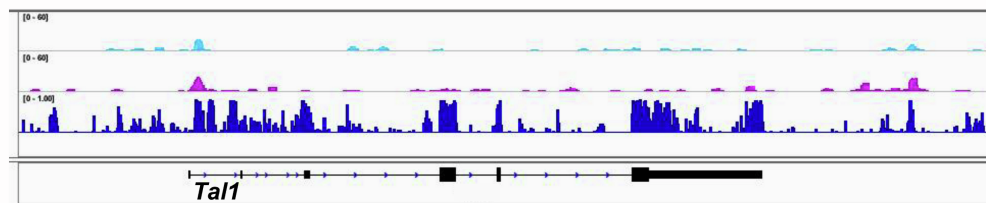

B

HP_Tal1
HP_Gata1
phastCons
RefSeq

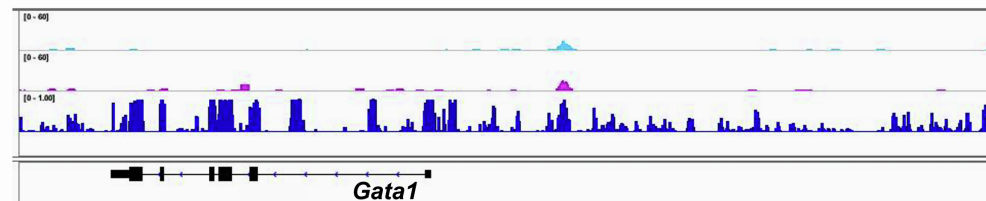

C

HP_Tal1
HP_Gata1
phastCons
RefSeq
Gfi1b-enh

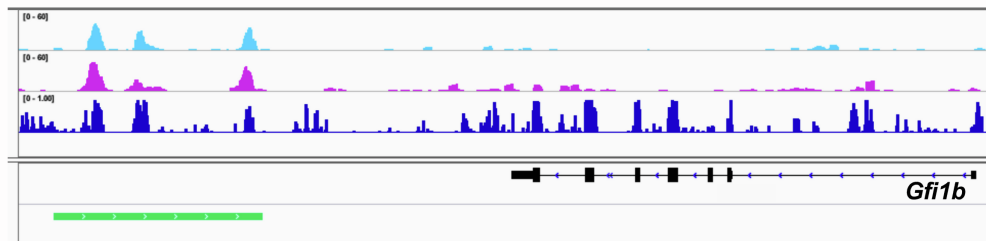

D

HP_Tal1
HP_Gata1
phastCons
RefSeq

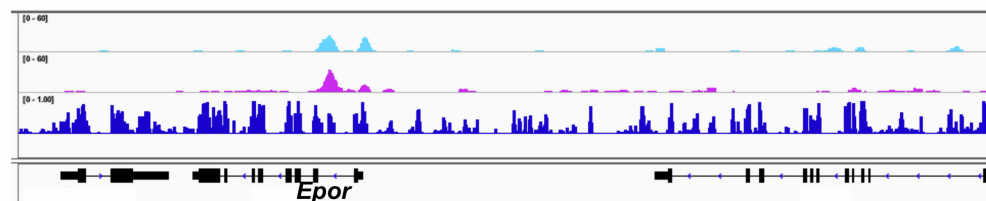

Figure S6. Co-localization of Tal1 and Gata1 binding sites near indirect Etv2-dependent hematopoietic genes. Related to Figure 6. Browser tracks of ChIP-seq data showing co-occupancy of Tal1 (blue peaks) and Gata1 (purple peaks) transcription factors at and around examples of Etv2 dose-sensitive gene loci, including *Tal1* (A), *Gata1* (B), *Gfi1b* (C), and *Epor* (D) in hematopoietic progenitor cells. The phastCons track indicates sequence conservation at each of these regions across 60 vertebrate species. The green bar for *Gfi1b* (C, *Gfi1b-enh*) indicates the genomic location of the *Gfi1b* enhancer tested for *Etv2* dose-sensitivity.

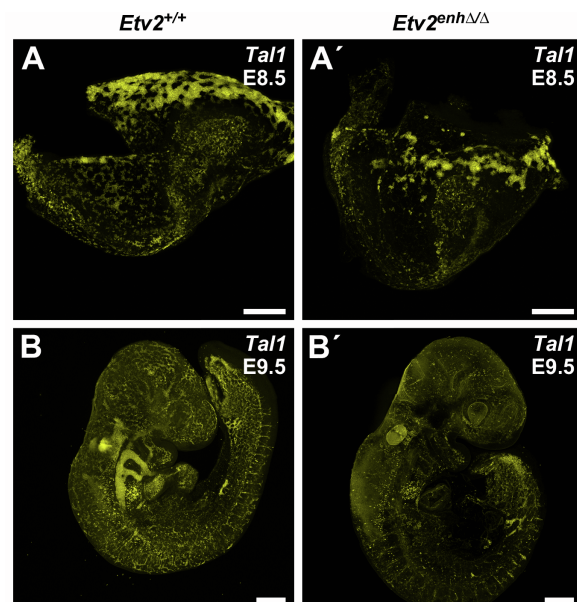

Figure S7. *Tal1* expression is reduced throughout *Etv2^{enhΔ/Δ}* hypomorphic mutant embryos. Related to Figure 7. *In situ* hybridization analysis of *Tal1* by RNAscope shows globally reduced *Tal1* mRNA expression in *Etv2^{enhΔ/Δ}* mutant embryos (A',B') compared to wild type embryos (A,B) at E8.5 (A,A') and E9.5 (B,B'). Scale bars, 500μM. For A,B, n=3 biological replicates/genotype.

# Supplementary material for: Differential Etv2 threshold requirement for endothelial and erythropoietic development
**Source:** Cell Rep. Author manuscript; Available in PMC 2022 Jun 16.
**Supplement:** 5

**Table S4. Oligonucleotide sequences used for genotyping and qPCR.**

| ***Gene*** | **Primer name** | **Primer sequence (5'->3')** | **Product size** |
| --- | --- | --- | --- |
| ***Etv2 Δ*** | Etv2-I3F | cacactagagctgagttcagacc | I3F+I5R: 1401 bp (WT) |
|  | Etv2-I5R | ggaccagggtcttagctgc | I3F+I5R: 240bp (Δ) |
|  | Etv2-E4R3 | atgtggctctatcagactgcttg | I3F+E4R3: 618 bp (WT) |
| ***Etv2 enhΔ*** | LBL-F | GCCTCTTCTCCCACCACATA | LBL F+R = 2157 bp (WT) |
|  | LBL-R | TTGGCACTAGAATGCACAGC | LBL F+R = 447 bp (enhΔ) |
|  | EED-WTF2 | GTGGAACCCTTCCCAGTTC | EEDWTF2+LBL-R = 650 bp (WT) |
| ***LacZ*** | LacZ_F | tttaacgccgtgcgctgttcg | 275bp |
|  | LacZ_R | atccagcgatacagcgcgtcg |  |
| ***Etv2*** | qEtv2-F | CAGAGTCCAGCATTCACCAC | 113 bp |
|  | qEtv2-R | AGGAATTGCCACAGCTGAAT |  |
| ***Cdh5*** | qCdh5-F | TCCTCTGCATCCTCACCATC | 122 bp |
|  | qCdh5-R | GTAAGTGACCAACTGCTCGT |  |
| ***Gata1*** | qGata1-F | TGCAATGCCTGCGGCCTCTA | 167 bp |
|  | qGata1-R | AAGCCACCAGCTGGTCCTTC |  |
| ***ActB*** | qActB-F | AGTGTGACGTTGACATCCGT | 120 bp |
|  | qActB-R | TGCTAGGAGCCAGAGCAGTA |  |
| ***EfnB2*** | qEfnb2 - F | CGAGGTGGCAACAACAATGG | 105 bp |
|  | qEfnb2 - R | ATAGTCCCCGCTGACCTTCT |  |
| ***Pecam1*** | qPecam-F | CCAAAGCCAGTAGCATCATGGTC | 144 bp |
|  | qPecam-R | GGATGGTGAAGTTGGCTACAGG |  |
| ***Hbb-Ƴ*** | qHbb-y - F | CAAGCTACATGTGGATCCTGAGAA | 77 bp |
|  | qHbb-y-R | TGCCGAAGTGACTAGCCAAA |  |
| ***Hbb-bh1*** | qHbb-bh1 - F | AGGCAGCTATCACAAGCATCTG | 112 bp |
|  | qHbb-bh1 - R | AACTTGTCAAAGAATCTCTGAGTCCAT |  |
| ***GypA*** | qGypa-F | ACTCCTGTGGTGGCTTCAACTG | 141 bp |
|  | qGypa-R | GTGTGGTGAGACAGGCTGTTCT |  |
| ***Gfi1b*** | qGfi1b-F | GGAGATGTTGCTGAACCAGAGC | 143 bp |
|  | qGfi1b-R | CCAAGGTATCCCAGGAGAAGCT |  |
| ***Nr2f2*** | qNr2f2 - F | CGCCGAGTATAGCTGCCTCAAG | 130 bp |
|  | qNr2f2 - R | CTGGCTCCTAACGTACTCTTCC |  |
| ***Scl/Tal1*** | qTal1-F | GCCAGCCGCTCGCCTCACTA | 143 bp |
|  | qTal1-R | CCGCACTACTTTGGTGTGAGGA |  |

How the deposited data were processed for this re-analysis (not part of the article)

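RNA of single yolk sacs from 31 somite-matched mouse embryos at embryonic day 8.5 was analysed: 6 *Etv2*+/+ (5 female and 1 male by label), 4 *Etv2* +/enhΔ (2 and 2), 6 *Etv2*+/Δ (4 and 2), 5 *Etv2* enhΔ/enhΔ (4 and 1), 5 *Etv2* enhΔ/Δ (3 and 2), and 5 *Etv2*Δ/Δ (2 and 3). The authors isolated RNA with the RNeasy Plus Micro kit, prepared libraries with the Trio RNA-seq kit, and sequenced them on a HiSeq instrument. The authors trimmed the reads with fastq-mcf, aligned them to mm9 with STAR 2.5.2a, assigned them to Ensembl genes with featureCounts, and scaled and tested them with edgeR. Samples were grouped by the genotype in their labels.

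The values used were the authors' deposited log2(CPM + 1), over library sizes adjusted by normalization factors; their unit is log2. The same deposited table by the authors holds their log2 fold changes (unit log2), a likelihood ratio score for each gene (unit score), and its p value and FDR (unit p value); these were only compared with the present results. The design had assumed log CPM and a test on counts; since the deposited unit is log2(CPM + 1), the planned change to that scale left the values as they were, and the planned quasi-likelihood count test was not run. Whole reads were recovered from the values (100% of the values whole within 0.01 reads), with 2671612 to 22396340 reads per library (median 13894962), so that 1 read was 0.0440 to 0.378 CPM. Of 18477 genes, 872 carried no symbol and 22 a date in its place; 883 were named from the annotation, and 18427 had a gene model in the mm9 annotation used here.

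Genes were fitted with limma 3.58.1 (R 4.3.3; trend and moderated variances, 24 residual degrees of freedom) with genotype and labelled sex as terms and no filter on expression. The comparisons were each genotype against *Etv2*+/+, *Etv2*Δ/Δ against *Etv2* enhΔ/Δ, and an F test over the 6 genotypes; p values were adjusted by the Benjamini–Hochberg method over all genes, with calls at 0.05. SE is the standard error of the fitted difference; intervals and read limits cover counting error only. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1 was used for the other values.

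Single measures of a library (components, scores, percentages of wild type, mitochondrial share) were compared by exact permutation tests; with 5 against 6 libraries the 462 regroupings give a smallest two-sided p of 0.00216. Tests with 10 or more libraries per side used 100000 permutations. Percentages of wild type are ratios of mean CPM + 1 per gene, averaged over genes, as in Table S2; values recomputed here deviated from that table by at most 0.000488% for cluster 3, cluster 5, and dose-sensitive genes. For dose-insensitive genes the deviation was 4.77% at the median and 33.6% at most; weighting *Etv2*+/+ replicate 1 by 33.3%, replicates 3 to 6 by 16.7% each, and replicate 2 by 0% brought it to 0.000483%. Principal components were taken from all genes, centred and not scaled.

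The 28 gene lists, fixed before the values were seen, were globins; heme synthesis; iron uptake and delivery in erythroid cells; red cell membrane and membrane skeleton; erythroid transcription factors; hemogenic endothelium and blood progenitors; megakaryocytes and platelets; macrophages and other myeloid cells; endothelial transcription factors; endothelial receptors, junctions and surface proteins; arterial endothelium; venous and lymphatic endothelium; visceral endoderm; extraembryonic mesoderm and mesothelium; heart muscle; extracellular matrix; trophoblast; parietal endoderm; neural ectoderm; paraxial mesoderm; hypoxia response; cell proliferation; p53 response; interferon response; *Etv2* neighbours on chromosome 7; Y-linked genes and *Xist*; ribosomal proteins; and named processed pseudogenes. The values meant are the deposited ones. Values of many genes named in the text had been seen in Tables S1 and S2 before the naming rule was written. Those tables come from the same libraries, so the choice of list members may not have been blind. Each list was tested in 6 comparisons with camera of limma, with a preset correlation of 0.01 and with a correlation estimated from the data. The text rests on the second. Genes were named in the text by a fixed rule: those the paper names, the 10 largest falls and rises of the 2 mutants against wild type and against each other (mean log2 of at least 2, no overlap between the groups), and the 4 members of each list with the smallest adjusted p.

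Variants of the fit set beforehand were no sex term, the first residual component as a term, genes with a mean log2 of at least 1, quantile normalization, an adjusted p under 0.01, a 2-fold limit, only the 2 groups compared, each library left out in turn, an estimated correlation for lists, a geometric mean, the median over genes, plain CPM, the 500 most variable genes, unit variance, and lists without globins. Added after the data were seen were log2(CPM + 0.25), voom on the recovered reads, *Xist* in place of labelled sex, the mitochondrial share as a term, the *Ftl2-ps* state as a term, and all comparisons without *Etv2*Δ/Δ replicate 5. Voom on the recovered whole reads called 1364 genes lower and 1046 higher in *Etv2*Δ/Δ and 168 and 53 in *Etv2* enhΔ/Δ. The fit was tested on simulated data in which 100 genes changed 2-fold and 100 changed 4-fold; 68 and 97 of them were recovered in the comparison of *Etv2* enhΔ/Δ and 68 and 96 in that of *Etv2*Δ/Δ. Clusters of Table S1 were used for its first 1998 genes; clustering, gene ontology enrichment, chromatin immunoprecipitation overlaps, sequencing reads, and the processing batches were not analysed here. Results of some single genes are not reported here.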

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

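The values below were picked by a fixed rule for libraries far from the rest of their genotype, and the tests of their cause were chosen after the result was seen, except the test for RNA of another cell type. With 5 or so libraries per genotype the rule picks about 1 in 20 groups by chance; it picked 7 of 78 groups over library measures and 17 of 150 over the genes that the paper names, 2 of them for *Etv2*Δ/Δ replicate 5. *Etv2* in *Etv2* enhΔ/enhΔ replicate 5 was 0.473 (log2). On the second principal component *Etv2* +/enhΔ replicate 1 lay at 2.83, *Etv2* enhΔ/Δ replicate 5 at −11.8, and *Etv2*Δ/Δ replicate 5 at 84.5. The erythroid minus endothelial score of *Etv2*Δ/Δ replicate 5 was −0.63, cluster 3 of *Etv2*+/Δ replicate 2 stood at 117% of wild type, and the dose-sensitive genes of *Etv2* +/enhΔ replicate 1 stood at 113%. The genotype effect of 41 genes differed between the labelled sexes.

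*Etv2*Δ/Δ replicate 5 stood apart from the other *Etv2*Δ/Δ libraries, with an SD of gene differences of 0.570 against 0.277 to 0.337 over 5114 well expressed genes (log2). Few starting molecules or uneven amplification could leave more genes without a read: replicate 5 had 3911 such genes at 12226426 reads, and the other libraries thinned to that depth at most 2134, which is in line with this explanation; replicate 1 had 3827 at its own 2671612 reads. RNA of another cell type might add its markers: the highest median difference over 7 marker lists was 0.38 (heart muscle; 5 of 20 members higher and 1 lower by 1 or more), which cannot tell. A wrong genotype label was argued against, since its endothelial score was −2.51 and the lowest library of any other genotype had −0.26.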

How the results depend on the processing

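Settings marked as added, the *Ftl2-ps* term among them, were chosen only after the main result was seen. The others were set before the values were read. The *Ftl2-ps* term separates state from genotype only through replicate 1 of *Etv2*+/+ and of *Etv2* +/enhΔ, so fits with it lean on these libraries. Counts are given as lower and higher genes.

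Main counts were 2228 genes associated with genotype, 1420 and 1035 in *Etv2*Δ/Δ, 183 and 62 in *Etv2* enhΔ/Δ, 620 and 286 in *Etv2*Δ/Δ against *Etv2* enhΔ/Δ, 4 and 1 in *Etv2*+/Δ, 3 and 1 in *Etv2* enhΔ/enhΔ, and 0 and 0 in *Etv2* +/enhΔ. At an adjusted p under 0.01 there were 1240 genes associated with genotype, 803 and 449 in *Etv2*Δ/Δ, 114 and 16 in *Etv2* enhΔ/Δ, 358 and 84 in *Etv2*Δ/Δ against *Etv2* enhΔ/Δ, 2 lower in *Etv2*+/Δ, and 1 and 0 in *Etv2* enhΔ/enhΔ. At an adjusted p under 0.05 and at least 2-fold there were 559 and 352 in *Etv2*Δ/Δ, 98 and 20 in *Etv2* enhΔ/Δ, 346 and 62 in *Etv2*Δ/Δ against *Etv2* enhΔ/Δ, and 0 higher in *Etv2*+/Δ. With only the 2 groups compared there were 807 and 587 in *Etv2*Δ/Δ, 124 higher in *Etv2* enhΔ/Δ, 377 and 136 in *Etv2*Δ/Δ against *Etv2* enhΔ/Δ, and 0 and 0 in *Etv2*+/Δ and in *Etv2* enhΔ/enhΔ. The first residual component as a term gave 135 higher in *Etv2* enhΔ/Δ and 439 higher in *Etv2*Δ/Δ against *Etv2* enhΔ/Δ, and genes with a mean of at least 1 gave 2 higher in *Etv2*+/Δ. With an estimated correlation 35 gene list tests passed of the 62 that did with the preset one.

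Added: voom on recovered reads gave 2 and 2 in *Etv2*+/Δ and 1 and 0 in *Etv2* enhΔ/enhΔ; the mitochondrial share as a term gave 27 higher in *Etv2* enhΔ/Δ and 1 and 0 in *Etv2* enhΔ/enhΔ; and *Etv2*Δ/Δ replicate 5 left out of every comparison gave 117 higher in *Etv2* enhΔ/Δ. The *Ftl2-ps* state as a term gave 588 and 298 in *Etv2*Δ/Δ, 69 and 12 in *Etv2* enhΔ/Δ, and 0 and 0 in *Etv2*+/Δ and in *Etv2* enhΔ/enhΔ. Under it the fall of *Ftl2-ps* itself in *Etv2* enhΔ/Δ turned into 0.12 (log2; adjusted p = 0.968).

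The replicate numbers do not pair the libraries: over 71 pairs with the same number the residuals had a median correlation of −0.0136 (−0.140 to 0.105), and 0 of 31 libraries correlated best with their own number. On the second component, low numbers lay above the others of *Etv2*+/+ (replicate 1 at 9.43, others at most 0.33) and *Etv2* +/enhΔ (replicate 1 at 2.83, others at most −5.66). The same held for replicates 1 to 3 of *Etv2*+/Δ (6.93 to 20.1, others at most 0.63) and *Etv2* enhΔ/enhΔ (1.46 to 28.7, others at most −0.52). It did not hold in *Etv2* enhΔ/Δ or *Etv2*Δ/Δ. Whether this follows the processing batches was not analysed. A replicate block gave 1903 genes associated with genotype and 0 higher in *Etv2* enhΔ/enhΔ, kept 191 of the 245 calls of *Etv2* enhΔ/Δ and 2060 of the 2455 of *Etv2*Δ/Δ, and left 62 gene list tests.

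Leaving out each library in turn gave 1654 to 2573 genes associated with genotype. Leaving out each library of the 2 groups compared gave 1101 to 1492 and 723 to 1214 in *Etv2*Δ/Δ, 140 to 171 and 27 to 62 in *Etv2* enhΔ/Δ, and 468 to 682 and 170 to 309 in *Etv2*Δ/Δ against *Etv2* enhΔ/Δ. It gave 2 to 10 and 0 to 2 in *Etv2*+/Δ, 1 to 5 and 0 to 2 in *Etv2* enhΔ/enhΔ, and 0 and 0 to 1 in *Etv2* +/enhΔ. Without all libraries of *Etv2* enhΔ/Δ and *Etv2*Δ/Δ, 6 genes changed by sex. The share of cluster 3 genes of the first tertile under 20% of wild type in *Etv2* enhΔ/Δ was 28.0% to 68.0%, against 36.0% with all libraries and 56.0% with the floor subtracted. Dose-insensitive genes in *Etv2* enhΔ/Δ stood at 99.5% to 104%; the median over genes gave 91.8% (exact p = 0.0476), below wild type, and the floor subtracted gave 113% (exact p = 0.0498), above it.

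None of 12 other settings turned a call of *Etv2* enhΔ/Δ or *Etv2*Δ/Δ into a call in the opposite direction; the fits with a library left out were not counted for this. Of 648 results for named genes, 14519 values under other settings kept their call, 552 lost it, 174 gained one, and 1 changed sign. The count test planned on unscaled reads was not run, and the planned log2(CPM + 1) scale is that of the values themselves.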

Differences from the paper's values

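Tests not set beforehand, added after the values were seen, are those of the second principal component, of the first component in the other genotypes, of the tertiles, of relative expression in genotypes other than *Etv2* enhΔ/Δ, and the exact tests between the 2 mutants. The first principal component held about 38% of the variance in Fig. S4A, read by eye, and 17.9% here over all 18477 genes. Of the variants set beforehand, the 500 most variable genes gave 44.8%, which does not differ by the fixed rule, while genes with a mean log2 of at least 1 gave 21.8%, unit variance 12.6%, and each library of *Etv2*+/+ and the 2 mutants left out in turn 15.9% to 18.4%, all of which differ.

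The legend of that figure places both mutants apart from wild type and from each other on both components. Here the second component separated *Etv2* enhΔ/Δ from *Etv2*+/+ (exact p = 0.00216) but not *Etv2*Δ/Δ from *Etv2*+/+ (exact p = 0.903) or from *Etv2* enhΔ/Δ (exact p = 0.135). Replicate 5 of *Etv2*Δ/Δ lay at 84.5. Its other 4 libraries, at −19.1 to −0.06, overlapped *Etv2*+/+ (−7.97 to 9.43) and *Etv2* enhΔ/Δ (−18.5 to −11.8). The second component was not tested without replicate 5. The legend also reports no difference by sex, and here 6 genes, all on X or Y, changed by sex. Whether genotype effects differed between the labelled sexes was not settled, since *Etv2*+/+ held 1 library labelled male. Of the 11 libraries labelled male, 4 (*Etv2*Δ/Δ replicates 1 and 2, *Etv2*+/Δ replicates 2 and 3) had *Xist* and hardly any Y-linked reads, so that the labels do not measure sex in those genotypes. The paper describes the first tertiles as reduced alike in the compound heterozygote and the null. In cluster 3 they stood at 20.9% in *Etv2* enhΔ/Δ and 4.74% in *Etv2*Δ/Δ, and in cluster 5 at 42.4% and 25.7% (exact p = 0.00794 each), with both far below wild type. It describes the last tertiles as unaffected except in the null. Here they stood at 141% and 135% in *Etv2* enhΔ/Δ and at 119% and 117% in *Etv2*+/Δ, above wild type, while *Etv2* enhΔ/enhΔ and *Etv2* +/enhΔ did not pass. The ranking by the ratio to the same *Etv2*+/+ libraries can itself raise these values, so they do not decide against the paper's description. *Etv2* falls along the series in the paper's quantitative PCR, which was made on embryos and so on other samples than these yolk sacs; its reads here were higher in each genotype with a Δ allele (log2 1.06 in *Etv2*+/Δ, exact p = 0.00216; 0.96 in *Etv2* enhΔ/Δ, exact p = 0.0108; 1.03 in *Etv2*Δ/Δ, exact p = 0.00866); the authors' deposited table points the same way (3.07, 2.90, and 2.87).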

Other observations

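The test of chromosome 7 and the explanations weighed for *Ftl2-ps* and *Etv2* were chosen only after those results were seen. Genes of extraembryonic mesoderm rose in both mutants. Of 22, 5 were higher in *Etv2* enhΔ/Δ (6 over the list alone; median log2 fold change 0.30, adjusted p = 0.0368 with an estimated correlation), among them *Vim*, an intermediate filament of mesenchyme (0.55, SE 0.09, adjusted p = 5.94e-04), and 8 in *Etv2*Δ/Δ (9 over the list alone; median 0.49, adjusted p = 0.0488 with an estimated correlation). With the *Ftl2-ps* state as a term neither passed (median 0.19, adjusted p = 0.134 with an estimated correlation in *Etv2* enhΔ/Δ; median 0.59, adjusted p = 0.102 with an estimated correlation in *Etv2*Δ/Δ), and the mitochondrial share was lower in *Etv2* enhΔ/Δ. *Nid1*, a basement membrane protein, rose in *Etv2* enhΔ/Δ (0.76, SE 0.12, adjusted p = 1.12e-04) but not in *Etv2*Δ/Δ (−0.14, SE 0.12, adjusted p = 0.510). Of 13 genes of parietal endoderm, 3 were higher in *Etv2* enhΔ/Δ (8 over the list alone; median 0.43, adjusted p = 0.0578 with an estimated correlation), and 3 were higher and 1 lower in *Etv2*Δ/Δ, also over the list alone (median 0.30, adjusted p = 0.594 with an estimated correlation). Matrix genes in *Etv2*Δ/Δ had 13 of 26 higher and 1 lower (17 and 1 over the list alone; median 1.19, adjusted p = 0.0700 with an estimated correlation), and in *Etv2*Δ/Δ replicate 5 they lay at a median of −1.07 from the other *Etv2*Δ/Δ libraries (14 of 26 lower by 1 or more). In *Etv2*Δ/Δ, *Peg10*, an imprinted gene of trophoblast, rose (0.99, SE 0.14, adjusted p = 5.97e-06), as did *Crabp2*, a retinoic acid binding protein (1.98, SE 0.30, adjusted p = 1.70e-05). Macrophage genes fell in *Etv2*Δ/Δ, 2 of 14 (3 over the list alone; median −0.50, adjusted p = 0.0444 with an estimated correlation; with the *Ftl2-ps* term median −0.45, adjusted p = 0.110 with an estimated correlation), and none passed in *Etv2* enhΔ/Δ (limma; 0 at an unadjusted p under 0.05 and 0 in voom; median −0.21, adjusted p = 0.331 with an estimated correlation). These 14 are the measured part of 21 listed genes of macrophages and other myeloid cells, without *Adgre1*, *Cx3cr1*, *C1qa*, *C1qb*, *C1qc*, and *Fcgr1*. A loss of macrophages is therefore not shown.

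Other cell types and responses passed in neither mutant as lists. Visceral endoderm had 5 of 24 genes higher in *Etv2*Δ/Δ (7 over the list alone; median 0.32, adjusted p = 0.231 with an estimated correlation) and none in *Etv2* enhΔ/Δ (limma; 7 unadjusted, 0 in voom, 3 over the list alone; median 0.25, adjusted p = 0.154 with an estimated correlation). Trophoblast had 2 of 13 higher in *Etv2*Δ/Δ (2 over the list alone; median 0.38, adjusted p = 0.459 with an estimated correlation) and none in *Etv2* enhΔ/Δ (limma; 1 unadjusted, 0 in voom; median 0.03, adjusted p = 0.831 with an estimated correlation). Neural ectoderm had 3 of 7 higher in *Etv2*Δ/Δ (3 over the list alone; median −0.14, though the test pointed up, adjusted p = 0.419 with an estimated correlation) and none in *Etv2* enhΔ/Δ (limma; 1 lower and 1 higher unadjusted, 0 in voom, 1 over the list alone; median 0.02, adjusted p = 0.687 with an estimated correlation). Paraxial mesoderm had 1 of 3 higher in *Etv2*Δ/Δ (1 over the list alone; median −0.04, though the test pointed up, adjusted p = 0.809 with an estimated correlation) and none in *Etv2* enhΔ/Δ (limma; 0 unadjusted, 0 in voom; median 0.27, adjusted p = 0.800 with an estimated correlation). Many listed genes were not measured: 7 of 15 were for neural ectoderm and 3 of 11 for paraxial mesoderm.

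The hypoxia response had 4 of 18 genes lower and 1 higher in *Etv2*Δ/Δ, also over the list alone (median −0.26, adjusted p = 0.368 with an estimated correlation), led by *Pdk1*, a kinase that restrains pyruvate oxidation (−1.21, SE 0.15, adjusted p = 6.42e-07), and 1 lower in *Etv2* enhΔ/Δ (2 over the list alone; median −0.17, adjusted p = 0.231 with an estimated correlation). Proliferation genes had 2 of 18 lower in *Etv2*Δ/Δ (3 over the list alone; median −0.17, adjusted p = 0.187 with an estimated correlation) and none in *Etv2* enhΔ/Δ (limma; 3 unadjusted, 0 in voom; median −0.13, adjusted p = 0.135 with an estimated correlation). The p53 response had 1 of 13 lower in *Etv2*Δ/Δ (1 over the list alone; median 0.05, though the test pointed down, adjusted p = 0.831 with an estimated correlation) and none in *Etv2* enhΔ/Δ (limma; 0 unadjusted, 0 in voom; median −0.04, adjusted p = 0.842 with an estimated correlation). Interferon genes had 2 of 11 higher in *Etv2*Δ/Δ (2 over the list alone; median 0.23, adjusted p = 0.260 with an estimated correlation) and none in *Etv2* enhΔ/Δ (limma; 2 unadjusted, 0 in voom; median 0.31, adjusted p = 0.0715 with an estimated correlation). Of 85 ribosomal proteins, 7 were lower in *Etv2*Δ/Δ (7 over the list alone; median −0.18, adjusted p = 0.546 with an estimated correlation) and none in *Etv2* enhΔ/Δ (limma; 4 lower and 2 higher unadjusted, 0 in voom; median −0.04, adjusted p = 0.831 with an estimated correlation). Of 251 processed pseudogenes, 5 were lower and 3 higher in *Etv2*Δ/Δ (2 and 0 over the list alone; median −0.05, adjusted p = 0.501 with an estimated correlation) and 1 lower in *Etv2* enhΔ/Δ (1 over the list alone; median −0.03, adjusted p = 0.771 with an estimated correlation). Of 12 *Etv2* neighbours, 1 was higher in *Etv2*Δ/Δ (1 over the list alone; median 0.23, adjusted p = 0.231 with an estimated correlation) and none in *Etv2* enhΔ/Δ (limma; 1 unadjusted, 0 in voom; median 0.21, adjusted p = 0.260 with an estimated correlation). Y-linked genes and *Xist* passed in neither (limma; 0 unadjusted in both, and 0 in *Etv2* enhΔ/Δ and 4 in *Etv2*Δ/Δ in voom; medians 0.26 and −1.22, adjusted p = 0.953 and adjusted p = 0.789 with an estimated correlation).

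Few genes changed in the other genotypes. In *Etv2*+/Δ, *Ftl2-ps* (log2 fold change −4.32, SE 0.70, adjusted p = 0.00571), *Gm13365* (−2.62, SE 0.42, adjusted p = 0.00571), *Hbb-bh0* (−4.31, SE 0.77, adjusted p = 0.0156), and *Slc25a30* (−1.18, SE 0.23, adjusted p = 0.0444) were lower and *Ramac* (0.78, SE 0.13, adjusted p = 0.00993) was higher (unadjusted 571 and 498; voom 2 and 2). In *Etv2* enhΔ/enhΔ, *Ftl2-ps* (−4.17, SE 0.73, adjusted p = 0.0145), *Gm13365* (−2.51, SE 0.43, adjusted p = 0.0145), and *Mrps12* (−1.14, SE 0.16, adjusted p = 0.00123) were lower and *Dpy19l3* (1.03, SE 0.19, adjusted p = 0.0390) was higher (unadjusted 669 and 651; voom 1 and 0). In *Etv2* +/enhΔ no gene passed (limma; unadjusted 348 and 473; voom 0 and 0; smallest adjusted p = 0.425), and 1 was higher without *Etv2* +/enhΔ replicate 3 or 4. The 4 lower genes of *Etv2*+/Δ became 2 without *Etv2*+/Δ replicate 1, 2, or 3 or *Etv2*+/+ replicate 4 and 10 without *Etv2*+/+ replicate 1; its 1 higher gene became 0 without *Etv2*+/Δ replicate 1 or *Etv2*+/+ replicate 2 and 2 without *Etv2*+/+ replicate 1. The 3 lower genes of *Etv2* enhΔ/enhΔ became 1 without *Etv2* enhΔ/enhΔ replicate 1, 2, or 3 or *Etv2*+/+ replicate 2, 3, or 6 and 5 without *Etv2*+/+ replicate 1. Its 1 higher gene became 0 without *Etv2* enhΔ/enhΔ replicate 1, 2, or 3 or *Etv2*+/+ replicate 2, 3, or 6 and 2 without *Etv2* enhΔ/enhΔ replicate 4 or 5 or *Etv2*+/+ replicate 1 or 5. *Hbb-bh0* had 0.137, 0, and 0 CPM in *Etv2*+/Δ replicates 1 to 3 and 43.8, 66.8, and 47.1 CPM in replicates 4 to 6.

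Of the 7 genes called in *Etv2*+/Δ or *Etv2* enhΔ/enhΔ, 4 (*Mrps12*, *Dpy19l3*, *Ramac*, and *Hbb-bh0*, 57.1%) lie on the chromosome of *Etv2*, against 1311 of 18477 genes (7.10%; one-sided Fisher exact p = 0.000742). They start at 29524660, 36470184, 88907811, and 110998534 on chromosome 7, or −1.89, 5.05, 57.5, and 79.6 Mb from *Etv2*. At an unadjusted p under 0.001 chromosome 7 held 6 of 29 genes in *Etv2*+/Δ (20.7%, Fisher exact p = 0.0146), 5 of 38 in *Etv2* enhΔ/enhΔ (13.2%, Fisher exact p = 0.129), and 2 of 18 in *Etv2* +/enhΔ (Fisher exact p = 0.369). It held 17 of 275 in *Etv2* enhΔ/Δ (Fisher exact p = 0.757) and 95 of 1394 in *Etv2*Δ/Δ (Fisher exact p = 0.680).

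*Gm13365*, a pseudogene on chromosome 2, had 6.24 to 10.6 CPM in the 8 libraries with *Ftl2-ps* reads and 0 to 0.258 CPM in the other 23, while *Ftl1*, the ferritin light chain gene, had 30.9 to 43.7 CPM there and 58.7 to 103 CPM elsewhere. A different counting of reads shared with pseudogenes was argued against, as 2 of 1154 pseudogenes had values without overlap between the 8 and the 23 libraries. Transcription of *Ftl2-ps* itself was argued against, since the highest *Ftl1* value beside *Ftl2-ps* reads, 43.7 CPM, lay below the lowest of the others, 58.7 CPM. Variants on chromosome 7 that differ between the parents of the embryos could send reads of 1 copy to the other: both genes of which they are copies, 2 of 2, lie on that chromosome (*Ftl1* 21.3 Mb and *Ldha* 22.7 Mb from *Etv2*), which is in line with this explanation but was found from the same values. *Ftl2-ps* equals the *Ftl1* coding sequence at 545 of 552 bases, and *Gm13365* shares 165 words of 21 bases with *Ldha* alone among protein-coding genes. The 2 processing batches of the authors' model and the litters were not analysed here and stay open; if the division follows them, the comparisons with *Etv2*+/+ and the *Ftl2-ps* term take part of them in.

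More *Etv2* reads in genotypes with a Δ allele could come from more reads over the whole neighbourhood, which was argued against: the 12 neighbouring genes had a median of at most 0.23 (log2), against 0.92 to 1.03 for *Etv2*. Chance at low read numbers was argued against by a permutation p of 1e-05, with 14 of 16 Δ libraries above the highest of the others. A more abundant or more stable transcript of the Δ allele might have the same effect and was not tested.

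Regrouping the libraries in 100 splits, the real one included, gave a count as large as 2455 in *Etv2*Δ/Δ 1 time (highest other split 1289), as 245 in *Etv2* enhΔ/Δ 1 time (113), as 906 in *Etv2*Δ/Δ against *Etv2* enhΔ/Δ 1 time (228), as 2228 for genotype 1 time (115), and as 6 for sex 1 time (3); chance can be excluded for these. Splits gave a count as large as 5 in *Etv2*+/Δ 2 times (highest other 6) and as 4 in *Etv2* enhΔ/enhΔ 1 time (3). The count of *Etv2*+/Δ was exceeded in 1 other split, and both counts were 0 with only the 2 groups compared or with the *Ftl2-ps* term. Few splits reached these counts, but chance is not excluded for them. The count of 0 in *Etv2* +/enhΔ is reached by any split (100 of 100; highest other 4), so that the splits decide nothing there. For the 62 gene list tests with the preset correlation 6 splits were as large (highest other 66), so chance cannot be excluded. For the 35 with an estimated correlation 1 was (highest other 0). These splits shuffled the genotypes of all libraries and pooled all comparisons. They tell only that some lists moved with genotype, and cannot exclude chance for a single list in a single comparison.

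Of the 20 libraries labelled female, *Xist* ran from 343 to 874 CPM and Y-linked genes summed to 0 to 7.05 CPM; 7 libraries labelled male had 1.82 to 6.21 CPM of *Xist* and 233 to 331 CPM of Y-linked genes. The genes changed by sex were *Xist* (log2 male minus female −4.69), *Msl3* (0.76), *Kdm5d* (3.72), *Ddx3y* (4.34), *Eif2s3y* (3.79), and *Uty* (3.63). These differences count as male the 4 libraries so labelled that had *Xist* and hardly any Y-linked reads. The mitochondrial share was 10.9 ± 1.55% in *Etv2* +/enhΔ, 13.4 ± 7.17% in *Etv2*+/Δ, 16.5 ± 4.46% in *Etv2* enhΔ/enhΔ, and 12.0 ± 3.74% in *Etv2*Δ/Δ (exact p = 0.414, 0.727, 0.0866, and 0.903 against *Etv2*+/+).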
